# Transcriptional landscape of the embryonic chicken Müllerian duct

**DOI:** 10.1186/s12864-020-07106-8

**Published:** 2020-10-02

**Authors:** Zahida Yesmin Roly, Rasoul Godini, Martin A. Estermann, Andrew T. Major, Roger Pocock, Craig A. Smith

**Keywords:** Müllerian duct, Chicken embryo, RNA-seq, *FOXE1*, *OSR1*, Sex determination

## Abstract

**Background:**

Müllerian ducts are paired embryonic tubes that give rise to the female reproductive tract in vertebrates. Many disorders of female reproduction can be attributed to anomalies of Müllerian duct development. However, the molecular genetics of Müllerian duct formation is poorly understood and most disorders of duct development have unknown etiology. In this study, we describe for the first time the transcriptional landscape of the embryonic Müllerian duct, using the chicken embryo as a model system. RNA sequencing was conducted at 1 day intervals during duct formation to identify developmentally-regulated genes, validated by in situ hybridization.

**Results:**

This analysis detected hundreds of genes specifically up-regulated during duct morphogenesis. Gene ontology and pathway analysis revealed enrichment for developmental pathways associated with cell adhesion, cell migration and proliferation, ERK and WNT signaling, and, interestingly, axonal guidance. The latter included factors linked to neuronal cell migration or axonal outgrowth, such as Ephrin B2, netrin receptor, SLIT1 and class A semaphorins. A number of transcriptional modules were identified that centred around key hub genes specifying matrix-associated signaling factors; *SPOCK1, HTRA3* and *ADGRD1*. Several novel regulators of the WNT and TFG-β signaling pathway were identified in Müllerian ducts, including *APCDD1* and *DKK1*, *BMP3* and *TGFBI*. A number of novel transcription factors were also identified, including *OSR1, FOXE1, PRICKLE1, TSHZ3* and *SMARCA2*. In addition, over 100 long non-coding RNAs (lncRNAs) were expressed during duct formation.

**Conclusions:**

This study provides a rich resource of new candidate genes for Müllerian duct development and its disorders. It also sheds light on the molecular pathways engaged during tubulogenesis, a fundamental process in embryonic development.

## Background

Two pairs of ducts form during embryonic development in vertebrates; the Wolffian and Müllerian ducts. In male embryos, Wolffian ducts develop into the male reproductive tract, under the influence of androgens produced by the testis [1]. Another testis-derived factor in males, Anti-Müllerian Hormone (AMH) induces regression of the Müllerian ducts [2]. In female embryos, the converse applies. The absence of testosterone leads to regression of the Wolffian ducts, and the absence of fetal AMH expression allows the Müllerian ducts to form the female reproductive tract (Fallopian tubes, uterus and upper vagina) [3]. In humans, disorders of Müllerian duct development during embryogenesis lead to anomalies of the reproductive tract. Disorders can include abnormal retention of the ducts in males (Persistent Müllerian Duct Syndrome) [4, 5] and developmental defects of duct development in females [6]. Mayer-Rokitansky-Küster-Hauser (MRKH) syndrome (OMIM 277000) is characterised by dysplasia of the uterus and upper vagina [7–10]. MRKH is estimated to occur in up to 1 in 4500 women and the condition can be isolated (type I) or associated with other (non-reproductive) congenital malformations (type II) [9, 11]. While evidence from familial studies indicates that MRKH has a likely genetic basis, its molecular aetiology is poorly understood. Some chromosomal deletions have been associated with MRKH that include loss-of-function mutations in genes such as *LIM1 (LIM Homeobox 1), WNT4* and *WNT9B*, all of which are critical for embryonic Müllerian duct formation [12–16]. Another Müllerian-linked anomaly, Hand-Foot-Genital (HFG) is associated in some cases with *HOXA13* lesions (duplications or polyalanine expansions) [17, 18]. However, most cases of Müllerian disorders such as MRKH and HFG cannot be explained by mutations in known genes. Therefore, there is a need for greater understanding of the developmental pathways leading to normal Müllerian duct formation and its disorders.

Animal models have proven very useful in improving our understanding of normal and abnormal Müllerian duct development. In mouse and chicken embryos, the Müllerian duct forms from coelomic epithelium in close association with the Wolffian duct on the surface of the embryonic (mesonephric) kidney. In both species, three conserved phases of Müllerian duct development are recognised: specification, invagination and elongation [19–22]. Specification occurs among a restricted population of coelomic epithelial cells at the anterior pole of the mesonephros. These cells invaginate to from a mesoepithelial tube that migrates caudally via cell proliferation. Some cells from the coelomic epithelium also undergo an EMT (epithelial to mesenchyme transition), contributing mesenchyme around the elongating duct [23, 24]. These developmental processes are regulated by the coordinated action of several transcription factors and signaling molecules, although their exact roles are not yet fully understood. Homeodomain transcription factors and members of the WNT family of secreted growth factors play essential roles in duct specification, invagination or elongation [22, 25–29]. The homeobox genes, *Lim1* and *Pax2*, are expressed during duct specification and invagination and deletion of these genes prevents Müllerian duct formation [20, 25, 27, 28]. Wnt4 is expressed in the mesenchyme of the duct and is required for proper duct formation in rodent models [22]. Downstream of Wnt4, other Wnt family members (Wnt7a, Wnt5a, Wnt9b) are important for tubulogenesis and caudal extension of the duct [24, 28, 30–35]. In addition to the pervasive role of Wnt signaling, retinoic acid (RA) signaling is also required for Müllerian duct development and differentiation [36]. Mice lacking both RA receptors α and β2 lack Müllerian ducts [37, 38]. However, the exact role of RA signaling during duct formation is unclear.

To gain greater insight into the genes and developmental pathways regulating Müllerian duct formation, we conducted RNA-sequencing (RNA-seq), using the chicken embryo as a model system. Müllerian duct development is conserved between chicken and mammals, involving the same specification, invagination and elongation phases [21, 23, 39]. Genes known to be involved in early duct formation in mouse, such as *Lim1* and *Pax2* and *Wnt4*, are also implicated in the chicken [21, 40]. This is the first report describing the transcriptional landscape of the Müllerian duct in any species. Transcriptome analysis reveals the molecular genetic modules activated during duct formation and elongation, with enriched “hub genes” involved in matrix-associated signaling. We find enrichment of developmental pathways associated with cell adhesion, cell migration and proliferation, ERK and WNT signaling, and axonal guidance. We report several novel candidate regulators of Mullerian duct formation, including the transcription factors *OSR1 (*Odd-Skipped Related Transcription Factor 1)*, FOXE1 (*Forkhead Box E1)*, PRICKLE (*Prickle Planar Cell Polarity Protein 1)*, TSHZ3 (*Tea-shirt Zinc Finger Homeobox 3) and *SMARCA2 (*SWI/SNF Related, Matrix Associated, Actin Dependent Regulator Of Chromatin, Subfamily A, Member 2). The datasets also reveal a rich network of long non-coding RNAs expressed in the developing Mullerian duct. These data provide new information on the genetic regulation of tubulogenesis, and development of the Müllerian duct in particular. Based on expression profiling, this study identifies new candidate genes for human Mullerian duct disorders.

## Results

### Overview

High-throughput RNA sequencing (RNA-seq) was used to characterise the transcriptional landscape of the embryonic Müllerian duct during development, using the chicken embryo as a model. Duct formation commences in the chicken between embryonic day (E) 4.0–4.5 (Hamburger and Hamilton stage 23–25) [41]. At this stage, Müllerian progenitors are specified in the coelomic epithelium and undergo invagination at the anterior pole of the mesonephric kidney (Fig. 1a) [21]. As it is challenging to separate the Müllerian anlagen from the mesonephros at this early time point, the entire anterior portion of the mesonephros was taken (= 4.5-Ant.). The posterior portion of the mesonephros (lacking duct) served as negative control tissue (= 4.5-Post.) (Fig. 1a). By E5.5 (stage 28), the duct elongates along the surface of the mesonephros and can be separated from it. At E6.5 (stage 30), duct elongation is complete. For both E5.5 and E6.5, developing Müllerian duct alone was dissected away from the mesonephros. 

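The libraries came from 4 tissues with 3 libraries each, 12 in all. Each E4.5-Ant and E4.5-Post library was a pool of 5 embryos, each E5.5 duct library a pool of 3 and each E6.5 duct library a pool of 4. The authors deposited the number of reads they counted on each of 24121 genes of the chicken assembly GRCg6a, without normalization. Reads were counted over the whole gene, introns included, and on the strand of the gene only. Between 24235353 and 31373783 reads per library were counted on genes. The median was 28712177 for E4.5-Ant, 28301881 for E4.5-Post, 30249844 for E5.5 duct and 27033912 for E6.5 duct. Libraries are numbered here as in the column names of the deposited tables. Expression is given as counts per 1000000 counts on genes (CPM), as mean ± SD, with n = 3 libraries for each tissue except E4.5-Ant, for which n = 2 because the paper left out 1 library. For the left-out library the CPM is given separately. Its total holds 42.12% of counts on rRNA genes, so its CPM of other genes read low beside those of the other libraries. A lower CPM there is therefore not by itself a lower level. Fold changes were tested for the 16603 genes that edgeR's filterByExpr kept in the 11 libraries. The test was edgeR's quasi-likelihood test with TMM normalization and all 4 tissues in one model. Each log2 fold change (log2FC) has a standard error (SE), and its p-value after Benjamini-Hochberg adjustment is written as edgeR FDR. Genes with an edgeR FDR of at most 0.05 and a log2FC of at least 0.585 in either direction were counted as differentially expressed (DEG), which are the paper's limits. Each comparison was repeated with all 12 libraries and with each library left out in turn.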

RNA was extracted from these four tissues in triplicate and subjected to bulk RNA-sequencing. After constructing libraries, RNA-seq was performed using the Illumina NextSeq500 platform. The library size was approximately 20 million reads per sample. Differential gene expression analysis was carried out using Voom/Limma [42]. Differential expression (DE) was set using the following cut-offs: False Discovery Rate (FDR) ≤ 0.05 and Log_2_FC ≤ 0.585 or ≥ 0.585 (see Methods). One E4.5 Anterior RNA sample did not pass QC and was omitted from the analysis. 

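The paper's text does not name the omitted sample. On leaving out the second E4.5-Ant library in the order of the tables, the mean CPM of 9 genes lay within a root mean square of 0.018 (log2) of the E4.5-Ant values plotted in Fig. 5a and Fig. 8a. On leaving out the first or the third E4.5-Ant library, this distance was 0.60 or 0.59. The second library was therefore the one left out in the 11-library comparisons. It had 29552197 counts on genes, of which 42.12% were on rRNA genes (95% Wilson interval 42.11% to 42.14%, which covers counting error only). A single rRNA gene, LOC112533599, held 41.53% of them (41.51% to 41.54%). In the other 11 libraries, rRNA genes held between 0.199% and 1.95% of the counts. The TMM factor of the omitted library was 0.587, and those of the others lay between 1.01 and 1.08. With rRNA genes set aside, the chi-square per degree of freedom between its counts and those of the other 2 E4.5-Ant libraries was 81.8 and 71.3, against 4.49 between those 2. For pairs within E4.5-Post this value lay between 6.13 and 6.34, and within E6.5 duct between 7.93 and 9.37. Within E5.5 duct it was 30.9 and 37.8 for the pairs with library 2 and 9.62 for the other pair.

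**Figure D1:**
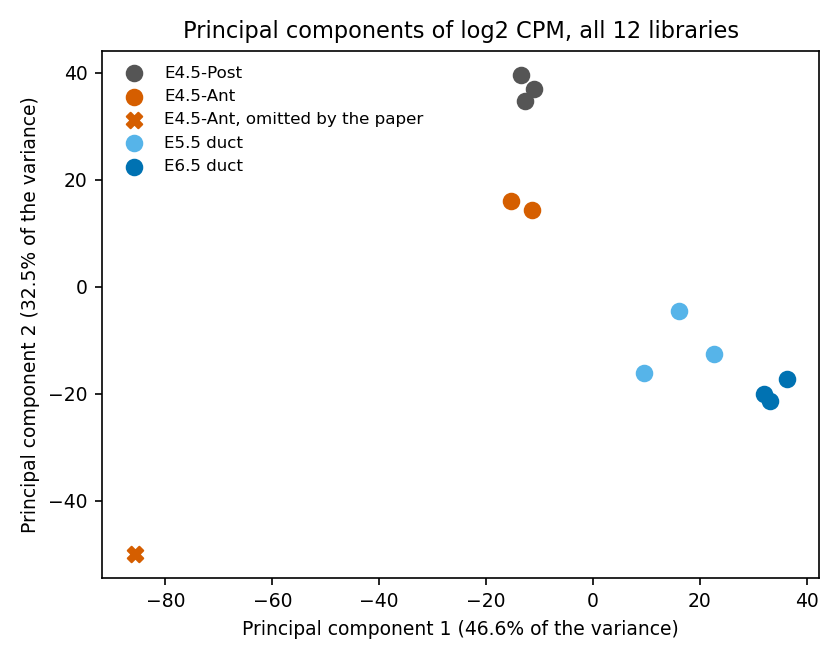
Principal components of the log2 CPM of 16382 genes in all 12 libraries, with component 1 (46.6% of the variance) on the x axis and component 2 (32.5%) on the y axis, one point per library and the omitted E4.5-Ant library as a cross. The other 2 E4.5-Ant libraries lie 23.5 units apart over all components, and the omitted library lies up to 104.6 units from them.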

Differentially expressed genes (DEG) were identified by comparing stages of duct development (E4.5 vs E5.5 vs E65; dynamic comparisons) and between the Mullerian duct and the negative control (E4.5 Posterior mesonephros; static comparisons). (Fig. 1b).

**Fig. 1:**
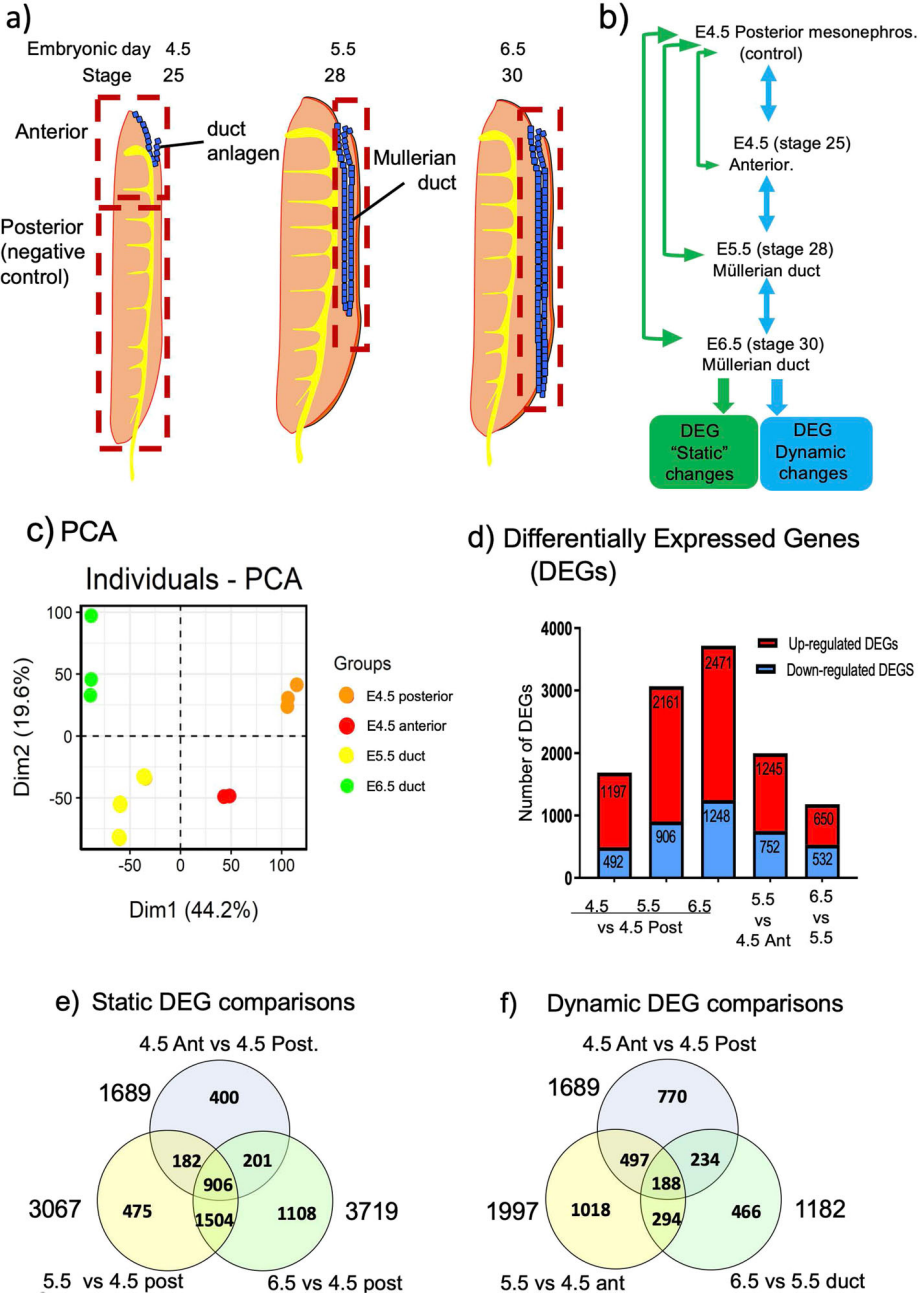
Schematic figure of chicken embryo Müllerian duct tissue sampling and pipeline of the bioinformatical analysis. **a** Samples were taken on 3 consecutive days, E4.5, E5.5 and E6.5. Posterior mesonephros at day 4.5 was used as control (red square). The 4.5 anterior sample comprised both duct and mesonephric kidney tissue. Pure Müllerian duct tissue was collected only at E5.5 and E6.5. **b** Pipeline of RNA-seq bioinformatical analysis. For static comparisons, differentially expressed genes (DEGs) were identifed by comparing each stage to the control tissue (E4.5 posterior mesonephros) (Green arrows). For dynamic comparisons, DEG’s were identified by comparing successive stages of duct development (blue arrows). The datasets were subjected to a number of bioionformatic analyses, including GO terms, PPI, WCGNA and TF developmental clustering. **c** Principle component analysis (PCA) analysis of all samples using all genes. **d** Differentially Expressed Genes (DEG’s) across samples. Up-regluated genes shown in red, down-regulated genes shown in blue. An increasing number of duct genes were up-regulated relative to the control (E4.5 posteroir) as duct development proceeded. **e** Venn diagrams showing shared DEGs based on static comparisons (E4.5 anterior, E5.5 and E6.5 duct comparsed to control tissue, E4.5 posterior mesonehpric kidney.) 906 genes were differentially expressed in all samples relative to the control. **f** Venn diagrams showing shared DEGs based on dynamic comparisons (comparing successive stages of duct development). One hundred eight genes that showed differential expression across all stages of duct development

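Distances between the 11 libraries were computed from log2 CPM, with a pseudocount of 1, of the 16603 tested genes. The first principal component held 62.3% of the variance and the second 15.8%. The mean Euclidean distance between libraries of one tissue was 22.8 for E4.5-Post, 24.1 for E6.5 duct and 27.2 for E5.5 duct, and the 2 E4.5-Ant libraries lay 23.6 apart. Between tissues the mean distance was smallest for E5.5 and E6.5 duct (42.2), followed by E4.5-Ant and E4.5-Post (49.9) and by E4.5-Ant and E5.5 duct (55.7). It was largest for E4.5-Post and E6.5 duct, at 76.95. The smallest distance between libraries of different tissues was 35.6, above the largest within a tissue, 28.9. The mean distance between tissues was 2.44 times that within tissues. None of the 15400 assignments of the libraries to groups of these sizes gave a higher ratio (exact permutation test, one-sided, p = 6.49e-05, the smallest p this design allows). The alternative that moved the ratio most was the use of the 500 most variable genes, which gave 4.27. With all 12 libraries the ratio was 1.84, with the same p from the exact permutation test, and the largest distance within E4.5-Ant exceeded those between tissues other than E4.5-Ant.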

Principle Component Analysis (PCA) of the RNA-seq data showed that tissues at each stage distinctly clustered together (Fig. 1c). Differentially expressed genes (DEGs) for each stage were extracted from the data and visualized in a bar graph to show genes up- or down-regulated across development (Fig. 1d). 

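Between E4.5-Ant and E4.5-Post, 1785 of the 16603 tested genes were DEG at an edgeR FDR of at most 0.05. Of these, 1278 (71.6%) were higher and 507 lower in E4.5-Ant. With all 12 libraries, 2262 of 16382 tested genes were DEG, 1623 of them in both fits. Over the 9 fits that each left out 1 library other than E4.5-Ant, the count lay between 1565 and 1803. The alternative that moved it most was a test of whether the fold change exceeds the fold limit itself, which called 615 genes. The 3 largest rises were taken among the DEG with a mean CPM of at least 5 in the higher tissue and no overlap between libraries. They were those of LECT2 (gene15286, chromosome 13 from 15913212 to 15918068), LOC107051956 and WISP1. LECT2 was at 6.09 ± 0.782 CPM in E4.5-Ant (omitted library 4.06) and had at most 3 counts in any E4.5-Post library, so it was at least 55.1-fold higher in E4.5-Ant (edgeR FDR 1.06e-07). LOC107051956 had a log2FC of 5.33 (SE 0.251, edgeR FDR 4.41e-09) and WISP1 of 4.02 (SE 0.279, edgeR FDR 1.36e-07). With 12 libraries these became 5.94 and 4.74. The 3 largest falls were those of HOXC8, with a log2FC of -2.78 (edgeR FDR 3.49e-07), HOXC9, with -2.74 (edgeR FDR 0.00151), and the lncRNA HOXA10-AS. HOXC8 and HOXC9 lie on scaffolds without a chromosome name. Both kept their direction with 12 libraries (-2.57 and -2.93), but the 2 E4.5-Ant libraries differed, with 0.0348 and 4.25 CPM for HOXC9. Its log2FC was -8.42 without E4.5-Ant library 3 and -1.68 without library 1, with no test in either, and under the DESeq2 Wald test it was no longer a DEG (-2.67).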

In E4.5 (stage 25) anterior tissue (E4.5-Ant.), a total of 1689 genes were differentially expressed compared to the E4.5 posterior control (E4.5-Post). Of these, 1197 were up-regulated and 492 were down-regulated. A larger number of genes were differentially expressed as Müllerian duct development progressed. 

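No tissue other than the duct was sampled at E5.5 or E6.5, so these comparisons with E4.5-Post differ in age as well as in tissue. Between E5.5 duct and E4.5-Post, 3420 genes were DEG at an edgeR FDR of at most 0.05, 2380 (69.6%) of them higher in the duct. With all 12 libraries there were 3128, of which 3077 were in both fits. For E6.5 duct there were 4197 DEG, 2739 (65.3%) of them higher in the duct, and with all 12 libraries 3937, of which 3834 were in both fits. On leaving out each of the 11 libraries in turn, the counts lay between 3121 and 3583 for E5.5 and between 4028 and 4244 for E6.5, so the 2 ranges did not overlap. Of the DEG at E6.5, 946 (22.5%) were also DEG in the same direction between E4.5-Ant and E4.5-Post, and 3101 (73.9%) were not DEG there. At E5.5 the largest rises among DEG were those of RNP (4.33, edgeR FDR 1.11e-08), TINAG (3.89, edgeR FDR 2.67e-07) and SLC17A8 (3.81, edgeR FDR 2.72e-08), given as log2FC. The largest falls were those of FDX1L (-6.26, edgeR FDR 2.72e-08), LOC396480 (-5.23, edgeR FDR 1.94e-07) and SLC28A3 (-3.91, edgeR FDR 8.37e-09). At E6.5 the largest rises were those of HBBA (6.44, edgeR FDR 3.05e-08), HOXD13 (6.41, edgeR FDR 7e-07) and RNP (5.69, edgeR FDR 2.65e-10). HBBA encodes a beta globin and is a transcript of red blood cells, and it held 22.0% to 25.6% of the counts on 7 hemoglobin genes at E6.5 against at most 0.142% at E4.5. Among the largest falls at E6.5 were those of FDX1L (-5.93, edgeR FDR 1.9e-08) and LOC396480. LOC396480 was at 6.48 ± 1.52 CPM in E4.5-Post and had at most 3 counts in any E6.5 duct library, so it was at least 54.8-fold lower there. All of these kept their direction and call with 12 libraries.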

Three thousand sixty-seven genes were differentially expressed between E5.5 duct vs E4.5 posterior (control tissue), and 3719 for E6.5 Müllerian duct vs E4.5 posterior. Figure 1(e) and (f) shows the data on Venn diagrams. Figure 1e shows differentially expressed genes as a “static comparison”, that is, DEGs at each stage compared to the E4.5 Posterior mesonephros (control tissue). Large numbers of genes showed differential expression, including 906 genes that were differentially expressed at all three duct stages (E4.5 Anterior, E5.5 and E6.5) (Fig. 1e). 

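In the 11 libraries, 889 genes were DEG in all 3 comparisons with E4.5-Post (edgeR FDR of at most 0.05 in each), 631 of them higher and 179 lower in all 3. The other 79 (8.89%) changed direction between tissues. Had the 3 sets of DEG been independent, 92.95 genes would be shared. The 3 comparisons share the E4.5-Post libraries, so their chance errors are shared as well. In 20 simulated data sets without any difference between tissues, 0 genes were DEG in all 3, and between 40 and 66 genes had an unadjusted edgeR p under 0.05 in all 3, against 4446 in the measured libraries. With the effects of each tissue shuffled between genes of similar expression, 1084 to 1130 genes were shared, more than the 889 measured. Those sets also had more DEG between E4.5-Ant and E4.5-Post (3057 to 3148), so they do not match the data. The overlap by itself therefore does not show that the tissue effects are related. With all 12 libraries, 948 genes were shared, 771 of them with the 11-library set. A test against the fold limit itself moved the count most, to 286. With voom and limma, the tools the paper names, 862 genes were shared.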

Figure 1f shows “dynamic” DEG comparison, that is, DEGs compared between successive stages of duct development (E4.5 Anterior vs E4.5 Posterior, E5.5. vs E4.5 Anterior, E6.5 vs E5.5). 

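Between E5.5 duct and E4.5-Ant, 2161 genes were DEG at an edgeR FDR of at most 0.05, 1295 higher (59.9%) and 866 lower at E5.5. Between E6.5 and E5.5 duct, 1256 genes were DEG, 683 higher (54.4%) and 573 lower at E6.5. When all 12 libraries were used these counts were 2093 and 969, of which 1789 and 959 were DEG in both fits. With each library left out in turn they lay between 1923 and 2280 and between 911 and 1327. The E4.5-Ant libraries also hold mesonephros, so their comparison with E5.5 duct differs in tissue, age and the share of duct cells. The largest rises from E4.5-Ant to E5.5 duct were those of LOC112532984, with a log2FC of 4.86 (edgeR FDR 3.47e-07), RNP, with 4.32 (edgeR FDR 1.48e-07), and DMRT3, with 4.18 (edgeR FDR 4e-07). The largest falls were those of FDX1L (-5.44, edgeR FDR 6.91e-07), LECT2 (-5.02, edgeR FDR 2.09e-07) and LOC107051956 (-4.09, edgeR FDR 1.49e-08). From E5.5 to E6.5 duct, HBBA (3.36, edgeR FDR 2.95e-05), HBE1 (3.22, edgeR FDR 1.47e-06) and DMRT2 (2.89, edgeR FDR 5.08e-06) rose most. HBE1 is a hemoglobin gene beside HBBA on chromosome 1. PAX1 (-5.12, edgeR FDR 3.69e-05), C1QTNF3 (-3.81, edgeR FDR 0.000171) and MYH1D (-3.60, edgeR FDR 0.000283) fell most. DMRT3 and DMRT2 lie within a run of 8 neighbouring genes on chromosome Z that were all higher in both ducts than in E4.5-Post. MYH1D is a skeletal muscle myosin, and the skeletal muscle list of 12 genes fell in the same comparison, with a median log2FC of -1.97 (-1.58 with genes at the count floor set to their bound). Each of the genes named here kept its direction and call with 12 libraries.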

Fewer DEGs were detected in the dynamic comparison compared to the static comparisons, as expected, as the dynamic changes focussed on duct development over time, whereas the static changes compared ducts to a different tissue, the mesonephros. 

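In the 11 libraries, 172 genes were DEG in each of the 3 successive comparisons, E4.5-Ant with E4.5-Post, E5.5 duct with E4.5-Ant and E6.5 with E5.5 duct, at an edgeR FDR of at most 0.05. Independent sets of these sizes would share 17.6 genes. Only 48 of the 172 changed in the same direction in all 3. The other 124 (72.1%) changed direction, and 114 (66.3%) did so between the first and the second comparison. Of these 114, 72 were higher in E4.5-Ant than in E4.5-Post and then lower at E5.5, and 42 were lower and then higher. Successive comparisons share the E4.5-Ant or the E5.5 libraries. In the simulated data without any difference, 0 genes were DEG in all 3 and between 15 and 31 had an unadjusted edgeR p under 0.05 in all 3, against 1674 in the measured libraries. When the effects of each tissue were shuffled between genes of similar expression, 83.3% to 90.0% of the shared genes changed direction between the first and the second comparison. When all 12 libraries were used 145 genes were shared, 127 of them with the 11-library set, and the test against the fold limit itself left 23.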

Comparing tissue that contained duct cells (dynamic changes over development for 4.5 anterior, E5.5 and E6.5), 188 genes were differentially expressed at all three stages (Fig. 1f). These transcript comparisons therefore revealed genes specifically associated with Müllerian duct formation.

The RNA-seq data was validated by confirming enriched expression of known factors for Müllerian duct formation [24, 43]. (Supplementary Figure 1). Transcripts of genes previously shown to be essential for Müllerian duct specification and invagination phases, such as *LIM1* and *PAX2* and *BMPs*, were enriched in the datasets. 

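The files list LIM1 as LHX1 (gene17892, chromosome 19 from 8536207 to 8540685). It was at 80.0 ± 8.37 CPM in E4.5-Ant (36.0 in the omitted library), 165 ± 17.1 in E4.5-Post, 102 ± 2.42 in E5.5 duct and 92.2 ± 5.92 in E6.5 duct. Its log2FC against E4.5-Post was -1.08 (edgeR FDR 6.45e-07) in E4.5-Ant, -0.69 (edgeR FDR 3.66e-06) at E5.5 and -0.83 (edgeR FDR 4.16e-07) at E6.5, with SE of 0.0872, 0.0752 and 0.0756, a fall without overlap between libraries each time. When all 12 libraries were used the first of these was -1.18. PAX2 (gene10575, chromosome 6 from 17927955 to 18019684) was at 218 ± 22.4 CPM in E4.5-Ant (95.3 in the omitted library), 362 ± 9.25 in E4.5-Post, 244 ± 23.4 in E5.5 duct and 318 ± 15.4 in E6.5 duct. Its log2FC against E4.5-Post was -0.77 (SE 0.0871, edgeR FDR 1.66e-05) in E4.5-Ant (-0.88 with 12 libraries). At E5.5 it was -0.56 (SE 0.0762, edgeR FDR 2.58e-05), short of the fold limit, which only the fit without E5.5 duct library 2 passed (-0.65). At E6.5 it was -0.18 (SE 0.0759, edgeR FDR 0.0589).

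Among the BMP genes, BMP4 (gene10171, chromosome 5 from 58714584 to 58717421) was the one higher in E4.5-Ant. It was at 49.5 ± 6.61 CPM in E4.5-Ant (22.6 in the omitted library), 18.9 ± 1.26 in E4.5-Post, 21.1 ± 2.76 in E5.5 duct and 28.1 ± 0.977 in E6.5 duct, with a log2FC against E4.5-Post of 1.36 (edgeR FDR 3.26e-07) in E4.5-Ant, 0.16 (edgeR FDR 0.187) at E5.5 and 0.58 (edgeR FDR 0.000122) at E6.5, and 1.26 in E4.5-Ant with 12 libraries. Its E6.5 value passed the fold limit in 3 of the 11 fits that left out 1 library. BMP3 (gene8005, chromosome 4 from 45450067 to 45474587) was at 5.05 ± 1.08 CPM in E4.5-Ant (2.10 in the omitted library), 4.87 ± 0.242 in E4.5-Post, 25.6 ± 3.81 in E5.5 duct and 19.6 ± 1.54 in E6.5 duct. It did not differ in E4.5-Ant, with a log2FC of 0.014 (edgeR FDR 0.964), or -0.10 with 12 libraries. It rose by 2.40 (SE 0.132, edgeR FDR 6.61e-09) at E5.5 and 2.02 (SE 0.133, edgeR FDR 1.55e-08) at E6.5. BMP7 (gene18352, chromosome 20 from 11681928 to 11726093) was at 34.4 ± 1.09 CPM in E4.5-Ant (25.8 in the omitted library), 30.2 ± 3.09 in E4.5-Post, 43.3 ± 6.31 in E5.5 duct and 54.9 ± 4.16 in E6.5 duct, with a log2FC of 0.16 (edgeR FDR 0.286) in E4.5-Ant, 0.52 (edgeR FDR 0.000323) at E5.5 and 0.87 (edgeR FDR 2.1e-06) at E6.5, of which only the last was a DEG. BMP2 (gene5620, chromosome 3 from 15201425 to 15437861) was at 17.8 ± 0.122 CPM in E4.5-Ant (14.2 in the omitted library), 22.3 ± 0.287 in E4.5-Post, 25.3 ± 1.73 in E5.5 duct and 25.9 ± 2.35 in E6.5 duct and was not DEG in any tissue, with a log2FC of -0.36 (edgeR FDR 0.00505) in E4.5-Ant, 0.18 (edgeR FDR 0.0428) at E5.5 and 0.22 (edgeR FDR 0.0158) at E6.5. BMP5 (gene6746, chromosome 3 from 87359944 to 87415823) and BMP6 (gene4252, chromosome 2 from 64375767 to 64462773) fell in the ducts. BMP5 was at 62.3 ± 1.04 CPM in E4.5-Ant (58.8 in the omitted library), 46.3 ± 5.75 in E4.5-Post, 31.9 ± 0.338 in E5.5 duct and 19.0 ± 1.80 in E6.5 duct, with a log2FC of 0.40 (edgeR FDR 0.00601) in E4.5-Ant, -0.53 (edgeR FDR 0.000145) at E5.5 and -1.27 (edgeR FDR 3.43e-08) at E6.5, and with 12 libraries it was a DEG in E4.5-Ant (0.69, edgeR FDR 0.0124). BMP6 was at 28.3 ± 1.99 CPM in E4.5-Ant (19.5 in the omitted library), 30.9 ± 2.78 in E4.5-Post, 16.5 ± 1.23 in E5.5 duct and 15.8 ± 0.821 in E6.5 duct, with a log2FC of -0.16 (edgeR FDR 0.23) in E4.5-Ant, -0.90 (edgeR FDR 1.4e-06) at E5.5 and -0.96 (edgeR FDR 5.51e-07) at E6.5. The calls in the ducts were the same with 12 libraries for all 8 genes.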

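In the 11 libraries, DMRT1 (gene22948, chromosome Z from 25949702 to 25952032) was at 1.3 ± 0.316 CPM in E4.5-Ant (0.609 in the omitted library), 3.67 ± 0.0597 in E4.5-Post, 10.2 ± 2.41 in E5.5 duct and 17.9 ± 2.58 in E6.5 duct. It was lower in E4.5-Ant than in E4.5-Post, with a log2FC of -1.54 (SE 0.251, edgeR FDR 0.000407), or -1.6 with 12 libraries. It was higher than in E4.5-Post by 1.48 (SE 0.169, edgeR FDR 5.58e-06) at E5.5 and 2.30 (SE 0.166, edgeR FDR 3.91e-08) at E6.5, and rose between the ducts by 0.82 (SE 0.150, edgeR FDR 0.00134). DMRT1 is the first of a run of 8 neighbouring tested genes on chromosome Z, from 25949702 to 26572231, that were all higher in both ducts. No run in 1000 shuffles of the gene order was as long.

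EMX2 (gene10875, chromosome 6 from 30230867 to 30237085) was at 72.0 ± 1.43 CPM in E4.5-Ant (28.9 in the omitted library), 113 ± 4.15 in E4.5-Post, 148 ± 13.0 in E5.5 duct and 177 ± 11.5 in E6.5 duct. Its log2FC against E4.5-Post was -0.68 (SE 0.0663, edgeR FDR 3.7e-06) in E4.5-Ant (-0.83 with 12 libraries), 0.39 (SE 0.0572, edgeR FDR 5.02e-05) at E5.5, under the fold limit, and 0.66 (SE 0.0572, edgeR FDR 2.52e-07) at E6.5. Between the ducts it was 0.27 (edgeR FDR 0.00359), also under that limit.

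WNT4 (gene18681, chromosome 21 from 6313309 to 6325046) was at 9.46 ± 3.43 CPM in E4.5-Ant (3.21 in the omitted library), 20.0 ± 1.69 in E4.5-Post, 29.2 ± 4.03 in E5.5 duct and 34.3 ± 0.882 in E6.5 duct. It was a DEG in E4.5-Ant, where it was lower, with a log2FC of -1.12 (SE 0.162, edgeR FDR 0.000145), or -1.3 with 12 libraries, and at E6.5, where it was higher, with 0.79 (SE 0.129, edgeR FDR 0.000113). WNT5A (gene14564, chromosome 12 from 8301506 to 8315219) was at 51.7 ± 0.816 CPM in E4.5-Ant (37.8 in the omitted library), 45.2 ± 7.22 in E4.5-Post, 74.9 ± 3.64 in E5.5 duct and 76.8 ± 2.18 in E6.5 duct. It was a DEG at E5.5, with a log2FC of 0.74 (SE 0.0881, edgeR FDR 8.46e-06), and at E6.5, with 0.78 (SE 0.0883, edgeR FDR 3.84e-06). Between the ducts it did not change, at 0.038 (edgeR FDR 0.775). WNT9B (gene20437, chromosome 27 from 3495281 to 3505077) was at 47.0 ± 2.23 CPM in E4.5-Ant (20.9 in the omitted library), 92.1 ± 5.71 in E4.5-Post, 139 ± 10.8 in E5.5 duct and 111 ± 13.7 in E6.5 duct, with a log2FC of -1.0 (edgeR FDR 1.88e-06) in E4.5-Ant (-1.1 with 12 libraries), 0.60 (edgeR FDR 1.48e-05) at E5.5 and 0.28 (edgeR FDR 0.00553) at E6.5. Without E4.5-Post library 1 or E5.5 duct library 3, its E5.5 value fell under the fold limit, to 0.56 or 0.55. A list of 7 genes of the Wolffian duct, which lies beside the Müllerian duct, had a median log2FC of 0.376 at E5.5 (camera FDR 0.0742, fry FDR 0.000151). Of the 7, 3 were DEG and higher and 1, SIM1, was lower, with a log2FC of -1.29. The DEG calls of these 5 genes against E4.5-Post were the same with 12 libraries.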

Genes required for duct elongation and/or differentiation, such as *DMRT1*, *WNTs* and *EMX2*, became up-regulated over development. Finally, genes implicated in duct differentiation, such as *HOXA10* and *HOXD10*, were up-regulated at the latest time point examined, E6.5 (stage 30) (Supplementary Figure 1).

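HOXA10 (gene3779, chromosome 2 from 32650957 to 32660740) was at 6.07 ± 8.34 CPM in E4.5-Ant (0.677 in the omitted library), 9.32 ± 1.84 in E4.5-Post, 35.3 ± 6.46 in E5.5 duct and 37.4 ± 3.14 in E6.5 duct, and HOXD10 (gene11322, chromosome 7 from 16300142 to 16304831) at 2.85 ± 3.39 CPM in E4.5-Ant (0.609 in the omitted library), 8.43 ± 0.544 in E4.5-Post, 19.6 ± 4.21 in E5.5 duct and 20.2 ± 2.46 in E6.5 duct. Both were higher than in E4.5-Post at E5.5 already, with a log2FC of 1.92 (SE 0.473, edgeR FDR 0.00336) and 1.21 (SE 0.334, edgeR FDR 0.00694). At E6.5 it was 2.02 (SE 0.474, edgeR FDR 0.00216) and 1.27 (SE 0.335, edgeR FDR 0.00472), without overlap between libraries. Between the 2 ducts neither changed, at 0.094 (edgeR FDR 0.893) and 0.058 (edgeR FDR 0.91). All 11 fits that left out 1 library kept the 4 duct calls, and so did all 12 libraries. The DESeq2 Wald test did not call any of the 4, with a log2FC of 1.92 and 2.01 for HOXA10 and 1.21 and 1.26 for HOXD10. The E4.5-Ant values rest on which library is used. HOXA10 was at 0.174 CPM in E4.5-Ant library 1 and 12.0 in library 3, and HOXD10 at 0.453 and 5.24. The log2FC in E4.5-Ant was -0.72 (edgeR FDR 0.415) for HOXA10 and -1.66 (edgeR FDR 0.0158) for HOXD10, and -1.08 and -1.92 with 12 libraries. Under the DESeq2 Wald test the fall of HOXD10 there was not called (-1.6), while voom and limma called HOXA10 lower (-2.83). For HOXA10 the edgeR value was 0.32 without library 1 and -5.73 without library 3, neither of which can be tested. All 13 tested HOX genes of paralog groups 9 to 13 were higher in library 3 than in library 1, with a median log2 ratio of 3.00. For the 19 of groups 1 to 8 this median was 0.177.

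**Figure D2:**
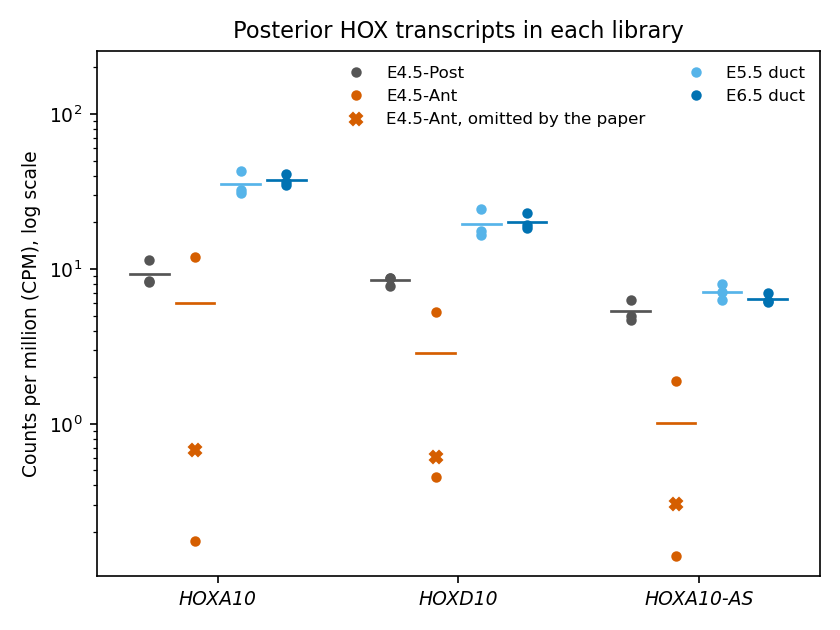
CPM (log scale, y axis) of HOXA10, HOXD10 and HOXA10-AS in each library of the 4 tissues (x axis), one point per library and a cross for the omitted library. The 2 E4.5-Ant points of each gene lie far apart, and the E5.5 and E6.5 duct points of HOXA10 and HOXD10 lie above those of E4.5-Post.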

### Gene ontology (GO) analysis

Gene Ontology analysis (GO) reflects how genes are related to a biological process, organ, function or pathway. GO analysis was performed for gene lists from distinct analyses, including DEGs, genes from hierarchical clustering and Weighted Gene Co-expression Network Analysis (WGCNA) (see Methods). Based on static comparisons (E4.5-Ant, E5.5 and E6.5 ducts vs control tissue) gene ontology and pathway analysis revealed enrichment for developmental pathways associated with cell adhesion, cell migration and proliferation, ERK and WNT signaling, and axonal guidance (Fig. 2a and b). In early stages of duct development (4.5 anterior), genes related to transcription and cell differentiation were enriched, while genes linked to cell adhesion and cell proliferation were enriched across all stages of duct formation. 

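In place of annotated pathways, 8 families of genes were chosen by symbol before the data were examined, and each was tested in the 5 comparisons. The test was camera on voom values with its preset correlation of 0.01, and camera FDR is its p-value after Benjamini-Hochberg adjustment over these 40 tests. At a camera FDR of at most 0.05, 23 of the 40 passed, and all 23 also passed under fry. An estimated correlation between genes moved this most, since 0 of the 40 then passed, and 8 had an unadjusted p under 0.05. When the 6 libraries of 2 tissues were regrouped in all 10 possible ways, the true grouping of E5.5 duct and E4.5-Post passed for 6 families and other groupings for up to 7, and in 6 of the 10 groupings at least 6 families passed.

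For 60 genes of WNT ligands, receptors, regulators and the transcription factors of the pathway, the median log2FC against E4.5-Post was 0.0635 (camera FDR 0.174) in E4.5-Ant, 0.53 (camera FDR 2.16e-06) at E5.5 and 0.508 (camera FDR 3.29e-05) at E6.5. At E5.5, 24 of the 60 were DEG and higher and 2 were DEG and lower, and at E6.5 there were 27 and 3. Adjusted over the list alone, these were 25 and 2 at E5.5 and 27 and 4 at E6.5. Both duct medians exceeded those of 10000 random lists matched for expression and gene length. For 73 genes of receptor tyrosine kinase and ERK signaling, the median was 0.157 (camera FDR 0.406) at E5.5 and 0.208 (camera FDR 0.385) at E6.5, and 0.00607 in E4.5-Ant. Of these, 21 were DEG and higher and 14 lower at E5.5, and 27 and 15 at E6.5. Adjusted over the list alone, there were 22 and 14 at E5.5 and 27 and 16 at E6.5. Fry, which tests for changes in the set itself, gave an FDR of 0.00487 at E5.5 and 0.000712 at E6.5.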

Other pathways enriched during duct development included canonical WNT signaling (as expected) and ERK signaling. Transcripts associated with cell migration and axonal guidance were enriched at E5.5 and 6.5, while pathways associated with cell differentiation were enriched especially at E6.5. 

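A list of 69 genes of axon guidance (ligands and receptors of the semaphorin, ephrin, slit, netrin and RGM families) was chosen by symbol before the data were examined. Its median log2FC against E4.5-Post was 0.068 (camera FDR 0.00511) in E4.5-Ant, 0.324 (camera FDR 0.000837) at E5.5 and 0.329 (camera FDR 0.00138) at E6.5. At E5.5, 21 of the 69 were DEG and higher and 5 lower. At E6.5 there were 23 and 8, and in E4.5-Ant 11 and 1, and each of these counts was the same when adjusted over the list alone. Under fry the FDR was 0.006, 0.000655 and 0.000197. Many of these genes are long. Against 10000 random lists matched for expression and gene length, the median lay at percentile 87.7 in E4.5-Ant, 99.98 at E5.5 and 100 at E6.5. From E4.5-Ant to E5.5 the median was 0.0347 (camera FDR 0.253), and with library size as the only scaling it was -0.00119. From E5.5 to E6.5 it was -0.0277 (camera FDR 0.486), or 0.0609 without E5.5 duct library 2, with 7 of the genes DEG and higher and 2 lower. When all 12 libraries were used the medians against E4.5-Post were 0.139, 0.31 and 0.305.

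Of 22 genes of neurons and neural crest, 6 were higher and 4 lower at E5.5, and 6 and 3 at E6.5. Their median log2FC was 0.0948 (camera FDR 0.754, fry FDR 0.046) and 0.167 (camera FDR 0.754, fry FDR 0.00565). Of 7 chosen from them, which were not the 7 most abundant, 2 were higher and 2 lower at E6.5, with log2FC from -1.61 (SNAP25) to 1.5 (TUBB3).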

Transcripts involved in negative regulation of apoptosis were enriched in E6.5 (elongating) ducts (Fig. 2b). In dynamic comparisons (between successive duct stages), mRNAs associated with “multicellular organism development” and transcriptional regulation were enriched, together with WNT signaling and cell adhesion and cell surface receptor signaling (Fig. 2). Interestingly, at E5.5, when the duct could be separated from the mesonephric kidney, processes related to neuronal development or function, such as axon guidance and chemical synaptic transmission were again enriched (Fig. 2a). Finally, WNT pathway signaling was enriched at E6.5 (Fig. 2b).

**Fig. 2:**
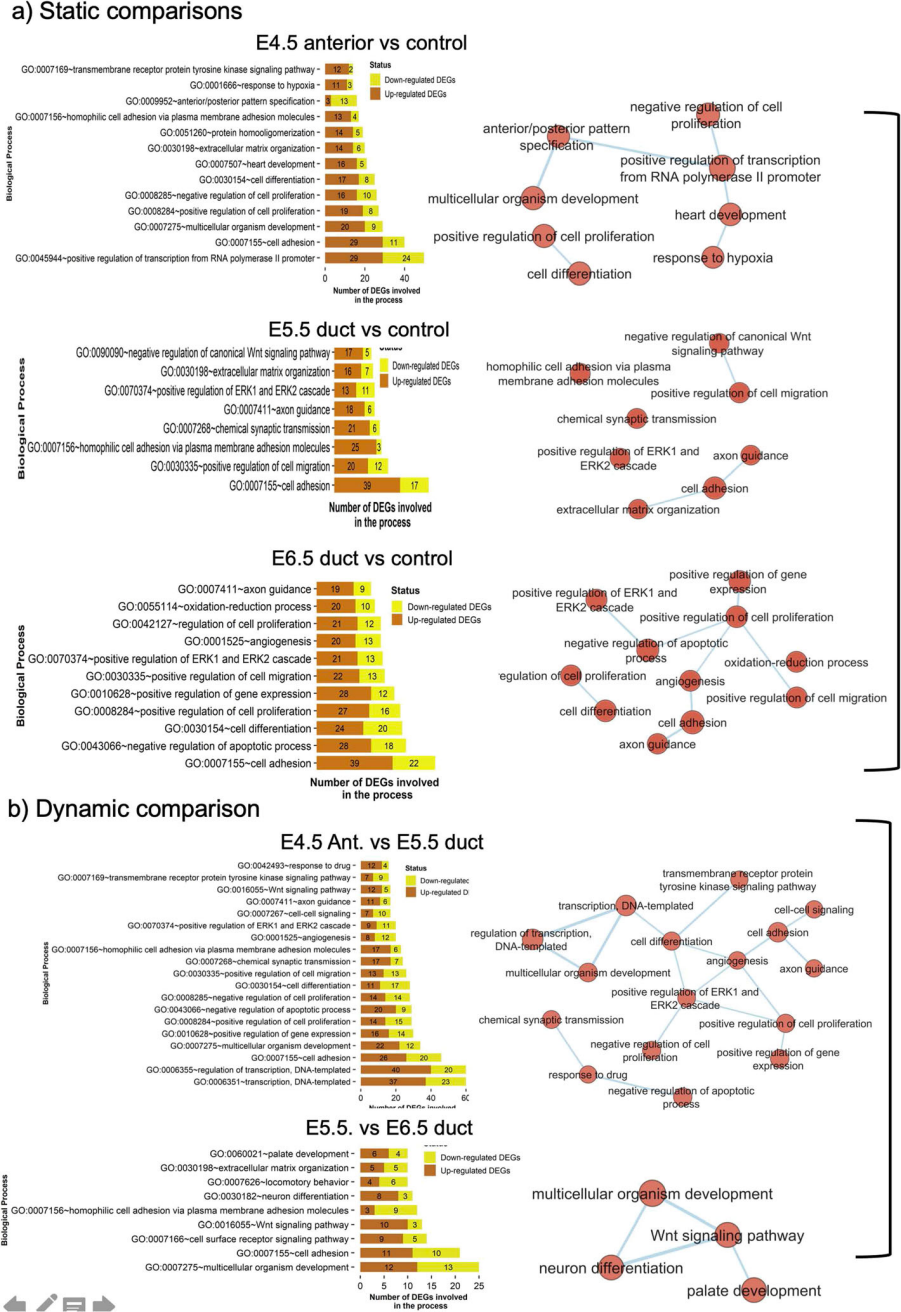
Gene Ontology analysis of DEGs, based on static and dynamic comparisons. **a** Bar plots showing gene ontology-based number of DEG enrichment map analysis to identify enriched pathways in static comparisons (E4.5 Anterior, E5.5 and E6.5 each compared to the control tissue (E4.5 Posterior mesonephros. **b** Bar plots showing gene ontology-based number of DEGs enrichment map analysis to identify enriched pathways in dynamic comparisons (E4.5 Anterior vs E5.5 and E5.5 duct E6.5 each compared to the control tissue (E4.5 Posterior mesonephros

### Protein-protein interaction (PPI)

Protein-protein interaction (PPI) networks show how proteins encoded by genes physically or functionally interact with each other. Network-based analysis can be used to detect protein groups in the form of sub-networks. PPI networks were constructed for DEGs lists, based on static comparisons (duct tissues compared to E4.5 posterior mesonephros control) (Supplementary Figure 2) and based on dynamic comparisons (ducts over development; E4.5-Post vs E4.5 anterior, E4.5-Ant vs E5.5 duct, E5.5 duct vs E6.5 duct). (Supplementary Figure 3). For static comparisons, GO analysis showed that enriched sub-networks were related to cell adhesion, chemical synaptic transmission, neuron differentiation, and several signaling pathways, including FGF, WNT and G-protein coupled receptor signaling. (Supplementary Figure 2). These enriched GO terms were also present in the dynamic comparisons (Supplementary Figure 3). Comparing networks in E5.5 duct vs E6.5 duct, fewer networks were detected. However, those enriched included the adenylate cyclase inhibiting- and activating- G protein receptor signaling, cell surface antigen processing, muscle cell function. Present in all networks, WNT signaling was consistently up-regulated in all samples, whereas cell adhesion was only up-regulated in comparison with 4.5 posterior tissue (negative control).

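From E4.5-Ant to E5.5 duct, the 60 WNT signaling genes had a median log2FC of 0.301 (camera FDR 1.39e-05), with 21 DEG higher and 3 lower (21 and 4 adjusted over the list alone). With 12 libraries it was 0.149. From E5.5 to E6.5 duct it was 0.0107 (camera FDR 0.476), with 12 higher and 2 lower (13 and 2 adjusted over the list alone). In E4.5-Ant against E4.5-Post, 10 were higher and 5 lower, and under fry the FDR was 0.0319.

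A family of 99 cell adhesion genes had a median log2FC against E4.5-Post of 0.137 (camera FDR 0.0188) in E4.5-Ant, 0.192 (camera FDR 0.121) at E5.5 and -0.00877 (camera FDR 0.721) at E6.5. The DEG among them were 19 higher and 12 lower in E4.5-Ant, 28 and 14 at E5.5 and 28 and 16 at E6.5, with the same counts adjusted over the list alone. Under fry the FDR was 0.0414, 0.0282 and 0.0956. From E4.5-Ant to E5.5 the median was -0.0024 (camera FDR 0.887), and from E5.5 to E6.5 -0.0844 (camera FDR 0.312). The signs of these medians were the same under TMM, library size and DESeq2 size factors, and with 12 libraries.

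The 103 extracellular matrix genes had a median log2FC against E4.5-Post of 0.392 (camera FDR 7.99e-12) in E4.5-Ant, 0.505 (camera FDR 1.09e-07) at E5.5 and 0.648 (camera FDR 1.48e-07) at E6.5, each above that of 10000 random lists matched for expression and gene length. Between the ducts it was 0.113 (camera FDR 0.0353). From E4.5-Ant to E5.5 it was 0.107 (camera FDR 0.594), with 20 higher and 19 lower. The 61 TGF-beta and BMP signaling genes had a median of 0.158 (camera FDR 0.000293), 0.166 (camera FDR 0.00492) and 0.238 (camera FDR 0.00768) against E4.5-Post.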

### Weighted gene co-expression network analysis for modules

To identify co-expressed genes through Müllerian duct development, we applied WGCNA, which identifies group of genes using network-based analysis and correlation in gene expression. On this basis, a dendrogram clustered the four sample types (Supplementary Figure 4a.) Many clustered modules were initially identified, which could be clustered and merged into groups based on percentage similarity (Supplementary Figure 4b). After applying soft-power 26 and constructing the network by WGCNA, we found 18 modules of co-expressed genes that were correlated or anti-correlated with stages of Müllerian duct development (Supplementary Figure 4c; annotated by different colour codes). Some gene network modules were positively correlated with duct development, for example, the magenta module, enriched over duct development, while others were enriched at E4.5 anterior (dark sea green) or E5.5 (dark-turquoise, ivory, skyblue). Some modules were negatively correlated (for example, dark olive green), revealing networks of genes down-regulated during duct formation. As we aimed to identify genes responsible for Müllerian duct development, we selected 10 modules with positive correlation to duct development for further analysis. Following gene significance vs module membership analysis, we selected eight modules with lowest *P*-value (Supplementary Figure 4c and d). GO analysis was then performed for members of candidate modules to assign biological processes (Supplementary Table 2). The GO results of the modules were in consistent with GO of the DEGs. This weighted gene co-expression network analysis allowed the linkage of gene expression modules to a specific stage. Hence, we found that modules highly correlated with the 4.5 posterior stage were related to DNA replication, intracellular signaling pathways and kidney morphogenesis, which is correlated with the negative control status of this sample (mesonephric kidney). In contrast, the darkseagreen4 and pale-turquoise modules enriched at 4.5 anterior (i.e., kidney plus duct anlagen) (Supplementary Figure 4c), comprised genes related to cell adhesion and actin filament organization. These processes are indeed required for the rearrangement of cells to form the invaginating cells of the early chicken Müllerian duct [21]. 

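A family of 48 DNA replication genes was lower than in E4.5-Post in each other tissue. Its median log2FC was -0.258 (camera FDR 6.9e-10) in E4.5-Ant, -0.395 (camera FDR 8.77e-11) at E5.5 and -0.243 (camera FDR 1.93e-05) at E6.5. The differences were small for single genes, of which 2, 3 and 2 were DEG and lower and 0 higher, with the same counts adjusted over the list alone. Under fry the FDR was 0.000355, 3.16e-05 and 0.000211. On passing from E4.5-Ant to E5.5 the median was -0.114 (camera FDR 0.00141), and with 12 libraries -0.0763 (camera FDR 0.0602). From E5.5 to E6.5 it was 0.0923 (camera FDR 0.000301). The medians against E4.5-Post were negative under TMM, library size and DESeq2 size factors, and with 12 libraries.

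A list of 17 genes of the mesonephric nephron had a median log2FC against E4.5-Post of -0.205 (camera FDR 0.662) in E4.5-Ant, -0.397 (camera FDR 0.243) at E5.5 and -0.589 (camera FDR 0.158) at E6.5. At E5.5, 7 of the 17 were DEG and lower and 2 higher, and at E6.5 there were 8 and 4. Under fry the FDR was 0.0702 and 0.012.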

At the E5.5 duct stage, enriched modules dark-turquoise and ivory were related to signal transduction, transcription, anterior/posterior pattern specification, and development. These pathways correlated with duct invagination and the early stage of anterior-to posterior caudal elongation. In the more developed E6.5 Mullerian duct, the medium-orchid module was enriched, which was related to translation and protein localisation. The magenta module, also enriched at E6.5, was associated with a variety of biological processes from transcription to signal transduction and development. This module was highly anti-correlated at the 4.5 posterior stage (the negative control), which comprised kidney tissue, suggesting members of this module are highly specific for Mullerian duct development.

WGCNA applies network-based methods to identify groups of co-expressed genes. Network centrality analysis can be used to detect “hub genes”: those highly connected members to others (see Methods section). We visualized and analysed candidate modules to detect hub genes using weighted degree centrality analysis. This detects how many nodes are connected to the node of interest by correlated expression. We selected the top 50 or 100 nodes with highest degree or relatedness. DEGs in each module were detected to show whether the hub genes were also showed changes in expression compare to other stages. We found that some of the hub genes were differentially expressed (DEG) through Mullerian duct development, while other hub genes were not differentially expressed. Here, we focus on the DEGs in the modules. The most significant gene network at each stage of Müllerian duct development is shown in Fig. 3. In the E4.5 anterior duct, the pale-turquoise module had several DEGs. Most members of this module were DEGs. 

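In E4.5-Ant, NEBL, PRDM6, CALD1, PI15, GALNT16, LOC426155, LMCD1, LRIG3, PRUNE2 and ADGRL2 were DEG and higher than in E4.5-Post, and ADGRD2 was not DEG. NEBL (gene3531, chromosome 2 from 18124289 to 18371628) was at 85.7 ± 14.3 CPM in E4.5-Ant (128 in the omitted library), 31.2 ± 1.78 in E4.5-Post, 40.7 ± 2.66 at E5.5 and 31.7 ± 3.56 at E6.5. It exceeded E4.5-Post by a log2FC of 1.43 (edgeR FDR 4.26e-07), and from E4.5-Ant to E5.5 it had -1.04 (edgeR FDR 6.4e-06). With 12 libraries these were 2.06 and -1.69. PRDM6 (gene23808, chromosome Z from 81604302 to 81675315) was at 34.4 ± 0.858 CPM in E4.5-Ant (52.5 in the omitted library), 2.83 ± 0.187 in E4.5-Post, 7.68 ± 2.15 at E5.5 and 2.58 ± 0.352 at E6.5. Its log2FC was 3.57 (edgeR FDR 1.19e-08) against E4.5-Post and -2.12 (edgeR FDR 6.22e-07) from E4.5-Ant to E5.5, or 4.22 and -2.78 with 12 libraries. CALD1 (gene1093, chromosome 1 from 62269277 to 62457112) was at 529.7 ± 34.8 CPM in E4.5-Ant (501 in the omitted library), 263 ± 2.94 in E4.5-Post, 290.5 ± 18.5 at E5.5 and 237 ± 6.41 at E6.5. E4.5-Ant differed from E4.5-Post by 0.98 (edgeR FDR 7.01e-08) and E5.5 from E4.5-Ant by -0.83 (edgeR FDR 3.47e-07) (log2FC), and in the 12-library fit by 1.28 and -1.14. PI15 (gene4929, chromosome 2 from 118380780 to 118403141) was at 95.2 ± 6.30 CPM in E4.5-Ant (100.3 in the omitted library), 23.6 ± 2.39 in E4.5-Post, 31.4 ± 1.22 at E5.5 and 15.4 ± 1.86 at E6.5. It exceeded E4.5-Post by a log2FC of 1.98 (edgeR FDR 4.87e-09), and from E4.5-Ant to E5.5 it had -1.57 (edgeR FDR 3.3e-08). With 12 libraries these were 2.35 and -1.95.

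LOC426155 (gene22928, chromosome Z from 24758955 to 24760759) was at 22.3 ± 0.106 CPM in E4.5-Ant (14.3 in the omitted library), 2.04 ± 0.426 in E4.5-Post, 5.44 ± 1.16 at E5.5 and 1.07 ± 0.0401 at E6.5. Its log2FC was 3.42 (edgeR FDR 9.5e-09) against E4.5-Post and -2.0 (edgeR FDR 5.41e-07) from E4.5-Ant to E5.5, or 3.48 and -2.07 with 12 libraries. LMCD1 (gene14807, chromosome 12 from 19629856 to 19653109) was at 39.0 ± 2.23 CPM in E4.5-Ant (20.2 in the omitted library), 11.2 ± 1.67 in E4.5-Post, 17.4 ± 2.20 at E5.5 and 11.9 ± 0.907 at E6.5. E4.5-Ant differed from E4.5-Post by 1.77 (edgeR FDR 1.82e-07) and E5.5 from E4.5-Ant by -1.12 (edgeR FDR 9.55e-06) (log2FC), and in the 12-library fit by 1.73 and -1.1. LRIG3 (gene460, chromosome 1 from 31839397 to 31886512) was at 96.8 ± 1.44 CPM in E4.5-Ant (114 in the omitted library), 49.2 ± 6.9 in E4.5-Post, 61.5 ± 3.31 at E5.5 and 47.0 ± 2.55 at E6.5. It exceeded E4.5-Post by a log2FC of 0.95 (edgeR FDR 3.75e-06), and from E4.5-Ant to E5.5 it had -0.62 (edgeR FDR 0.000158). With 12 libraries these were 1.39 and -1.08. PRUNE2 (gene23126, chromosome Z from 37406232 to 37540185) was at 58.2 ± 1.03 CPM in E4.5-Ant (47.3 in the omitted library), 36.8 ± 2.55 in E4.5-Post, 42.1 ± 1.29 at E5.5 and 33.8 ± 0.578 at E6.5. Its log2FC was 0.63 (edgeR FDR 7.66e-06) against E4.5-Post and -0.43 (edgeR FDR 0.000213) from E4.5-Ant to E5.5, or 0.83 and -0.64 with 12 libraries. ADGRL2 (gene12143, chromosome 8 from 17785587 to 17943285) was at 462 ± 19.3 CPM in E4.5-Ant (626 in the omitted library), 282 ± 9.48 in E4.5-Post, 329 ± 19.8 at E5.5 and 257 ± 25.3 at E6.5. E4.5-Ant differed from E4.5-Post by 0.69 (edgeR FDR 3.36e-05) and E5.5 from E4.5-Ant by -0.45 (edgeR FDR 0.000974) (log2FC), and in the 12-library fit by 1.25 and -1.03.

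The log2FC of GALNT16 against E4.5-Post was 2.18 (SE 0.119, edgeR FDR 1.31e-08), or 2.47 with 12 libraries. ADGRD2 (gene17049, chromosome 17 from 9700932 to 9728377) was at 2.14 ± 0.123 CPM in E4.5-Ant (1.52 in the omitted library), 1.93 ± 0.315 in E4.5-Post, 1.59 ± 0.364 at E5.5 and 1.87 ± 0.0761 at E6.5, with a log2FC of 0.11 (SE 0.219, edgeR FDR 0.738) against E4.5-Post and 0.22 with 12 libraries. The fall of LRIG3 to E5.5 was lost without E5.5 duct library 3 (-0.56), and the rise of PRUNE2 in E4.5-Ant without E4.5-Post library 2 (0.58). The falls of PRUNE2 and ADGRL2 to E5.5 were under the fold limit with 11 libraries and DEG with 12 (edgeR FDR 0.00304 and 0.0169). In E4.5-Ant, a list of 12 smooth muscle genes was also higher than in E4.5-Post, with a median log2FC of 0.961 (camera FDR 4.52e-07) and 8 of the 12 DEG.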

*NEBL, PRDM6, CALD1, PI15, GALNT16, LOC426155, LMCD1, ADGRD2, LRIG3*, and *PRUNE2* were the top 10 differentially expressed hub genes at this developmental stage (Fig. 3a). For 5.5 duct (in which tissue was duct only, with no mesonephric kidney), most of the genes in the dark-turquoise module were DEGs. 

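The E5.5 duct was compared with E4.5-Post for 8 genes. SLC6A15 (gene574, chromosome 1 from 41674174 to 41710399) was at 85.5 ± 0.767 CPM in E4.5-Ant (57.5 in the omitted library), 49.3 ± 4.38 in E4.5-Post, 114 ± 9.06 at E5.5 and 103 ± 8.25 at E6.5. E5.5 exceeded E4.5-Post by a log2FC of 1.22 (SE 0.0731, edgeR FDR 1.31e-08). The lncRNA LOC107052842 (gene5398, chromosome 3 from 2479104 to 2511128) was at 24.7 ± 0.195 CPM in E4.5-Ant (12.4 in the omitted library), 16.1 ± 0.505 in E4.5-Post, 31.1 ± 3.25 at E5.5 and 29.2 ± 1.07 at E6.5. The log2FC at E5.5 was 0.96 (SE 0.0744, edgeR FDR 1.43e-07). CLCN4 (gene2197, chromosome 1 from 126195715 to 126233549) was at 27.5 ± 1.12 CPM in E4.5-Ant (19.7 in the omitted library), 17.5 ± 2.36 in E4.5-Post, 39.6 ± 2.47 at E5.5 and 37.4 ± 2.96 at E6.5. It had a log2FC of 1.18 (SE 0.0928, edgeR FDR 1.54e-07) at E5.5. EGFR (gene4082, chromosome 2 from 51809290 to 51959527) was at 106 ± 2.79 CPM in E4.5-Ant (114 in the omitted library), 66.2 ± 2.03 in E4.5-Post, 134 ± 12.8 at E5.5 and 127 ± 6.59 at E6.5. Its rise at E5.5 was 1.02 (SE 0.0668, edgeR FDR 2.79e-08) as log2FC. CDC42EP3 (gene5968, chromosome 3 from 31890392 to 31916591) was at 31.6 ± 0.835 CPM in E4.5-Ant (25.3 in the omitted library), 20.6 ± 1.33 in E4.5-Post, 40.3 ± 4.74 at E5.5 and 40.3 ± 1.87 at E6.5. E5.5 exceeded E4.5-Post by a log2FC of 0.97 (SE 0.0794, edgeR FDR 2.34e-07). CACNA1H (gene15572, chromosome 14 from 5635774 to 5837428) was at 35.1 ± 0.773 CPM in E4.5-Ant (84.5 in the omitted library), 21.0 ± 1.92 in E4.5-Post, 49.4 ± 3.31 at E5.5 and 45.0 ± 3.85 at E6.5. The log2FC at E5.5 was 1.24 (SE 0.0860, edgeR FDR 4.9e-08). SPOCK1 (gene15279, chromosome 13 from 15286688 to 15544243) was at 91.7 ± 2.34 CPM in E4.5-Ant (69.7 in the omitted library), 51.3 ± 2.36 in E4.5-Post, 135 ± 6.88 at E5.5 and 133 ± 10.2 at E6.5. It had a log2FC of 1.40 (SE 0.0618, edgeR FDR 1.18e-09) at E5.5. ADGRD1 (gene16013, chromosome 15 from 3351199 to 3477724) was at 13.6 ± 0.295 CPM in E4.5-Ant (11.8 in the omitted library), 3.77 ± 0.504 in E4.5-Post, 26.1 ± 1.23 at E5.5 and 25.4 ± 4.32 at E6.5. Its rise at E5.5 was 2.79 (SE 0.127, edgeR FDR 1.48e-09) as log2FC. None of the 8 had an overlap between E5.5 duct and E4.5-Post libraries, and all 8 were DEG in each of the 11 fits that left out 1 library and with all 12 libraries.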

*SLC6A15, LOC107052842, CLCN4, SPOCK1, ADGRD1, EGFR, CDC42EP3,* and *CACNA1H* genes were all DEGs compared to E4.5 posterior control stage. Only *SPOCK1, ADGRD1* genes are also up-regulated dynamically (compared to the earlier 4.5 anterior tissue) (Fig. 3b).

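On passing from E4.5-Ant to E5.5 duct, the log2FC was 0.97 (SE 0.126, edgeR FDR 4.81e-05) for ADGRD1 and 0.59 (SE 0.0681, edgeR FDR 1.5e-05) for SPOCK1, which were both DEG in the 11 libraries. For the full 12 libraries they were 0.73 (edgeR FDR 0.00856) and 0.42 (edgeR FDR 0.0162), so SPOCK1 was then under the fold limit. SPOCK1 was also under it without E5.5 duct library 2 (0.57) or library 3 (0.57), with library size as the only scaling (0.56) and under the DESeq2 Wald test (0.58). The other 6 were not DEG. Their log2FC was 0.56 (edgeR FDR 0.000821) for CLCN4, 0.53 (edgeR FDR 0.000704) for CACNA1H, 0.45 (edgeR FDR 0.000696) for SLC6A15, 0.39 (edgeR FDR 0.00399) for CDC42EP3, 0.38 (edgeR FDR 0.00142) for EGFR and 0.36 (edgeR FDR 0.00382) for LOC107052842. With 12 libraries EGFR (-0.023) and CACNA1H (-0.55) changed direction.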

**Fig. 3:**
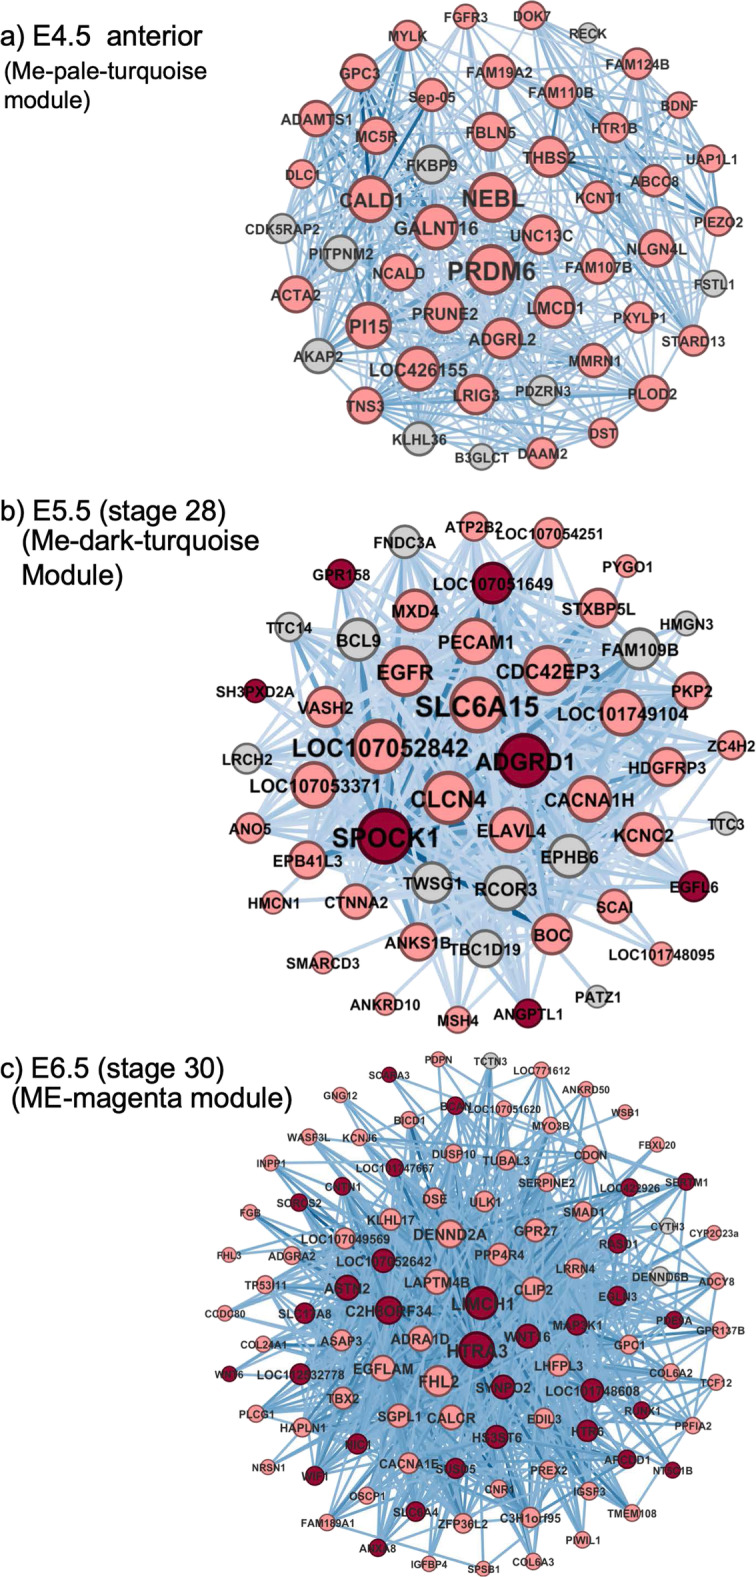
Gene networks of the top enriched modules at each stage of duct formation. Networks were visualized using top 50 or 100 highly connected genes. Colour of nodes show their DEG status. Pink nodes are statically DEGs (compared to stage 4.5 posterior control) and red nodes are DEGs in both static and dynamic comparisons. For dynamic changes it has been compared with the previous stages except for E4.5-Ant. (compared to 4.5 posterior stage). Grey nodes are non-DEGs. Larger nodes have higher degree of “hubness”. Only 500 or 1000 highly weighted edges are shown. Thicker edges (darker colour) represent higher weight

For the 6.5 duct stage, almost all the members of magenta module were DEGs, statically (compared to E4.5 posterior) or dynamically (compared to each other) (Fig. 3c). *HTRA3, LIMCH1, C2H8ORF34, ASTN2, WNT16,* and *SYNPO2* were all DEGs statically or dynamically, whereas, *FHL2, DENND2A, EGFLAM, ADRA1D, LAPTM4B, CALCR,* and *CLIP2* were only statically DEGs (compared to the E4.5-Post control). 

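HTRA3 (gene8577, chromosome 4 from 80854901 to 80878094) was at 25.8 ± 0.119 CPM in E4.5-Ant (14.7 in the omitted library), 9.43 ± 0.867 in E4.5-Post, 130.2 ± 31.4 at E5.5 and 256 ± 12.4 at E6.5. The log2FC was 4.77 (SE 0.142, edgeR FDR 1.78e-11) from E4.5-Post to E6.5 and 0.98 (SE 0.113, edgeR FDR 5.54e-05) from E5.5 to E6.5. LIMCH1 (gene8413, chromosome 4 from 68455853 to 68620689) was at 42.7 ± 2.16 CPM in E4.5-Ant (30.0 in the omitted library), 29.2 ± 3.16 in E4.5-Post, 75.7 ± 5.31 at E5.5 and 114 ± 9.01 at E6.5. E6.5 exceeded E4.5-Post by 1.97 (SE 0.0791, edgeR FDR 1.44e-10) and E5.5 by 0.59 (SE 0.0742, edgeR FDR 9.89e-05), as log2FC. C2H8ORF34 (gene4896, chromosome 2 from 115821317 to 115985290) was at 13.4 ± 1.44 CPM in E4.5-Ant (14.0 in the omitted library), 7.25 ± 1.18 in E4.5-Post, 57.2 ± 15.4 at E5.5 and 135 ± 12.3 at E6.5. The log2FC was 4.23 (SE 0.172, edgeR FDR 1.64e-10) from E4.5-Post to E6.5 and 1.25 (SE 0.141, edgeR FDR 4.75e-05) from E5.5 to E6.5. ASTN2 (gene16803, chromosome 17 from 3592813 to 3854658) was at 30.5 ± 0.786 CPM in E4.5-Ant (20.2 in the omitted library), 23.7 ± 0.807 in E4.5-Post, 52.4 ± 3.60 at E5.5 and 81.2 ± 3.12 at E6.5. E6.5 exceeded E4.5-Post by 1.79 (SE 0.0655, edgeR FDR 7.66e-11) and E5.5 by 0.64 (SE 0.0620, edgeR FDR 1.56e-05), as log2FC. WNT16 (gene367, chromosome 1 from 23385216 to 23397661) was at 3.56 ± 0.482 CPM in E4.5-Ant (1.59 in the omitted library), 2.31 ± 0.658 in E4.5-Post, 14.0 ± 2.54 at E5.5 and 25.5 ± 2.31 at E6.5. The log2FC was 3.47 (SE 0.172, edgeR FDR 9.69e-10) from E4.5-Post to E6.5 and 0.87 (SE 0.141, edgeR FDR 0.000578) from E5.5 to E6.5. SYNPO2 (gene8190, chromosome 4 from 54812245 to 54904004) was at 49.0 ± 0.771 CPM in E4.5-Ant (50.4 in the omitted library), 25.6 ± 3.07 in E4.5-Post, 83.1 ± 9.67 at E5.5 and 131 ± 7.34 at E6.5. E6.5 exceeded E4.5-Post by 2.36 (SE 0.0914, edgeR FDR 1.07e-10) and E5.5 by 0.66 (SE 0.0842, edgeR FDR 0.000114), as log2FC. Each of these 6 was DEG in both comparisons. For the full 12 libraries LIMCH1 was under the fold limit from E5.5 to E6.5 (0.58), as it was without E5.5 duct library 1 (0.55) or E6.5 duct library 1 (0.55). Without E5.5 duct library 1, ASTN2 (0.57) and SYNPO2 (0.58) were also under it. SYNPO2 is in the list of 12 smooth muscle genes, of which 3 were DEG and higher at E6.5 than in E4.5-Post.

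FHL2 (gene2348, chromosome 1 from 136439348 to 136481079) was at 17.8 ± 1.44 CPM in E4.5-Ant (12.2 in the omitted library), 11.5 ± 1.73 in E4.5-Post, 39.5 ± 6.98 at E5.5 and 54.7 ± 3.73 at E6.5. At E6.5 its log2FC was 2.27 (edgeR FDR 1.59e-09) against E4.5-Post and 0.48 (edgeR FDR 0.00496) against E5.5. DENND2A (gene1003, chromosome 1 from 56832204 to 56889618) was at 116 ± 0.892 CPM in E4.5-Ant (65.5 in the omitted library), 96.6 ± 1.94 in E4.5-Post, 136 ± 0.401 at E5.5 and 153 ± 2.66 at E6.5. Against E4.5-Post the E6.5 log2FC was 0.67 (edgeR FDR 9.85e-09), and against E5.5 it was 0.17 (edgeR FDR 0.00701). EGFLAM (gene22733, chromosome Z from 11920707 to 11993907) was at 262 ± 21.1 CPM in E4.5-Ant (148 in the omitted library), 206 ± 6.44 in E4.5-Post, 503 ± 44.8 at E5.5 and 708 ± 33.8 at E6.5. At E6.5 its log2FC was 1.79 (edgeR FDR 8.46e-11) against E4.5-Post and 0.50 (edgeR FDR 0.00014) against E5.5. ADRA1D (gene8727, chromosome 4 from 88341498 to 88381355) was at 3.87 ± 0.596 CPM in E4.5-Ant (2.47 in the omitted library), 2.56 ± 0.274 in E4.5-Post, 10.9 ± 1.31 at E5.5 and 16.0 ± 0.664 at E6.5. Against E4.5-Post the E6.5 log2FC was 2.65 (edgeR FDR 6.09e-10), and against E5.5 it was 0.56 (edgeR FDR 0.00187). LAPTM4B (gene5054, chromosome 2 from 127225385 to 127287314) was at 7.32 ± 1.37 CPM in E4.5-Ant (6.33 in the omitted library), 3.59 ± 0.299 in E4.5-Post, 16.5 ± 2.42 at E5.5 and 24.1 ± 0.376 at E6.5. At E6.5 its log2FC was 2.76 (edgeR FDR 4.36e-10) against E4.5-Post and 0.56 (edgeR FDR 0.0019) against E5.5. CALCR (gene3616, chromosome 2 from 23055265 to 23197833) was at 7.85 ± 1.1 CPM in E4.5-Ant (4.57 in the omitted library), 6.49 ± 0.251 in E4.5-Post, 16.0 ± 1.63 at E5.5 and 22.1 ± 0.759 at E6.5, and its position overlaps MIR489 on the same strand. Against E4.5-Post the E6.5 log2FC was 1.77 (edgeR FDR 2.42e-09), and against E5.5 it was 0.47 (edgeR FDR 0.00182). CLIP2 (gene17610, chromosome 19 from 2923399 to 2981252) was at 132 ± 3.76 CPM in E4.5-Ant (66.5 in the omitted library), 106 ± 4.34 in E4.5-Post, 162 ± 6.57 at E5.5 and 198 ± 6.44 at E6.5. At E6.5 its log2FC was 0.91 (edgeR FDR 1.11e-09) against E4.5-Post and 0.29 (edgeR FDR 0.000397) against E5.5. These 7 were DEG against E4.5-Post only, with 11 and with 12 libraries. Without E5.5 duct library 3, FHL2 (0.59), ADRA1D (0.64) and LAPTM4B (0.65) passed the fold limit from E5.5 to E6.5 as well, and ADRA1D also did without E6.5 duct library 1 (0.60).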

Known Mullerian genes such as *WNT4* and the *HOX* genes were present in the gene networks, but were not among the top 50–100 hub genes in the network. Some of these hub genes were tested by in situ hybridization, for example *HTRA3* was highly expressed in the ME-Magenta hub at E6.5 (Supplementary Figure 5). In addition to strong expression is a region of the mesonephros, *HTRA3* was expressed in the Müllerian duct mesenchyme. It encodes a serine protease that cleaves extracellular matrix proteoglycans and also inhibits TGF-β growth factor signaling [44].

### Transcription factor analysis

In this analysis, we focussed on transcription factors, given their essential role as core developmental regulators. The datasets were analysed in different ways to identify important new transcription factors (TFs) throughout development of the Mullerian duct. Through PPI network analysis we could not find any cluster for TFs as information for PPI interaction of TFs is limited. Therefore, we used hierarchical clustering of all genes encoding a protein with GO terms “DNA-binding” or “transcription factor activity”. Genes related to non-TF functions were manually removed, yielding a final list of 1212 known and potential TF genes. We performed Elbow analysis to determine the number of clusters (k number) for grouping samples and genes. After hierarchical clustering-based on correlation distance, genes could be bioinformatically clustered into 4 broad groups. As expected, the replicates of each stage could be transcriptionally grouped into 4 clusters. Figure 4 shows a transcription factor heat map of the four broad clusters across the four tissue groups (E4.5 posterior, E4.5 anterior, E5.5 and E6.5.) (Only two replicates for E4.5 anterior tissue, as noted previously.) 

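The paper's list of transcription factors is not given in its text, so 681 genes of transcription factor families were chosen by symbol before the data were examined. Distances between libraries were taken as 1 minus the Pearson correlation of log2 CPM, with each gene centred. The mean distance was 0.751 between E4.5-Ant and E4.5-Post and 0.730 between E5.5 and E6.5 duct. Between an E4.5 tissue and a duct it lay between 1.33 (E4.5-Ant and E5.5 duct) and 1.69 (E4.5-Post and E6.5 duct). For each library, the mean distance to the other tissue of its own kind was divided by that to the tissues of the other kind. This ratio was 0.476 ± 0.108 (SD, n = 11 libraries) and was below 1 in all 11. With 2 clusters, average linkage separated the 5 E4.5 libraries from the 6 duct libraries. For the full 12 libraries the ratio was 0.514 and the 2 clusters were the same. Euclidean distance moved it most, to 0.698.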

In terms of transcription factor expression, it can be seen on the heat map that the E4.5 posterior and E4.5 anterior samples cluster together (as expected, because they share mesonephric kidney tissues), while the E5.5 and E6.5 samples (comprising Mullerian duct only) cluster together. GO analysis was performed for members of each cluster and results were filtered to remove any non-specific TF’s terms, such as “Transcription factor activity”, “regulation of transcription”, “DNA binding”. Finally, a list was compiled of enriched biological processes linked to the transcription factors highly expressed in each cluster.

**Fig. 4:**
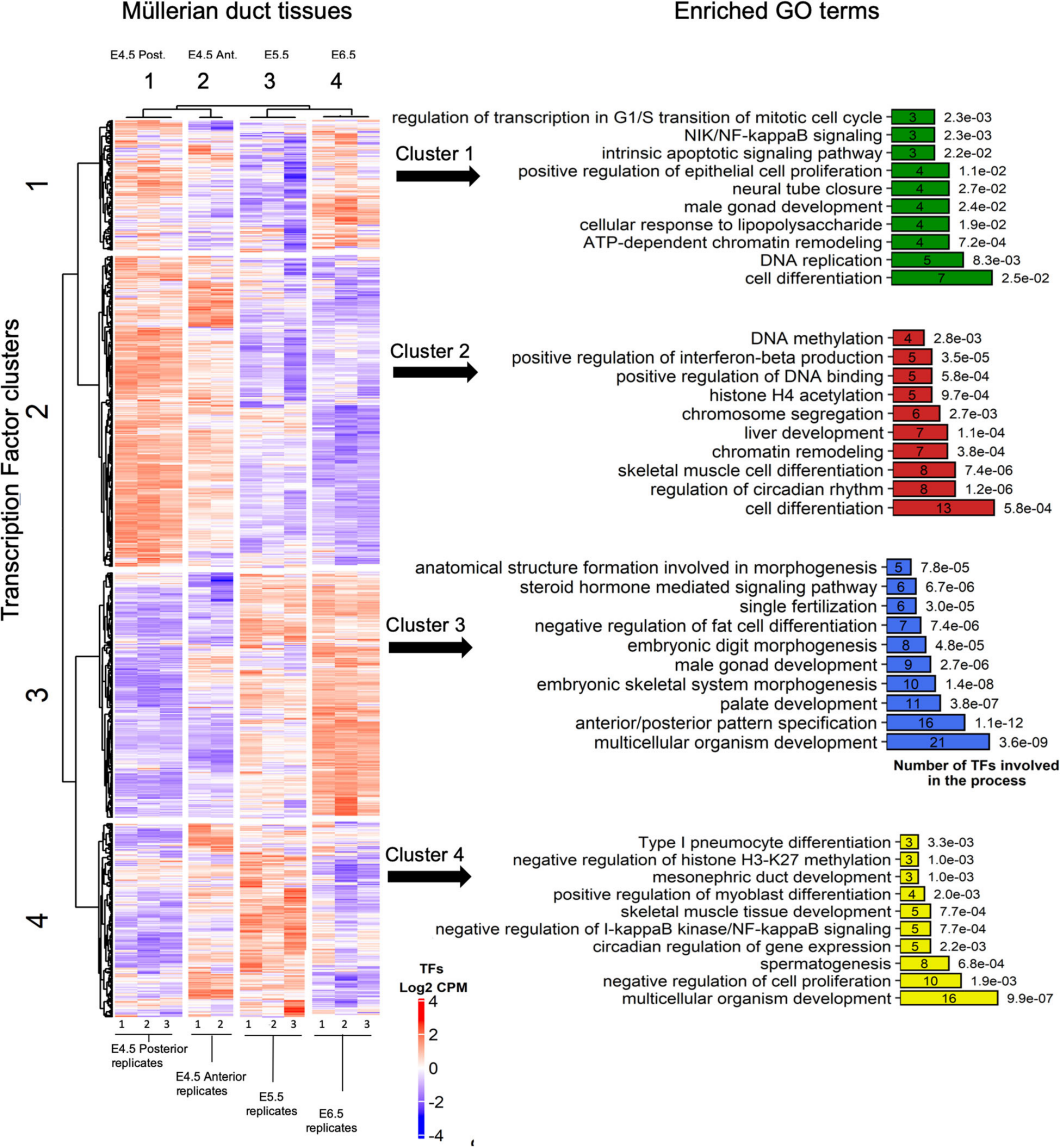
Heatmap plot showing clustering of all transcription factors expressed during chicken Mullerian duct development and GO of their members. Different colours are related to each cluster. Key of the heatmap is after scaling the CPM; red = highly expressed, blue = lowly expressed. Numbers beside each bar represent *P*-values

Cluster 1 comprised a small cluster of TFs that were highly expressed at the E4.5 posterior samples and in the E6.5 duct, but more lowly expressed in other stages. Enriched GO terms were linked to cell differentiation, DNA replication, and chromatin remodelling (Fig. 4, green). Cluster 2 encompassed the greatest number of grouped TFs, expressed at E4.5 posterior (control) and E4.5 anterior stages and lowly expressed in tissues comprising Müllerian duct only (E5.5 and E6.5). As both the E4.5 tissues (anterior and posterior) comprised mainly mesonephros, this cluster is inferred to be primarily linked to mesonephric kidney development. Enriched TFs were those linked to cell differentiation, organ differentiation, chromatin remodelling and histone modification (Fig. 4, red). Cluster 3 was specifically associated with duct development, being progressively up-regulated in E5.5 and E6.5 ducts relative to E4.5. 

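Of the 681 transcription factor genes chosen by symbol, 593 were tested. DEG at an edgeR FDR of at most 0.05 were 106 higher and 72 lower at E5.5 than in E4.5-Post, and 124 higher and 92 lower at E6.5. The genes higher in both ducts numbered 78, of which 23 were higher again at E6.5 than at E5.5 and 0 were lower. A further 58 were lower in both ducts. Another 16 were higher at E5.5 than both in E4.5-Post and at E6.5, and 7 of these were also higher at E5.5 than in E4.5-Ant. Between E4.5-Ant and E4.5-Post, 63 were higher and 57 lower. Of all 16603 tested genes, 1805 (10.9%) were higher in both ducts.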

Transcription factor GO terms enriched in this cluster included those related to multicellular organism development, anterior/posterior pattern formation, palate development, and embryonic skeletal system morphogenesis (Fig. 4; blue). This important cluster included transcription factors already known to be important for duct Müllerian formation, such as *DMRT1, HOXA10* and *HOXD10*. Interestingly, cluster 4 was highly expressed in the E5.5 ducts (invagination and early elongation). Enriched GO terms at this stage were those related to multicellular organism development, negative regulation of cell proliferation, spermatogenesis, regulation of circadian gene expression, NF-κB signaling and skeletal muscle development (Fig. 4, yellow).

### Validation of gene expression in developing Müllerian ducts

Novel top differentially expressed genes in the developing Müllerian duct were chosen for validation (those with high cpm > 50, with 2 > log2 fold expression at E6.5 change relative to E4.5 posterior mesonephros control). These genes were highly up-regulated during duct formation in the RNA-seq dataset (lowly expressed or not expressed in the E4.5 posterior mesonephric kidney but up-regulated in developing ducts) (Fig. 5a). These data were validated by RT-PCR, conducted on stage matched tissues at E6.0 (HH stage 31). 

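POSTN (gene2749, chromosome 1 from 173372467 to 173406144) was at 572 ± 39.7 CPM in E4.5-Ant (341 in the omitted library), 196 ± 13.9 in E4.5-Post, 719 ± 67.8 at E5.5 and 984 ± 36.1 at E6.5. Its log2FC against E4.5-Post was 1.88 (edgeR FDR 8.44e-10) at E5.5 and 2.34 (SE 0.0773, edgeR FDR 3.99e-11) at E6.5, and 0.46 (edgeR FDR 0.000538) between the ducts. COL1A2 (gene3624, chromosome 2 from 23572787 to 23611758) was at 1107 ± 50.3 CPM in E4.5-Ant (802 in the omitted library), 384 ± 28.5 in E4.5-Post, 1332 ± 169 at E5.5 and 2411 ± 127 at E6.5. The log2FC at E5.5 was 1.80 (edgeR FDR 6.33e-09) and at E6.5 2.66 (SE 0.102, edgeR FDR 9.68e-11) against E4.5-Post, with 0.86 (edgeR FDR 4.72e-05) from E5.5 to E6.5. TGFBI (gene15284, chromosome 13 from 15872416 to 15893088) was at 136 ± 10.1 CPM in E4.5-Ant (86.0 in the omitted library), 58.0 ± 5.96 in E4.5-Post, 116 ± 8.60 at E5.5 and 205 ± 6.57 at E6.5. E5.5 exceeded E4.5-Post by 1.01 (edgeR FDR 2.42e-07), E6.5 by 1.83 (SE 0.0838, edgeR FDR 4.82e-10) and E6.5 exceeded E5.5 by 0.82 (edgeR FDR 1.69e-05), as log2FC. LOXL2 (gene18773, chromosome 22 from 1351044 to 1387358) was at 75.4 ± 5.63 CPM in E4.5-Ant (48.6 in the omitted library), 26.1 ± 1.3 in E4.5-Post, 65.0 ± 5.46 at E5.5 and 60.3 ± 2.92 at E6.5. Its log2FC relative to E4.5-Post was 1.33 (edgeR FDR 1.12e-08) at E5.5 and 1.22 (SE 0.0786, edgeR FDR 1.19e-08) at E6.5, and -0.11 (edgeR FDR 0.317) between the ducts. These 4 were also DEG in E4.5-Ant, by 1.51, 1.5, 1.20 and 1.5, or 1.54, 1.63, 1.26 and 1.57 with 12 libraries.

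RUNX1 (gene1867, chromosome 1 from 107353872 to 107506999) was at 24.0 ± 3.19 CPM in E4.5-Ant (24.5 in the omitted library), 3.97 ± 0.194 in E4.5-Post, 52.4 ± 7.27 at E5.5 and 109 ± 0.886 at E6.5. The log2FC at E5.5 was 3.73 (edgeR FDR 3.55e-10) and at E6.5 4.78 (SE 0.119, edgeR FDR 9.13e-12) against E4.5-Post, with 1.06 (edgeR FDR 6.38e-06) from E5.5 to E6.5. TSHZ3 (gene14072, chromosome 11 from 9223889 to 9286151) was at 49.5 ± 0.116 CPM in E4.5-Ant (45.4 in the omitted library), 49.7 ± 6.47 in E4.5-Post, 103 ± 7.98 at E5.5 and 114 ± 1.75 at E6.5. E5.5 exceeded E4.5-Post by 1.06 (edgeR FDR 1.25e-07), E6.5 by 1.21 (SE 0.0809, edgeR FDR 1.72e-08) and E6.5 exceeded E5.5 by 0.16 (edgeR FDR 0.152), as log2FC. OSR1 (gene6898, chromosome 3 from 101011919 to 101020208) was at 25.2 ± 1.89 CPM in E4.5-Ant (16.6 in the omitted library), 21.8 ± 2.84 in E4.5-Post, 44.1 ± 2.13 at E5.5 and 72.4 ± 8.07 at E6.5. Its log2FC relative to E4.5-Post was 1.02 (edgeR FDR 1.15e-06) at E5.5 and 1.74 (SE 0.0981, edgeR FDR 3.28e-09) at E6.5, and 0.72 (edgeR FDR 0.000128) between the ducts. SMARCA2 (gene22955, chromosome Z from 26326600 to 26448676) was at 255 ± 5.51 CPM in E4.5-Ant (149 in the omitted library), 258 ± 11.2 in E4.5-Post, 1026 ± 215 at E5.5 and 2288 ± 169 at E6.5. At E5.5 the log2FC was 2.0 (edgeR FDR 7.93e-09) and at E6.5 3.16 (SE 0.117, edgeR FDR 8e-11) against E4.5-Post, with 1.16 (edgeR FDR 1.07e-05) from E5.5 to E6.5. In E4.5-Ant the log2FC of RUNX1 was 2.57 (edgeR FDR 8.62e-09), or 2.90 with 12 libraries, while TSHZ3, OSR1 and SMARCA2 did not differ, at -0.036, 0.17 and -0.046 (edgeR FDR 0.808, 0.278 and 0.813). TSHZ3 changed direction there with 12 libraries (0.24). SMARCA2 is the most abundant of the run of 8 neighbouring genes on chromosome Z that were all higher in both ducts. ACTB (gene15516, chromosome 14 from 4573374 to 4577516) was at 4313 ± 306 CPM in E4.5-Ant (2201 in the omitted library), 3856 ± 73.1 in E4.5-Post, 3600.0 ± 160.0 at E5.5 and 4429 ± 310.0 at E6.5, with a log2FC of 0.21 (edgeR FDR 0.0245) at E6.5, under the fold limit. Its position overlaps MIR3533 on the same strand.

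HTRA3, FOXE1 and PRICKLE1, which are plotted with these 8, were higher at E6.5 than in E4.5-Post as well. The log2FC at E6.5 was at least 2 for 6 of the 11 genes, POSTN, COL1A2, HTRA3, FOXE1, SMARCA2 and RUNX1, and between 1.21 and 1.83 for the other 5. All 11 were DEG at E5.5 and E6.5 with 11 and 12 libraries, and no E6.5 library overlapped an E4.5-Post library. The paper describes these genes as strongly raised in the ducts and low or absent in E4.5-Post.

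**Figure D3:**
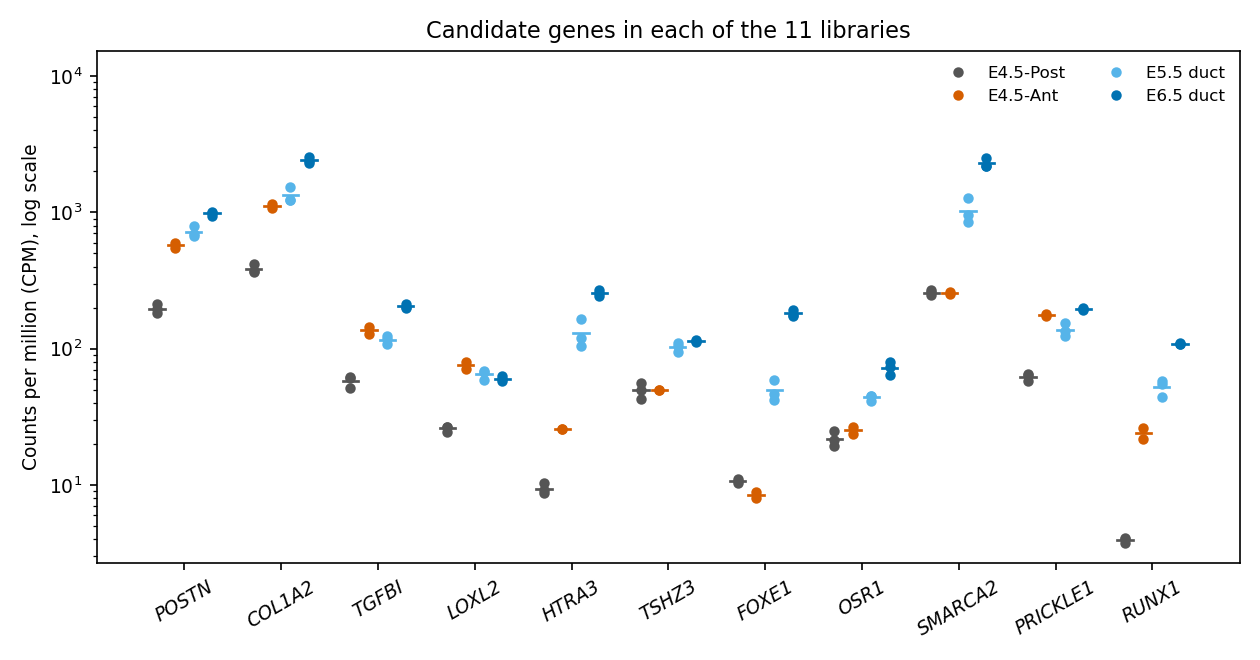
CPM (log scale, y axis) of 11 genes in each of the 11 libraries (points) by tissue (x axis), with bars for the mean of each tissue. For each gene the 3 E6.5 duct points lie above the 3 E4.5-Post points.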

Figure 5b shows the RT-PCR data at E5.5 (stage 28) and E6.5 (stage 30), for the top differentially expressed genes. These genes encode cell adhesion or matrix proteins (*POSTN, COL1A2, TFGBI)*, matrix re-modelling enzymes (*LOXL2, HTRA3*,) and novel transcription factors or chromatin modifiers (*TSHZ3*, *FOXE1*, *OSR1*, *SMARCA2, PRICKLE* and *RUNX1)*. We short-listed genes for further mRNA in situ hybridization analysis based on these criteria; transcription factors and signaling molecules, those with reported function and involvement in cell proliferation or migration, and those previously not linked to Müllerian duct formation. These genes represented novel candidates involved in embryonic Müllerian duct formation.

**Fig. 5:**
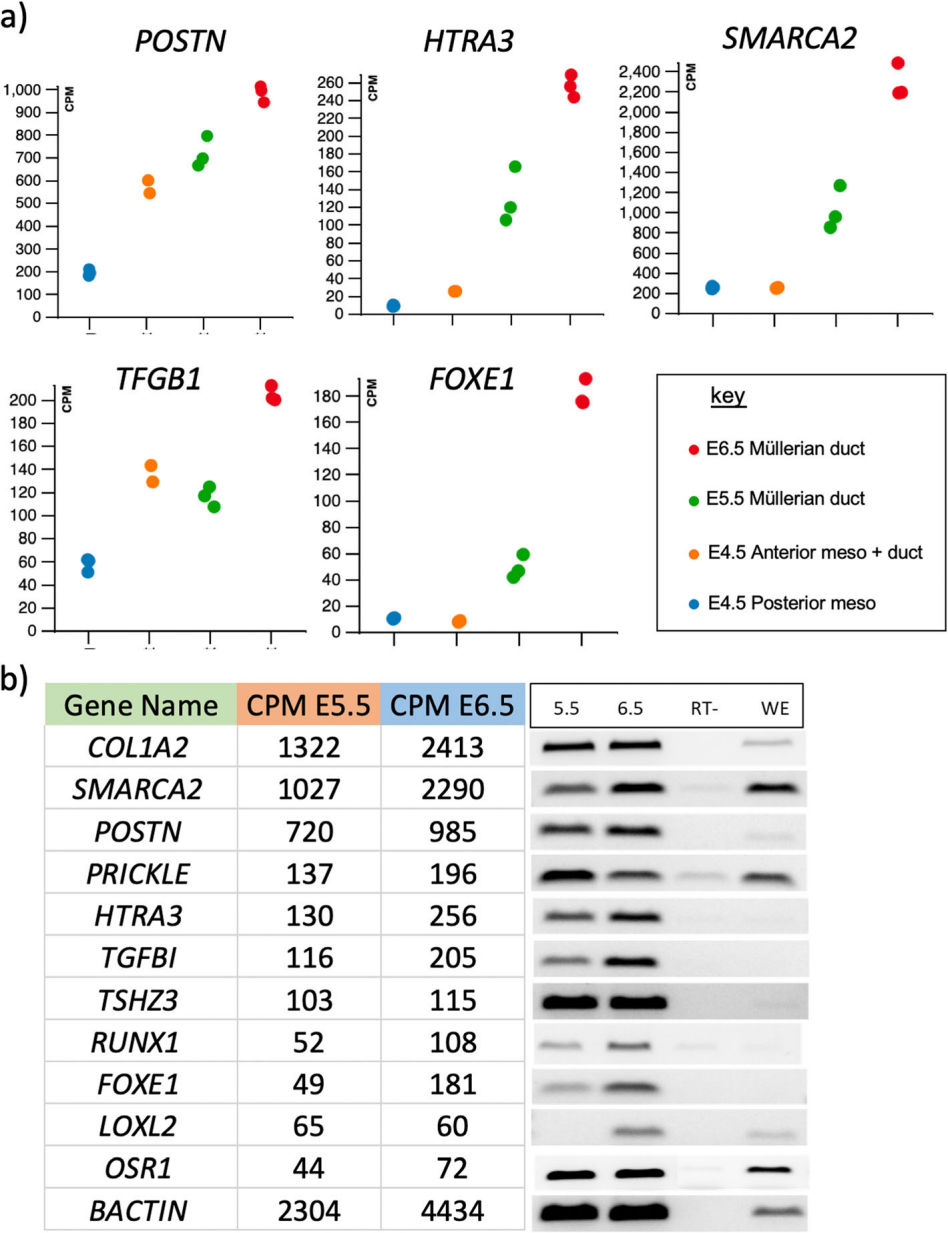
Expression of top genes differentially expressed during embryonic Müllerian duct formation (2 > log2 FC; with cpm > 50 by E6.5). **a** Expression from the RNA-seq data for the top five DE genes, enriched over duct development (cpm). **b** RT-PCR analysis of gene expression in isolated ducts over E5.5–6.5. Detection of mRNA transcripts of *COL1A2*, *SMARCA2*, *POSTN*, *PRICKLE*, *TSHZ3*, *HTRA3*, *TGFBI*, *RUNX1, FOXE1*, *LOXL2* and *OSR1*. (RT- = no RT enzyme; WE = whole embryo at E4.5). Figure shows cropped gel images for clarity. (Un-cropped gel images shown in Supplementary Figure 6)

The RT-PCR results showed differential gene expression in E5.5 and E6.5 Müllerian ducts. Whole-mount in situ hybridization (WISH) analysis of the candidate genes was performed on embryonic chicken Müllerian duct at day 6.0 of incubation (stage 28), the mid-point between E5.5 and E6.5. Following whole mount staining, urogenital systems were sectioned and examined for expression within the tissue. All of the top differentially expressed genes in the RNA-seq datasets were validated by whole mount in situ hybridization (Fig. 6). The cell adhesion or matrix genes, *COL1A2, POSTN, TFGBI,* were all strongly expressed in developing ducts, and also in parts of the interstitium between the paired mesonephric kidneys. *POSTN* and *COL1A2* were expressed in the Müllerian duct mesenchyme (MDM), while *TFGBI* mRNA localised to the inner Müllerian duct epithelium (MDE) (Fig. 6a, b and c). Among the novel highly expressed transcription factor or chromatin modifier genes identified during duct development, *SMARCA2, FOXE1* and *OSR1* were all expressed in the duct mesenchyme (Fig. 6d, e and f). *SMARCA2* showed stronger expression at the two poles of the duct (Fig. 6). *PRICKLE* mRNA was confined to the Müllerian duct epithelium (Fig. 6g), while *RUNX1* was strongly expressed in the epithelium, but also expressed in the mesenchyme (Fig. 6h).

**Fig. 6:**
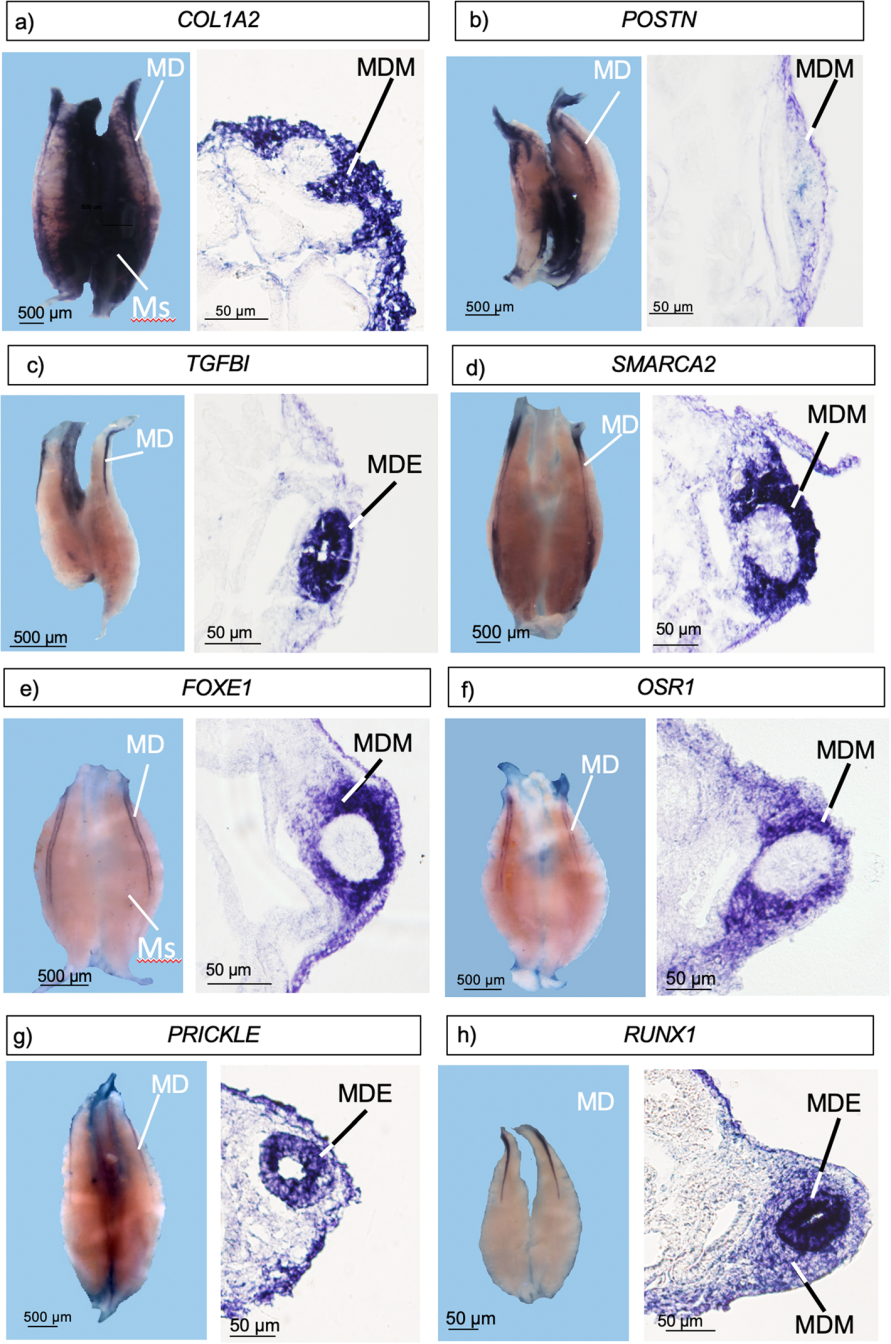
Whole mount in situ hybridization and sectioned whole mounts for candidate duct genes, in E6 (stage 29) urogenital systems (UGS). **a** COLA2, widely expressed in the UGS and in duct mesenchyme (MDM). **b** *POSTN*, localised in the mesenchyme. **c**, *TGFBI*, strongly expressed in the Müllerian duct epithelium (MDE). **d** *SMARCA2*, strongly expressed in the duct mesenchyme (MDM). **e** *FOXE1*, expressed in the duct mesenchyme (MDM). **f** *OSR1*, expressed in duct mesenchyme (MDM). **g** *PRICKLE*, expressed in the duct epithelium (MDE). **h**. RUNX1, strongly expressed in the duct epithelium (MDE) and also in the mesenchyme (MDM)

### *FOXE1* expression in the embryonic chicken Müllerian duct

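FOXE1 (gene23583, chromosome Z from 70879535 to 70883835) was at 8.4 ± 0.604 CPM in E4.5-Ant (2.71 in the omitted library), 10.7 ± 0.442 in E4.5-Post, 49.4 ± 8.94 at E5.5 and 181 ± 10.1 at E6.5. In E4.5-Ant it was under the fold limit, with a log2FC of -0.38 (edgeR FDR 0.0498), or -0.58 with 12 libraries. At E5.5 its log2FC against E4.5-Post was 2.21 (SE 0.105, edgeR FDR 2.06e-09), and at E6.5 4.09 (SE 0.106, edgeR FDR 9.13e-12). In the step from E5.5 to E6.5 it was 1.88 (SE 0.0911, edgeR FDR 5.36e-08). The 3 E6.5 libraries lay between 174.94 and 192.79 CPM and the 3 E5.5 libraries between 42.1 and 59.4, without overlap. With each library left out in turn, the E6.5 log2FC stayed between 4.05 and 4.12.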

One of the novel transcription factor genes strongly up-regulated during duct formation was *FOXE1*. Given the importance of FOX transcription factors in the female urogenital development [45, 46], this gene was further studied. Based on in situ hybridization, *FOXE1* transcripts were not detected in E4.5 (stage 25) (not shown) but the onset of expression was detected in E5.5 (stage 28) ducts of both sexes. This corresponds the duct elongation phase. Expression was strong at E6.5 and it persisted in female ducts developing at E8.5 (stage 34). In males, expression was lost by E8.5, coincident with the onset of duct regression (Fig. 7a). Sectioned whole mounts showed that mesenchymal expression was maintained in female ducts as they developed, but was down-regulated in male mesenchyme. Quantitative RT-PCR, confirmed significant up-regulation of *FOXE1* in female but not male ducts at E8.5 (stage 34) (Fig. 7b).

**Fig. 7:**
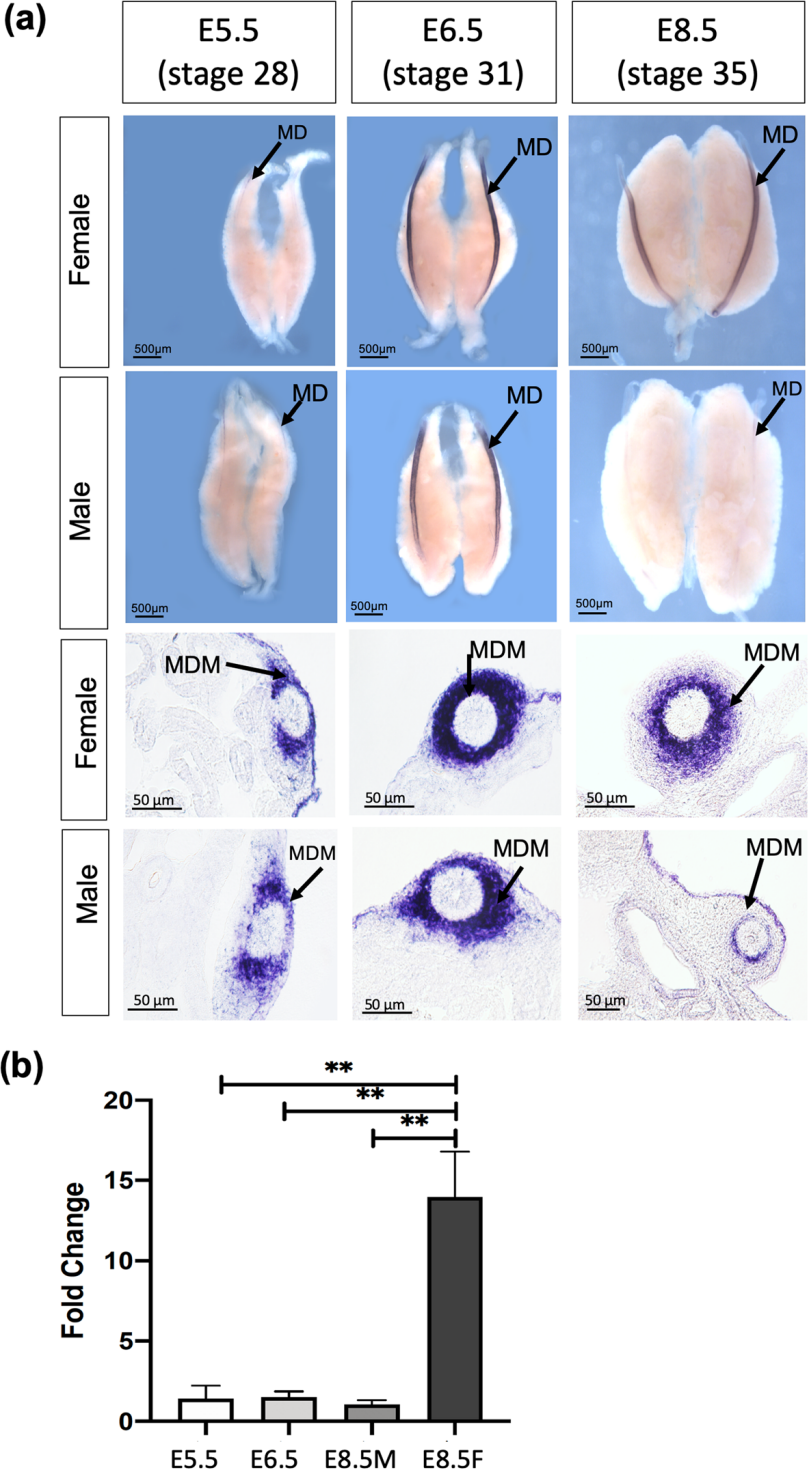
Expression profile of *FOXE1* mRNA in the embryonic chicken Müllerian duct. **a** Time course of *FOXE1* mRNA expression in the male and female Müllerian duct during development, as assayed by whole mount in situ hybridization and sectioned whole mounts. Expression is first detected in female and male Müllerian duct at E5.5 (stage 28) and 6.5 (stage 30). At E8.5 (stage 34), *FOXE1* is strongly expressed in the developing female ducts, but weak staining is detected in male ducts. Expression is not detected in gonads and mesonephros. Sectioned whole mounts (upper images) show expression of *FOXE1* detectable throughout the developmental stages in Müllerian duct mesenchyme (MDM), with no expression in Müllerian duct epithelium (MDE). At E8.5 (stage 34), *FOXE1* is strongly expressed in the developing female ducts but weak expression in male ducts. **b** Quantitative RT-PCR analysis of *FOXE1* mRNA expression in E5.5, 6.5 and E8.5 male and female Müllerian ducts. Expression levels were normalized to *β-ACTIN* and expressed relative to E5.5. Bars represent Mean ± SEM. ** = adjusted *p* value< 0.01. One-way ANOVA and Tukey’s multiple comparisons test

### Long non-coding RNAs expressed during Müllerian duct formation

Long non-coding RNAs (lncRNAs) were prevalent in the Müllerian duct datasets. 

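The files hold 5147 genes annotated as lncRNA. At least 1 count was found in any of the 11 libraries for 4301 of them, and in any of the 12 libraries for 4324. On leaving out each library in turn the number lay between 4270 and 4285. It rests on the limit for detection. With at least 10 counts summed over the 11 libraries it was 3376, with edgeR's filterByExpr 2151, and with a CPM of at least 1 in at least 2 libraries, the limit that moved it most, 1335.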

One thousand two hundred seventy lncRNAs were detected, suggesting that non-coding RNAs play an important role in Müllerian duct formation. Of these transcripts, 132 lncRNAs showed a log2 fold change at an FDR cut off of 0.1. 

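Among the 2151 lncRNAs tested, 824 had an edgeR FDR of at most 0.1 and a log2FC of at least 0.585 in either direction between E6.5 duct and E4.5-Post. There were 777 between E5.5 duct and E4.5-Post, 355 between E4.5-Ant and E4.5-Post, 459 between E5.5 duct and E4.5-Ant and 271 between the ducts. For the full 12 libraries the counts were 721, 664, 461, 421 and 206 in the same order, of 2046 tested. For E6.5 duct and E4.5-Post, a log2FC of at least 1 left 512 and one of at least 2 left 154, and an edgeR FDR of at most 0.05 left 722. A test against the fold limit itself left 437. Of the 654 tested lncRNAs within 10 kb of a protein coding gene on the same strand, 29.7% were called at E6.5, against 42.1% of the other 1497.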

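LOC101748608 (gene23802, chromosome Z from 81282111 to 81295311) was at 13.4 ± 0.270 CPM in E4.5-Ant (8.09 in the omitted library), 4.54 ± 0.407 in E4.5-Post, 32.5 ± 6.95 at E5.5 and 64.3 ± 0.587 at E6.5. Its log2FC relative to E4.5-Post was 2.84 (edgeR FDR 3.7e-09) at E5.5 and 3.83 (SE 0.143, edgeR FDR 8.35e-11) at E6.5, and 0.99 (edgeR FDR 6.56e-05) between the ducts. LOC107052410 (gene23516, chromosome Z from 66723961 to 66741684) was at 7.31 ± 0.247 CPM in E4.5-Ant (4.64 in the omitted library), 7.37 ± 1.27 in E4.5-Post, 16.3 ± 3.51 at E5.5 and 41.7 ± 1.80 at E6.5. At E5.5 the log2FC was 1.15 (edgeR FDR 1.09e-05) and at E6.5 2.51 (SE 0.138, edgeR FDR 2.71e-09) against E4.5-Post, with 1.36 (edgeR FDR 1.13e-05) from E5.5 to E6.5. LOC101747667 (gene1115, chromosome 1 from 64752901 to 64773470) was at 3.73 ± 0.729 CPM in E4.5-Ant (2.91 in the omitted library), 1.57 ± 0.534 in E4.5-Post, 11.3 ± 2.34 at E5.5 and 21.4 ± 2.90 at E6.5. E5.5 exceeded E4.5-Post by 2.84 (edgeR FDR 1.36e-07), E6.5 by 3.77 (SE 0.215, edgeR FDR 3.63e-09) and E6.5 exceeded E5.5 by 0.93 (edgeR FDR 0.00135), as log2FC. LOC112532475 (gene8957, chromosome 5 from 1177846 to 1182782) was at 7.87 ± 1.38 CPM in E4.5-Ant (3.65 in the omitted library), 1.46 ± 0.372 in E4.5-Post, 9.77 ± 1.87 at E5.5 and 17.9 ± 0.996 at E6.5. Its log2FC relative to E4.5-Post was 2.75 (edgeR FDR 3.94e-08) at E5.5 and 3.63 (SE 0.181, edgeR FDR 1.04e-09) at E6.5, and 0.88 (edgeR FDR 0.000597) between the ducts. In E4.5-Ant the log2FC against E4.5-Post was 2.41 (edgeR FDR 9.35e-07) for LOC112532475, 1.53 (edgeR FDR 1.01e-05) for LOC101748608 and 1.23 (edgeR FDR 0.00344) for LOC101747667. With 12 libraries these were 2.32, 1.56 and 1.38. LOC107052410 did not differ there, at -0.041 (edgeR FDR 0.885), and changed direction with 12 libraries (0.012). All 4 were DEG in both ducts in each of the 11 fits that left out 1 library. LOC107052410 overlaps TXN on the same strand and lies downstream of SVEP1, which is also higher in the ducts. Its counts were 0.0201 to 0.0232 of those of SVEP1 in E4.5-Ant (3 libraries), 0.0380 to 0.0475 in E4.5-Post, 0.0369 to 0.0539 at E5.5 and 0.0915 to 0.104 at E6.5. LOC101748608 lies head to head with SNCAIP, 258 bp apart.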

Based on these criteria, the four top differentially expressed lncRNAs are shown in Fig. 8a. One of these, a Z-linked non-coding RNA (*LOC107052410*) was examined by in situ hybridization. This confirmed expression in the mesenchyme of the developing Müllerian duct (Fig. 8b). 

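Of the lncRNAs called at an edgeR FDR of at most 0.1, 614 (79.0%) were higher at E5.5 than in E4.5-Post and 563 (68.3%) at E6.5. Among protein coding genes called with the same limits, 66.7% and 64.2% were higher. The difference between the 2 kinds of genes lay between 11.7 and 13.4 percentage points at E5.5, and between 4.13 and 6.09 at E6.5, over the ways of normalizing and testing and with 12 libraries. On passing from E4.5-Ant to E5.5, 327 lncRNAs (71.2%) were higher and 132 lower. In the step from E5.5 to E6.5 the direction turned, with 104 (38.4%) higher and 167 lower, or 38.3% higher with 12 libraries. For protein coding genes 57.3% were higher in that comparison.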

Most lncRNAs in the datasets showed an increase in expression during duct development. We did not detect any lncRNAs that were enriched specifically at the earliest stage (E4.5). 

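In the 11 libraries, 52 lncRNAs were higher in E4.5-Ant than in each of the other 3 tissues at an edgeR FDR of at most 0.1 and a log2FC of at least 0.585 each time, and 60 with all 12 libraries. Of the 52, 11 had a mean of at least 5 CPM in E4.5-Ant. Of these 11, 3 are given here, picked after their values were seen. LOC112530029 (gene17273, chromosome 18 from 6421086 to 6450855) was at 28.5 ± 0.121 CPM in E4.5-Ant (25.8 in the omitted library), 6.18 ± 0.302 in E4.5-Post, 12.4 ± 1.49 at E5.5 and 11.2 ± 0.921 at E6.5. Its position overlaps MIR365-2 on the same strand. LOC101751026 (gene5562, chromosome 3 from 11251396 to 11312280) was at 17.5 ± 1.53 CPM in E4.5-Ant (37.3 in the omitted library), 3.25 ± 0.729 in E4.5-Post, 8.07 ± 0.157 at E5.5 and 7.81 ± 1.17 at E6.5. LOC112532892 (gene76, chromosome 1 from 1334321 to 1336038) was at 10.2 ± 0.769 CPM in E4.5-Ant (4.30 in the omitted library), 4.90 ± 0.589 in E4.5-Post, 5.33 ± 0.949 at E5.5 and 5.93 ± 0.698 at E6.5. In the omitted library it was under the other tissues before allowing for the rRNA counts of that library. Of the 2151 lncRNAs tested, the highest mean was in E4.5-Ant for 498, in E4.5-Post for 385, in E5.5 duct for 654 and in E6.5 duct for 614.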

Interestingly, one of the lncRNAs identified was *HOX10A-AS*, expressed from the anti-sense strand of the *HOX10A* locus, and a known regulator of *HOX10A* [47]. 

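HOXA10-AS (gene3778, chromosome 2 from 32650278 to 32652311), on the strand opposite to HOXA10, was at 1.02 ± 1.24 CPM in E4.5-Ant (0.304 in the omitted library), 5.32 ± 0.886 in E4.5-Post, 7.14 ± 0.826 at E5.5 and 6.42 ± 0.492 at E6.5. In the ducts it did not differ from E4.5-Post, with a log2FC of 0.43 (SE 0.298, edgeR FDR 0.24) at E5.5 and 0.28 (SE 0.302, edgeR FDR 0.446) at E6.5, nor between the ducts, at -0.15 (edgeR FDR 0.742). In E4.5-Ant it was lower than in E4.5-Post, with -2.49 (SE 0.452, edgeR FDR 0.000898), or -2.67 with 12 libraries. That value depends on the E4.5-Ant library, since it was -1.53 without library 1 and -5.23 without library 3, which cannot be tested.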

*HOX* genes are important for patterning the Müllerian duct [48] and *HOX10A* mutation are linked to developmental anomalies of the reproductive tract in humans [49].

**Fig. 8:**
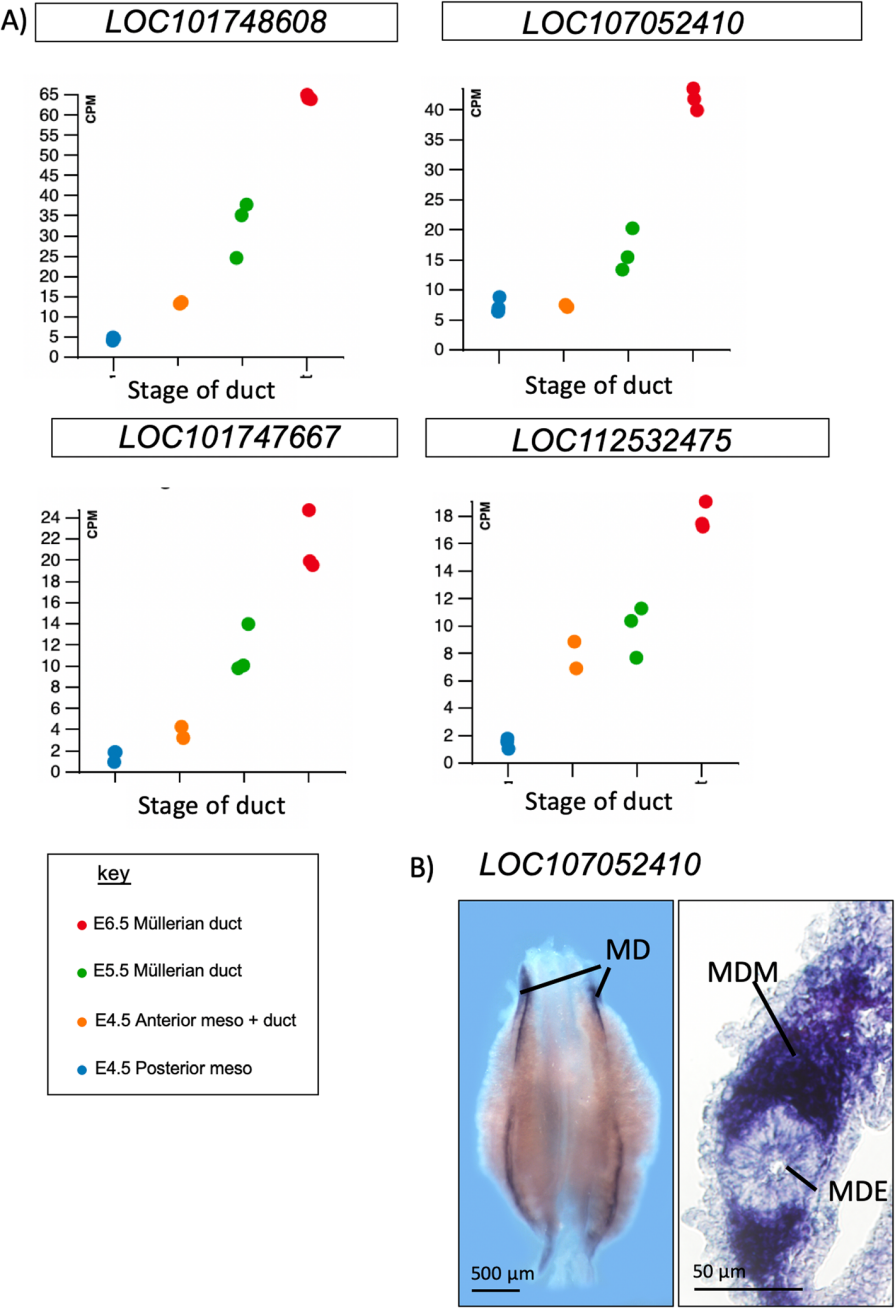
Expression of lncRNAs in chicken Müllerian ducts. Top differentially expressed lncRNAs are shown. **a** RNA-seq data, showing increasing expression of three uncharacterised lncRNAs during duct formation. **b** In situ hybridization analysis of lncRNA *LOC107052410*.This non-coding RNA shows polarised expression E6.0 (stage 29) Müllerian ducts, localised to the duct mesenchyme. (MDM)

## Discussion

The molecular genetic pathways regulating Müllerian duct formation are incompletely understood. The study reported here sheds new light on this process by describing for the first time, in any species, the transcriptome of the developing Müllerian duct. The datasets reveal novel genes and developmental pathways that are activated during duct formation, providing a rich source of genetic data for further research into the molecular control duct morphogenesis. One previous study carried out RNA-seq on the mesenchymal compartment of mouse Müllerian duct specifically during the phase of duct regression in male embryos [50]. The aim of that study was to identify genes and pathways engaged by AMH during the regression process. Eighty two genes were up-regulated in male mouse duct mesenchyme during AMH signaling. Of these genes, only a small number were also present in our dataset. These were the homeobox transcription factor, *Msx2*, *Ednrb* (endothelin receptor), *Transgelin* (actin-binding protein) and the extra-cellular matrix genes, *Ecm1, Col15a1* and *Col9a3*. This indicates that the genes regulating duct formation are different to those involved in later duct regression in males.

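MSX2 (gene15109, chromosome 13 from 10514991 to 10519580) was at 2.98 ± 1.45 CPM in E4.5-Ant (1.05 in the omitted library), 6.54 ± 0.284 in E4.5-Post, 17.6 ± 3.93 at E5.5 and 23.2 ± 2.23 at E6.5. Against E4.5-Post its log2FC was -1.19 (edgeR FDR 0.00188) in E4.5-Ant, 1.43 (edgeR FDR 1.04e-05) at E5.5 and 1.84 (edgeR FDR 6.19e-07) at E6.5, and -1.35 in E4.5-Ant with 12 libraries. EDNRB (gene2552, chromosome 1 from 155291853 to 155305829) was at 96.8 ± 6.83 CPM in E4.5-Ant (57.9 in the omitted library), 115 ± 7.62 in E4.5-Post, 41.8 ± 6.34 at E5.5 and 31.7 ± 4.09 at E6.5, with a log2FC against E4.5-Post of -0.28 (edgeR FDR 0.0975) in E4.5-Ant, -1.45 (edgeR FDR 1.23e-07) at E5.5 and -1.85 (edgeR FDR 7.88e-09) at E6.5. In E4.5-Ant it was -0.25 with 12 libraries. TAGLN (gene19469, chromosome 24 from 5236144 to 5238982) was at 94.0 ± 22.4 CPM in E4.5-Ant (59.3 in the omitted library), 10.3 ± 1.19 in E4.5-Post, 10.6 ± 1.16 at E5.5 and 8.91 ± 1.07 at E6.5. The log2FC against E4.5-Post was 3.16 (edgeR FDR 3.43e-09) in E4.5-Ant, 0.046 (edgeR FDR 0.8) at E5.5 and -0.20 (edgeR FDR 0.247) at E6.5, with 3.22 in E4.5-Ant for 12 libraries. In leave-out fits the E5.5 value of TAGLN was on either side of 0. TAGLN is in the list of 12 smooth muscle genes that was higher in E4.5-Ant. The E4.5-Ant value of MSX2 rests on 2 libraries that lie apart, since it was -0.75 without library 1 and -1.76 without library 3, with no test in either.

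ECM1 (gene19893, chromosome 25 from 3696081 to 3700224) was at 7.02 ± 0.171 CPM in E4.5-Ant (3.08 in the omitted library), 8.72 ± 0.757 in E4.5-Post, 10.8 ± 1.35 at E5.5 and 25.7 ± 2.72 at E6.5, with a log2FC against E4.5-Post of -0.34 (edgeR FDR 0.081) in E4.5-Ant, 0.31 (edgeR FDR 0.0376) at E5.5 and 1.57 (edgeR FDR 4.49e-08) at E6.5. In E4.5-Ant it was -0.45 with 12 libraries. COL15A1 (gene4124, chromosome 2 from 55818594 to 55928518) was at 16.6 ± 2.36 CPM in E4.5-Ant (11.2 in the omitted library), 2.87 ± 0.979 in E4.5-Post, 15.2 ± 2.34 at E5.5 and 29.4 ± 0.534 at E6.5. The log2FC against E4.5-Post was 2.50 (edgeR FDR 2.45e-07) in E4.5-Ant, 2.40 (edgeR FDR 6.43e-08) at E5.5 and 3.37 (edgeR FDR 1.05e-09) at E6.5, with 2.59 in E4.5-Ant for 12 libraries. COL9A3 (gene18162, chromosome 20 from 8341126 to 8372917) was at 21.5 ± 16.7 CPM in E4.5-Ant (9.14 in the omitted library), 8.26 ± 3.76 in E4.5-Post, 5.14 ± 0.944 at E5.5 and 2.21 ± 0.189 at E6.5. Against E4.5-Post its log2FC was 1.33 (edgeR FDR 0.0193) in E4.5-Ant, -0.68 (edgeR FDR 0.153) at E5.5 and -1.89 (edgeR FDR 0.0017) at E6.5, and 1.22 in E4.5-Ant with 12 libraries. The E4.5-Ant libraries of COL9A3 had 9.68 and 33.3 CPM, and without library 3 its log2FC in E4.5-Ant was 0.21. Its call there was lost under voom and limma (1.13) and without E4.5-Post library 1 or 3. MSX2 and ECM1 were thus highest at E6.5, COL15A1 was higher than E4.5-Post in each tissue, and EDNRB and COL9A3 were lowest at E6.5.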

In the developing Müllerian duct of chicken embryos, we identified transcripts of genes previously implicated in duct specification, invagination and elongation (Supplementary Figure 1). In addition, a large number of differentially expressed novel genes were identified. As duct development progressed, an increasing number of genes were up-regulated compared to the E4.5 posterior mesonephros (control in static comparisons). Nine hundred six genes were differentially expressed in ducts compared to the control, while 188 genes showed differential expression dynamically across the three stages of duct development (E4.5 anterior vs E5.5 vs E6.5) (Fig. 1). Gene ontology analysis showed that specific developmental pathways were enriched during duct formation. These included pathways associated with cell adhesion, cell migration, cell proliferation, negative regulation of apoptosis, G-protein coupled receptor signaling, the extracellular matrix and WNT and ERK signaling (Fig. 2). This is consistent with the cellular behaviour that occurs during duct morphogenesis, which involves proliferation, migration, interaction with the extra-cellular matrix, and epithelial-mesenchyme cross-talk [43]. In rodent and chicken embryos, the Müllerian duct elongates through cell proliferation and active migration at the tip of the caudally progressing duct epithelium [23, 29, 39, 51]. Epithelial-matrix interactions appear to be important for this process, as we recently described a requirement for the cell adhesion-linked factor, *GPR56*, in chicken Müllerian duct development [52].

Indeed, Müllerian duct formation is an elegant example of tubulogenesis (the organisation of epithelia into tubular structures) [53]. Epithelial tubes are fundamental structures in biology, making up much of the vascular, respiratory and gastrointestinal systems, as well as the reproductive tract. Tube formation in these other contexts relies heavily upon epithelial-mesenchyme interactions, G-protein coupled signaling and dynamic protein and glycoprotein functions within the extra-cellular matrix [54–56]. These pathways were enriched in the developing avian Müllerian duct (Fig. 2 and Supplementary Figures 2 and 3). In other systems that feature tube formation through invagination, lumen development requires epithelial cell polarisation, dynamic cytoskeletal rearrangements, GTPase and metalloprotease activity [53, 55, 57]. Genes related to these pathways were enriched in our datasets, in both static and dynamic comparisons. In other systems, Receptor Tyrosine Kinase (RTK) pathways play a central role in mediating tubulogenesis [53]. Pathway ligands include FGFs, VEGFs and EGFs. Among these, FGF is required for *Lim1* gene expression and Müllerian duct specification in chicken [21], while PI3 Kinase/AKT mediates duct elongation in rodents [51]. There is likely to be a requirement for RTK signaling in subsequent duct invagination and elongation in chicken, as ERK1 and ERK2 transduction pathways were enriched in our datasets at E5.5 and E6.5 (Fig. 1). *VEGFD* and *FGF-10, − 16* and *− 18* were all up-regulated during duct formation reported here. 

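VEGFD (gene2151, chromosome 1 from 123415537 to 123447158) was at 27.5 ± 6.03 CPM in E4.5-Ant (14.6 in the omitted library), 19.7 ± 1.71 in E4.5-Post, 77.3 ± 2.03 at E5.5 and 73.4 ± 4.22 at E6.5. Against E4.5-Post its log2FC was 0.45 (edgeR FDR 0.00605) in E4.5-Ant, 1.98 (edgeR FDR 1.88e-09) at E5.5 and 1.91 (edgeR FDR 7.64e-10) at E6.5, and 0.42 in E4.5-Ant with 12 libraries. FGF10 (gene22766, chromosome Z from 13971940 to 14034007) was at 4.00 ± 1.76 CPM in E4.5-Ant (2.71 in the omitted library), 6.12 ± 1.6 in E4.5-Post, 22.5 ± 3.31 at E5.5 and 26.6 ± 2.07 at E6.5, with a log2FC against E4.5-Post of -0.67 (edgeR FDR 0.0667) in E4.5-Ant, 1.89 (edgeR FDR 2.16e-06) at E5.5 and 2.13 (edgeR FDR 4.4e-07) at E6.5. Its 12-library value in E4.5-Ant was -0.57. FGF16 (gene7511, chromosome 4 from 12790680 to 12801083) was at 3.78 ± 0.372 CPM in E4.5-Ant (2.57 in the omitted library), 1.11 ± 0.335 in E4.5-Post, 3.30 ± 0.463 at E5.5 and 3.84 ± 0.186 at E6.5. The log2FC against E4.5-Post was 1.74 (edgeR FDR 3.89e-05) in E4.5-Ant, 1.57 (edgeR FDR 1.4e-05) at E5.5 and 1.80 (edgeR FDR 2.61e-06) at E6.5, with 1.82 in E4.5-Ant for 12 libraries. FGF18 (gene15005, chromosome 13 from 3946929 to 4012609) was at 0.838 ± 0.194 CPM in E4.5-Ant (0.474 in the omitted library), 0.547 ± 0.0838 in E4.5-Post, 2.23 ± 0.470 at E5.5 and 3.59 ± 0.189 at E6.5. Against E4.5-Post its log2FC was 0.60 (edgeR FDR 0.141) in E4.5-Ant, 2.02 (edgeR FDR 4.31e-06) at E5.5 and 2.72 (edgeR FDR 9.72e-08) at E6.5, and 0.59 in E4.5-Ant with 12 libraries. In E4.5-Ant only FGF16 was DEG. FGF10 passed the limits there, as lower, without E4.5-Post library 2 (-0.87) and with no filter on low counts (-0.67). All 4 were DEG at E5.5 and E6.5 in each leave-out fit and with 12 libraries.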

In the kidney, the RTK ligand Hepatocyte Growth Factor (HGF) has been shown to have tubulogenic properties, promoting cell migration and invasion [58, 59] and we found that this signaling molecule was up-regulated during duct formation in chicken. Similarly, we detected up-regulated components of the TGF-β signaling pathway (TGF-β1, 2 and 3 and their receptors, and GDF-7). 

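HGF (gene213, chromosome 1 from 10800574 to 10863536) was at 20.4 ± 0.709 CPM in E4.5-Ant (13.8 in the omitted library), 19.3 ± 1.39 in E4.5-Post, 68.7 ± 2.30 at E5.5 and 84.3 ± 6.44 at E6.5. Its log2FC compared with E4.5-Post was 1.84 (SE 0.0693, edgeR FDR 5.69e-10) at E5.5 and 2.14 (SE 0.0695, edgeR FDR 3.39e-11) at E6.5, without overlap between libraries. In E4.5-Ant it did not differ, with 0.054 (SE 0.0816, edgeR FDR 0.663), or 0.14 with 12 libraries, and the value was on the other side of 0 without E4.5-Post library 2 (-0.0014). With each library left out in turn the E6.5 value stayed between 2.08 and 2.19.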

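TGFB2 (gene5747, chromosome 3 from 19449227 to 19512091) was at 103 ± 8.00 CPM in E4.5-Ant (104 in the omitted library), 54.0 ± 5.84 in E4.5-Post, 125 ± 12.7 at E5.5 and 122 ± 6.61 at E6.5. Relative to E4.5-Post its log2FC was 0.90 (edgeR FDR 1.31e-05) in E4.5-Ant, 1.22 (edgeR FDR 9.31e-08) at E5.5 and 1.19 (edgeR FDR 6.62e-08) at E6.5, and 1.24 in E4.5-Ant with 12 libraries. TGFB3 (gene9746, chromosome 5 from 38669274 to 38683218) was at 193 ± 23.6 CPM in E4.5-Ant (116 in the omitted library), 83.8 ± 0.863 in E4.5-Post, 90.8 ± 7.37 at E5.5 and 106 ± 6.01 at E6.5, with a log2FC against E4.5-Post of 1.17 (edgeR FDR 4.83e-08) in E4.5-Ant, 0.12 (edgeR FDR 0.148) at E5.5 and 0.35 (edgeR FDR 0.000491) at E6.5. Its 12-library value in E4.5-Ant was 1.20. TGFB1 (gene21778, chromosome 38 from 276198 to 283021) was at 16.9 ± 0.361 CPM in E4.5-Ant (7.85 in the omitted library), 15.6 ± 1.27 in E4.5-Post, 14.8 ± 1.11 at E5.5 and 22.1 ± 2.73 at E6.5. The log2FC against E4.5-Post was 0.08 (edgeR FDR 0.621) in E4.5-Ant, -0.079 (edgeR FDR 0.516) at E5.5 and 0.51 (edgeR FDR 0.000354) at E6.5, with -0.0044 in E4.5-Ant for 12 libraries. Against E4.5-Post, TGFB2 was thus DEG in each tissue, TGFB3 in E4.5-Ant only and TGFB1 in none. Between the ducts TGFB1 was higher at E6.5, with 19.8 to 25.2 CPM against 13.5 to 15.6 at E5.5, without overlap between libraries. TGFB1 changed direction in E4.5-Ant with 12 libraries, and at E6.5 it passed the fold limit without E6.5 duct library 1 (0.59).

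TGFBR1 (gene4126, chromosome 2 from 55933804 to 55966769) was at 78.4 ± 0.508 CPM in E4.5-Ant (59.7 in the omitted library), 65.2 ± 1.3 in E4.5-Post, 78.2 ± 4.12 at E5.5 and 70.8 ± 7.26 at E6.5, with a log2FC against E4.5-Post of 0.24 (edgeR FDR 0.0262) in E4.5-Ant, 0.27 (edgeR FDR 0.00336) at E5.5 and 0.13 (edgeR FDR 0.106) at E6.5. Its 12-library value in E4.5-Ant was 0.39. TGFBR2 (gene3853, chromosome 2 from 39747911 to 39812095) was at 70.5 ± 1.35 CPM in E4.5-Ant (69.5 in the omitted library), 63.6 ± 1.27 in E4.5-Post, 65.2 ± 5.57 at E5.5 and 55.7 ± 4.50 at E6.5. The log2FC relative to E4.5-Post was 0.12 (edgeR FDR 0.307) in E4.5-Ant, 0.045 (edgeR FDR 0.634) at E5.5 and -0.18 (edgeR FDR 0.0539) at E6.5, with 0.44 in E4.5-Ant for 12 libraries. TGFBR3 (gene12082, chromosome 8 from 14743040 to 14849886) was at 127 ± 4.33 CPM in E4.5-Ant (84.8 in the omitted library), 158 ± 10.8 in E4.5-Post, 130.1 ± 5.29 at E5.5 and 107 ± 8.83 at E6.5. Relative to E4.5-Post its log2FC was -0.35 (edgeR FDR 0.0037) in E4.5-Ant, -0.28 (edgeR FDR 0.00339) at E5.5 and -0.55 (edgeR FDR 8.67e-06) at E6.5, and -0.26 in E4.5-Ant with 12 libraries. None of the 3 receptors was DEG in any tissue. TGFBR3 passed the limits at E6.5, as lower, without E4.5-Post library 3 (-0.59) or E6.5 duct library 1 (-0.59), and TGFBR2 changed direction at E5.5 without E5.5 duct library 2 (-0.053). GDF7 (gene6920, chromosome 3 from 101917263 to 101928288) was at 11.9 ± 0.137 CPM in E4.5-Ant (6.77 in the omitted library), 5.11 ± 0.857 in E4.5-Post, 14.9 ± 3.23 at E5.5 and 36.8 ± 3.52 at E6.5. Relative to E4.5-Post its log2FC was 1.18 (edgeR FDR 0.000166) in E4.5-Ant, 1.55 (edgeR FDR 1.59e-06) at E5.5 and 2.85 (edgeR FDR 1.86e-09) at E6.5, and 1.19 in E4.5-Ant with 12 libraries. It was DEG in each tissue.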

TGF-β plays a role during tube formation in the quail cardiovascular system [60]. These comparisons point to conserved pathways regulating tube formation in different developmental contexts.

In the dynamic comparisons of DEG’s, major gene networks that were enriched during duct development included G-protein coupled receptor signaling, cell adhesion, cell migration, focal adhesion, cell polarity, and Fgf and Wnt4 signaling (Supplementary Figures 2 and 3), consistent with previous reports for other types of tubulogenesis [61–64]. Fewer differential networks were evident in E5.5and E6.5 comparisons, when the duct is in the elongation phase (Supplementary Figure 3). At this stage, G-protein coupled receptor signaling, cell adhesion and muscle tissue morphogenesis. Terms related to positive and negative Wnt signaling also featured prominently in the GO analysis reported here. Wnt signaling is a well-established conserved pathway required for proper Müllerian duct formation in chicken, mouse and human [22, 35, 40, 65, 66]. Wnt9b derived from the Wolffian duct is required for inductive signaling to the incipient Müllerian duct [34]. *Wnt4* expression in the duct mesenchyme is essential for the invagination and cell migration during elongation phase of duct development [22, 67]. *Wnt7a* and *Wnt5a* play roles in duct elongation [30, 31], while the former is required for duct regression in male embryos [65]. We identified a number of WNT genes up-regulated during chicken Müllerian duct formation, including *WNT4*, *WNT16, WNT6, WNT7A*, *WNT7B, WNT2* and *WNT10A*. In addition, novel duct genes associated with WNT signaling or its inhibition were identified. These genes were up-regulated in the developing ducts and included *APCDD1*, a membrane-bound WNT inhibitor [68] and the Dickkopf family of WNT signaling inhibitors. 

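The E5.5 log2FC of WNT4 against E4.5-Post was 0.55 (SE 0.129, edgeR FDR 0.00243), under the fold limit, and it passed that limit without E4.5-Post library 3 (0.62) or E5.5 duct library 2 (0.61). In the step from E5.5 to E6.5 it was 0.24 (edgeR FDR 0.172). WNT16 at E6.5 stayed between 3.30 and 3.71 with each library left out in turn. WNT6 (gene11483, chromosome 7 from 22402838 to 22411075) was at 11.8 ± 0.583 CPM in E4.5-Ant (5.62 in the omitted library), 3.78 ± 0.797 in E4.5-Post, 17.2 ± 2.84 at E5.5 and 32.3 ± 2.83 at E6.5. Relative to E4.5-Post its log2FC was 1.61 (edgeR FDR 4.03e-06) in E4.5-Ant, 2.19 (edgeR FDR 2.61e-08) at E5.5 and 3.10 (edgeR FDR 4.2e-10) at E6.5, and 1.54 in E4.5-Ant with 12 libraries. WNT7A (gene14535, chromosome 12 from 6435529 to 6467522) was at 1.53 ± 0.0579 CPM in E4.5-Ant (0.643 in the omitted library), 0.439 ± 0.0842 in E4.5-Post, 4.90 ± 0.372 at E5.5 and 9.13 ± 1.49 at E6.5, with a log2FC against E4.5-Post of 1.76 (edgeR FDR 0.000194) in E4.5-Ant, 3.47 (edgeR FDR 1.11e-08) at E5.5 and 4.37 (edgeR FDR 3.92e-10) at E6.5. Its 12-library value in E4.5-Ant was 1.65. WNT7B (gene1219, chromosome 1 from 70751533 to 70843213) was at 0.349 ± 0.149 CPM in E4.5-Ant (0.0677 in the omitted library), 0.213 ± 0.0319 in E4.5-Post, 1.16 ± 0.100 at E5.5 and 3.07 ± 0.604 at E6.5. The log2FC relative to E4.5-Post was 0.64 (edgeR FDR 0.321) in E4.5-Ant, 2.42 (edgeR FDR 1.41e-05) at E5.5 and 3.83 (edgeR FDR 3.25e-08) at E6.5, with 0.38 in E4.5-Ant for 12 libraries.

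WNT2 (gene381, chromosome 1 from 24839428 to 24855392) was at 4.62 ± 0.178 CPM in E4.5-Ant (2.30 in the omitted library), 0.867 ± 0.113 in E4.5-Post, 1.27 ± 0.231 at E5.5 and 2.45 ± 0.216 at E6.5, with a log2FC against E4.5-Post of 2.38 (edgeR FDR 6.21e-07) in E4.5-Ant, 0.55 (edgeR FDR 0.0321) at E5.5 and 1.51 (edgeR FDR 9.2e-06) at E6.5. The E4.5-Ant value was 2.32 with 12 libraries. WNT10A (gene11481, chromosome 7 from 22386125 to 22397365) was at 0.591 ± 0.0974 CPM in E4.5-Ant (0.271 in the omitted library), 0.105 ± 0.0924 in E4.5-Post, 0.710 ± 0.236 at E5.5 and 1.24 ± 0.253 at E6.5. The log2FC relative to E4.5-Post was 2.38 (edgeR FDR 0.00776) in E4.5-Ant, 2.68 (edgeR FDR 0.000556) at E5.5 and 3.50 (edgeR FDR 1.98e-05) at E6.5, with 2.31 in E4.5-Ant for 12 libraries. WNT2 was DEG in E4.5-Ant and at E6.5, and at E5.5 only without E4.5-Post library 2, E5.5 duct library 2 or E5.5 duct library 3, with 0.66, 0.63 and 0.61. WNT10A stayed near 1 CPM or lower in each tissue, and its position overlaps TRNAV-GAC on the same strand. WNT6, WNT7A and WNT10A were DEG in all 3 comparisons and WNT7B in the ducts, with 11 and with 12 libraries.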

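APCDD1 (gene4622, chromosome 2 from 98307894 to 98338734) was at 71.7 ± 0.239 CPM in E4.5-Ant (30.5 in the omitted library), 67.1 ± 6.33 in E4.5-Post, 340.1 ± 67.2 at E5.5 and 576 ± 13.9 at E6.5. Compared with E4.5-Post its log2FC was 0.067 (edgeR FDR 0.704) in E4.5-Ant, 2.34 (edgeR FDR 1.12e-09) at E5.5 and 3.11 (edgeR FDR 4.72e-11) at E6.5, and -0.057 in E4.5-Ant with 12 libraries. In E4.5-Ant it did not differ, and its sign there changed without E4.5-Post library 2 (-0.0093). DKK1 (gene10388, chromosome 6 from 10918181 to 10919736) was at 1.37 ± 0.164 CPM in E4.5-Ant (0.508 in the omitted library), 1.08 ± 0.659 in E4.5-Post, 1.97 ± 0.568 at E5.5 and 6.48 ± 1.79 at E6.5, with a log2FC against E4.5-Post of 0.31 (edgeR FDR 0.629) in E4.5-Ant, 0.86 (edgeR FDR 0.0543) at E5.5 and 2.59 (edgeR FDR 8.49e-06) at E6.5. The E4.5-Ant value was 0.16 with 12 libraries. DKK2 (gene7892, chromosome 4 from 38118522 to 38252789) was at 34.8 ± 2.92 CPM in E4.5-Ant (38.4 in the omitted library), 16.0 ± 5.00 in E4.5-Post, 43.7 ± 4.39 at E5.5 and 29.9 ± 7.33 at E6.5. The log2FC relative to E4.5-Post was 1.09 (edgeR FDR 0.00144) in E4.5-Ant, 1.46 (edgeR FDR 1.89e-05) at E5.5 and 0.91 (edgeR FDR 0.000984) at E6.5, with 1.49 in E4.5-Ant for 12 libraries. DKK3 (gene9087, chromosome 5 from 8397372 to 8420694) was at 40.2 ± 0.349 CPM in E4.5-Ant (20.4 in the omitted library), 26.5 ± 2.06 in E4.5-Post, 38.3 ± 2.37 at E5.5 and 51.5 ± 1.5 at E6.5. Compared with E4.5-Post its log2FC was 0.57 (edgeR FDR 4.6e-05) in E4.5-Ant, 0.54 (edgeR FDR 9.69e-06) at E5.5 and 0.97 (edgeR FDR 1.75e-08) at E6.5, and 0.52 in E4.5-Ant with 12 libraries. DKK2 was DEG in each tissue, and DKK1 and DKK3 at E6.5 only. The E5.5 value of DKK1 passed an edgeR FDR of 0.05 without E4.5-Post library 2 (1.49), without E5.5 duct library 1 (0.99) or without E6.5 duct library 1 (0.86). DKK3 passed the fold limit without E4.5-Post library 3, with 0.63 in E4.5-Ant and 0.60 at E5.5.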

Given the importance of Wnt signaling for duct formation, further research into these modulators of the pathway is warranted.

Gene network and pathway analyses revealed a novel link between Müllerian duct formation and neuronal-related pathways, such as neuron cell migration and axonal guidance (Fig. 2, Supplementary Figures 2 and 3). Transcripts enriched in the Müllerian duct that are related to axonal guidance or neuronal migration included *EFNB2* (Ephrin B2), *UNC5D* (Netrin receptor), the guidance factor *SLIT1* and in particular, the class-A semaphorins (*SEMA6D, SEMA3G* and *SEMA5A*), which are chemorepellents [69]. 

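UNC5D (gene18815, chromosome 22 from 2134306 to 2224528) was at 9.60 ± 0.160 CPM in E4.5-Ant (4.33 in the omitted library), 11.7 ± 0.480 in E4.5-Post, 25.3 ± 1.24 at E5.5 and 59.7 ± 5.55 at E6.5. Compared with E4.5-Post its log2FC was -0.32 (edgeR FDR 0.0267) in E4.5-Ant, 1.12 (edgeR FDR 8e-08) at E5.5 and 2.36 (edgeR FDR 4.8e-11) at E6.5, and -0.41 in E4.5-Ant with 12 libraries. SLIT1 (gene10739, chromosome 6 from 23344960 to 23376231) was at 71.6 ± 4.13 CPM in E4.5-Ant (32.3 in the omitted library), 43.6 ± 4.95 in E4.5-Post, 84.3 ± 5.74 at E5.5 and 164 ± 11.7 at E6.5, with a log2FC against E4.5-Post of 0.69 (edgeR FDR 9.92e-05) in E4.5-Ant, 0.96 (edgeR FDR 5.17e-07) at E5.5 and 1.92 (edgeR FDR 3.92e-10) at E6.5. The E4.5-Ant value was 0.59 with 12 libraries. SEMA6D (gene13493, chromosome 10 from 9831502 to 10369022) was at 60.0 ± 1.76 CPM in E4.5-Ant (36.5 in the omitted library), 56.7 ± 1.21 in E4.5-Post, 119.7 ± 14.5 at E5.5 and 216 ± 11.7 at E6.5. The log2FC relative to E4.5-Post was 0.051 (edgeR FDR 0.674) in E4.5-Ant, 1.08 (edgeR FDR 2.97e-08) at E5.5 and 1.94 (edgeR FDR 8e-11) at E6.5, with 0.088 in E4.5-Ant for 12 libraries. The position of SEMA6D overlaps MIR1744 on the same strand.

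SEMA5A (gene4402, chromosome 2 from 78594765 to 78914685) was at 80.3 ± 10.6 CPM in E4.5-Ant (46.4 in the omitted library), 64.8 ± 4.95 in E4.5-Post, 127 ± 21.4 at E5.5 and 219 ± 15.8 at E6.5. Compared with E4.5-Post its log2FC was 0.28 (edgeR FDR 0.0834) in E4.5-Ant, 0.97 (edgeR FDR 2.36e-06) at E5.5 and 1.77 (edgeR FDR 4.03e-09) at E6.5, and 0.29 in E4.5-Ant with 12 libraries. UNC5D, SLIT1, SEMA6D and SEMA5A were DEG and higher in both ducts with 11 and with 12 libraries, and SLIT1 in E4.5-Ant too. EFNB2 (gene2446, chromosome 1 from 142513096 to 142554063) was at 34.7 ± 0.948 CPM in E4.5-Ant (53.5 in the omitted library), 10.1 ± 0.695 in E4.5-Post, 8.27 ± 0.207 at E5.5 and 6.52 ± 0.361 at E6.5, with a log2FC against E4.5-Post of 1.75 (edgeR FDR 8.22e-09) in E4.5-Ant, -0.29 (edgeR FDR 0.0131) at E5.5 and -0.62 (edgeR FDR 3.82e-05) at E6.5. The E4.5-Ant value was 2.41 with 12 libraries. EFNB2 was lower at E6.5, without a call with 12 libraries (-0.65, edgeR FDR 0.133) or without E4.5-Post library 2 (-0.58) or E6.5 duct library 2 (-0.57). SEMA3G (gene14465, chromosome 12 from 3527022 to 3534636) was higher in E4.5-Ant and lower in both ducts, with a log2FC against E4.5-Post of 1.09 (edgeR FDR 2.8e-05) in E4.5-Ant, -1.1 (edgeR FDR 6.78e-06) at E5.5 and -1.03 (edgeR FDR 1.01e-05) at E6.5, and 0.95 in E4.5-Ant with 12 libraries.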

One possibility is that the RNA-seq captured neuronal cells present in the forming ducts. However, innervation of the duct at these early stages has not previously been reported, in chicken, mouse or human. This includes fine ultrastructural studies [20, 21, 39, 70, 71]. Alternatively, these enriched networks suggest that migrating duct epithelial cells may rely upon similar signaling pathways to those of migrating or elongating neurons. During development, neural crest cells migrate by following paths laid down by cell adhesion molecules in the extra-cellular matrix, while neurons of the CNS migrate along trails of glial supporting cells [72]. In terms of axonal guidance, both attractive and repellent signaling factors are known [69]. The presumed chemotactic cue that drives cranio-caudal migration of the Müllerian duct is unknown. This signal/s may be a positive guidance factor secreted by the posterior mesenchyme (or kidney), or it could be a repulsive factor concentrated at the anterior pole. A morphogen gradient is likely to be involved, but classic morphogens such as Hedgehog or WNT do not show the appropriate graded expression pattern [40]. 

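RGMB (gene23273, chromosome Z from 51419538 to 51435224) was at 28.9 ± 4.50 CPM in E4.5-Ant (14.9 in the omitted library), 26.3 ± 1.84 in E4.5-Post, 69.7 ± 8.46 at E5.5 and 184 ± 10.5 at E6.5. At E5.5 its log2FC against E4.5-Post was 1.41 (SE 0.0944, edgeR FDR 3.68e-08) and at E6.5 2.81 (SE 0.0955, edgeR FDR 4.72e-11), with 1.40 and 2.79 for 12 libraries and without overlap between libraries. For E4.5-Ant it was 0.10 (SE 0.110, edgeR FDR 0.524), or 0.062 with 12 libraries. Another gene the paper names, ADGRG1 (gene13837, chromosome 11 from 532766 to 541920), was at 24.7 ± 0.0406 CPM in E4.5-Ant (9.74 in the omitted library), 31.2 ± 1.84 in E4.5-Post, 28.3 ± 0.423 at E5.5 and 54.5 ± 1.73 at E6.5. It was DEG at E6.5 only, with a log2FC of 0.81 (SE 0.0610, edgeR FDR 5.69e-08), against -0.14 (edgeR FDR 0.0789) at E5.5.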

In the developing chicken Müllerian duct, we detected enriched expression of *RGMB,* Repulsive Guidance Molecule BMP Co-Receptor B, which is known to contribute to axonal guidance and regeneration [73, 74]. This factor may also be therefore be important for Müllerian duct elongation. The epithelial tip cells of the elongating Müllerian duct are crucial for proper duct development. Little is known about the exact properties of these cells, although studies have shown that they actively proliferate during duct elongation in the chicken [23]. It would be of interest to culture embryonic Müllerian duct in the presence of some of the neuronal-related factors identified here, to assess effects upon cell migration and proliferation.

The data presented here reveal novel genes implicated in vertebrate Müllerian duct development. The WCNA analysis revealed novel genetic modules engaged during the period of duct development. For example, the pale-turquoise module revealed at 4.5 anterior (i.e. mesonephric kidney plus duct anlagen) (Fig. 4a), comprised genes related to cell adhesion and actin filament organization. These processes are indeed required for the rearrangement of cells to form the invaginating cells of the early chicken Müllerian duct [21]. Other components of these modules included genes with roles in integrin-mediated signaling, as expected of cells invaginating and giving rise to duct mesenchyme via EMT (Supplementary Table 2). We identified several transcripts that were enriched specifically in these E4.5 anterior tissues and not at later stages. These represent novel candidate regulators or duct specification and invagination. They included *GALNT16* (a glycosylating enzyme), *SEMA3G* (a cell migration and invasion-linked semaphorin), *ADRB2* (adenoreceptor-beta 2) and *CBLN1* (cerebellin-precursor, required for neuronal synapse function). 

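GALNT16 (gene9551, chromosome 5 from 28248849 to 28309327) was at 92.1 ± 13.3 CPM in E4.5-Ant (86.8 in the omitted library), 20.0 ± 2.30 in E4.5-Post, 24.6 ± 2.13 at E5.5 and 15.8 ± 1.75 at E6.5. On passing from E4.5-Ant to E5.5 its log2FC was -1.87 (SE 0.117, edgeR FDR 4.92e-08), or -2.17 with 12 libraries. SEMA3G was at 37.0 ± 3.88 CPM in E4.5-Ant (15.4 in the omitted library), 17.1 ± 1.6 in E4.5-Post, 7.92 ± 1.33 at E5.5 and 8.35 ± 1.03 at E6.5. CBLN1 (gene14029, chromosome 11 from 7038838 to 7041587) was at 26.4 ± 3.15 CPM in E4.5-Ant (12.6 in the omitted library), 10.8 ± 1.22 in E4.5-Post, 3.06 ± 0.301 at E5.5 and 1.86 ± 0.362 at E6.5. Its log2FC was 1.26 (edgeR FDR 7.03e-06) in E4.5-Ant, -1.81 (edgeR FDR 1.27e-07) at E5.5 and -2.53 (edgeR FDR 5.91e-09) at E6.5 against E4.5-Post and -3.07 (edgeR FDR 5.92e-09) from E4.5-Ant to E5.5. With 12 libraries the first was 1.18 and the last -3.01. SEMA3G and CBLN1 were lower in both ducts than in E4.5-Post, and in the omitted library SEMA3G was under its E4.5-Post mean and CBLN1 near it before allowing for the rRNA counts of that library. In all, 74 genes were higher in E4.5-Ant and lower in E6.5 duct than in E4.5-Post, and 76 were lower and then higher. All 74 and all 76 were also DEG between E6.5 duct and E4.5-Ant.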

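THBS2 (gene6125, chromosome 3 from 41432031 to 41466039) was at 253 ± 31.9 CPM in E4.5-Ant (239 in the omitted library), 20.0 ± 4.33 in E4.5-Post, 45.0 ± 2.49 at E5.5 and 30.1 ± 0.856 at E6.5. In E4.5-Ant its log2FC against E4.5-Post was 3.63 (SE 0.120, edgeR FDR 2.47e-10), or 3.92 with 12 libraries, and from E4.5-Ant to E5.5 it was -2.46 (SE 0.113, edgeR FDR 5.29e-09). The ducts were above E4.5-Post by 1.17 (edgeR FDR 1.1e-06) at E5.5 and 0.60 (edgeR FDR 0.000467) at E6.5. The E6.5 call was lost with 12 libraries (0.57) and without E4.5-Post library 1 (0.54), E4.5-Post library 2 (0.49) or E6.5 duct library 1 (0.58).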

*THSB2* (Thrombospondin-2) was highly up-regulated specifically in E4.5 anterior tissues (the stage of duct invagination). Thrombospondins play decisive roles in cell-cell and cell-matrix interactions [75].

Focussing on the ducts alone at E5.5 and E6.5, WCNA analysis revealed novel hub genes that showed high levels of expression in both static and dynamic comparisons and high-level connectivity to other genes. These included *ADGRD1* and *SPOCK1*at E5.5 and *LIMHC1* and *HRTA3* at E6.5. 

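With each of the 11 libraries left out in turn, the log2FC from E4.5-Post to E5.5 stayed between 2.69 and 2.88 for ADGRD1 and between 1.37 and 1.44 for SPOCK1. On passing from E4.5-Ant to E5.5 it stayed between 0.94 and 1.0 for ADGRD1 and between 0.56 and 0.63 for SPOCK1, on both sides of the fold limit. From E4.5-Post to E6.5 it stayed between 4.72 and 4.85 for HTRA3 and between 1.90 and 2.05 for LIMCH1. In the step from E5.5 to E6.5 it stayed between 0.85 and 1.17 for HTRA3, and between 0.55 and 0.65 for LIMCH1, again on both sides of that limit. HTRA3 and ADGRD1 kept each call in every one of these fits that was tested. From E4.5-Ant to E5.5, the fits without an E4.5-Ant library had no test.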

*ADGRD1* encodes a G-protein coupled receptor of the D sub-family (GPR133). G-protein coupled receptors were prominent in our datasets, pointing to a pervasive role in Müllerian duct formation. These large membrane-bound proteins transduce extra-cellular matrix signals through G proteins [76]. We recently demonstrated a requirement for one such family member, GPR56, in the chicken Müllerian duct [52]. *SPOCK1* (testican) also has a matrix association, encoding proteoglycan containing chondroitin- and heparan-sulfate chains, with unclear function [77]. *LIMCH1* encodes a protein that positively regulates actin stress fibre assembly and negatively regulates cell spreading and cell migration [78]. HTRA3 is a serine protease that cleaves ECM-associated proteoglycans. It also inhibits TGF-β signaling and regulates cell invasion [79–81]. Here, we found the gene to be expressed in the duct mesenchyme (Supplementary Figure 5). Altogether, the data indicate that these structural, cell adhesion and signal transduction factors are central hubs for Müllerian duct development.

More detailed expression analysis was conducted on a short list of differentially expressed genes (Figs. 5, 6 and 7). These genes were either very highly differentially expressed in the duct and/or encoded transcription factors. Transcription factors were prioritised due to their leading role as developmental regulators. Among these highly expressed genes were the transcription factors, *RUNX1, OSR1, PRICKLE* and *FOXE1.* Previous studies link *RUNX1* to the female reproductive tract*.* Runx1 has a role in the mouse ovary, where it maintains the fetal granulosa cell identity through interaction with Foxl2 [82]. Conditional deletion of *Runx1*in the embryonic mouse Müllerian duct results in failure of regional reproductive tract differentiation into vaginal epithelium postnatally [83]. The data presented here suggest that *Runx1* may also have an earlier critical role in duct formation, where it is expressed in both epithelium and mesenchyme (Fig. 6h). The odd-skipped-related transcription factor, *Osr1*, is a key driver of intermediate mesoderm formation and urogenital development [84, 85]. *Osr1*^*−/−*^ mice have complete agenesis of the adrenal glands, metanephric kidneys and gonads [84]. This early profound phenotype has precluded any analysis of the developing Müllerian ducts. The data presented here suggest a novel role for *Osr1* in the mesenchymal compartment during Müllerian duct formation.

*PRICKLE1* was strongly up-regulated during duct formation. This gene encodes a nuclear receptor that localises to the nuclear membrane and is implicated in planar cell polarity, inhibition of the Wnt/β-catenin signaling pathway, EMT and neuronal cell migration [86]. 

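PRICKLE1 (gene428, chromosome 1 from 29773408 to 29833531) was at 176 ± 3.26 CPM in E4.5-Ant (256 in the omitted library), 62.5 ± 4.14 in E4.5-Post, 137 ± 15.3 at E5.5 and 196 ± 2.55 at E6.5. Its log2FC compared with E4.5-Post was 1.46 (SE 0.0774, edgeR FDR 1.04e-08) in E4.5-Ant, 1.14 (SE 0.0712, edgeR FDR 1.85e-08) at E5.5 and 1.66 (SE 0.0716, edgeR FDR 2.85e-10) at E6.5, without overlap between libraries. The omitted library had the highest CPM of all 12, and with it the E4.5-Ant value was 2.08. In the step from E5.5 to E6.5 the log2FC was 0.52 (edgeR FDR 0.000146), under the fold limit, which it passed without E5.5 duct library 3 (0.59). The mean was thus lower at E5.5 than in E4.5-Ant and at E6.5.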

In the chicken embryo, *PRICKLE1* is expressed in a developmentally restricted fashion, in the primitive streak, ventral neural tube, and foregut at early stages and later in differentiating myotomes [87]. This is the first report of duct expression for *PRICKLE1*. Another mRNA highly enriched in the developing Müllerian duct was the forkhead box transcription factor, *FOXE1* (Fig. 7e, Fig. 1). Another well-characterised forkhead box gene, *FOXL2*, is required for ovarian development in chicken and other vertebrates [46, 88–91], while *FOXD1* was recently implicated in chicken testis development [92]. *FOXE1* has not previously been linked to development of the reproductive tract in any species. Here, we found that the gene is strongly expressed in the duct mesenchyme during development, and is down-regulated in males during duct regression (Fig. 7). In other tissues, *FOXE1* operates as a tumor suppressor [93–95]. Recent studies have shown that FOXE1 regulates cell proliferation and migration by activating the Wnt/β-catenin pathway in thyroid carcinoma cells [96, 97]. *FOXE1* mutations in humans cause Bamforth-Lazarus syndrome, characterized by thyroid and craniofacial defects, although no reproductive tract abnormalities have been reported [98]. *Msx1* and *Tgf-β3* are reported targets of Foxe1 in the developing palate [99]. We postulate that *FOXE1* in the chicken Müllerian duct regulates cell migration and/or EMT, given its mesenchymal localisation.

Other highly up-regulated genes in our data were *POSTN,* a secreted extracellular matrix protein that binds integrins to support cell adhesion and migration, *SMARCA2,* a transcriptional regulator via chromatin modification, and *TGFBI,* another extracellular matrix protein, which modulates cell adhesion and serves as a ligand recognition sequence for several integrins (Fig. 6). *TGFBI* plays a role in cell-collagen interactions, inhibition of cell adhesion and is induced by TGF-β signaling [44, 100–106]. Up regulation of *TGFBI* has been reported in a broad variety of diseases, including corneal disorders, nephropathy [107], rheumatoid arthritis [108], cancer [102, 104, 109] and atherosclerosis [110]. Lastly, our data reveal a novel involvement of long non-coding RNAs in formation of the Müllerian duct. Long non-coding RNAs have been implicated in phallus development in the wallaby [111], but this is the first report of lncRNA expression in the embryonic female reproductive tract of any species. A large number of lncRNAs were identified in this study. Their role in the Müllerian duct is speculative, but lncRNAs in other tissues can have a range of functions, from chromatin modification and transcriptional regulation in the nucleus through to translational regulation and microRNA modulation in the cytoplasm [112].

## Conclusions

In summary the data presented here provide a detailed view of the developmental pathways engaged during vertebrate Müllerian duct development. A number of novel genes and pathways have been revealed, notably those involved in Wnt, MAP kinase and TGF-β signaling, cell migration factors and factors interacting with the extra-cellular matrix. Due to its development *in ovo* and hence ease of experimental manipulation, the chicken model is ideal for live cell studies and gene manipulation during duct formation. For example, Atsuta et al. (2013) used *in ovo* electroporation and time lapse imaging to label Wolffian duct precursors with EGFP in the chicken embryo, allowing the tracking of migrating cells. Wolffian duct elongation was aberrant when a Rho inhibitor electroporated [113]. A similar approach could be used to manipulate factors and then observe cell behaviour during Müllerian duct elongation. We and others have used *in ovo* electroporation to manipulate endogenous gene expression in the embryonic chicken Müllerian duct [21, 23, 40]. TOL2 transposons that integrate into the genome can be electroporated into the nascent duct, delivering transgene over-expression or shRNA-mediated knockdown [52]. These approaches can be used for rapid functional analysis of the novel genes and pathways identified here. The data also provide a transcriptomic resource for research on other models of tubulogenesis.

## Methods

### Embryo incubation and tissue collection

Fertilized eggs of Hy-Line Brown chickens (*Gallus Gallus domesticus*) were purchased from Hy-Line Australia, Pty Ltd., Woodend, Victoria, and incubated at 37.8 °C with rocking under humid conditions. For RNA-seq, embryos were harvested at three key developmental stages of Müllerian duct formation: specification and invagination (embryonic day (E) 4.5/HH stage 25), duct elongation (E5.5/HH stage 28 and E6.5/HH stage 30), [114].

### RNA extraction, library preparation and RNA sequencing

Total RNA was extracted from pooled embryonic chicken urogenital systems and Müllerian ducts at embryonic day (E) 4.5, E5.5 and E6.5. These stages cover the non-sexually dimorphic phase of duct formation in chicken. Tissues were therefore not separated by sex. These stages also pre-date the later regression phase of duct development (after E7.5), in which both ducts regress in males and the right duct regresses in females. This project focussed on duct formation rather than regression. Due to the difficulty of cleanly dissecting nascent Müllerian duct at E4.5, the entire anterior third of the paired urogenital system was taken. This comprised the anterior portion of the paired mesonephric kidneys, some attached midline mesentery and the region of coelomic epithelium that undergoes specification and invagination at the onset of Mullerian duct formation (also called the Müllerian ridge). The posterior two thirds of the urogenital system served as negative control tissue, comprising mesonephros and mesentery but no Müllerian ridge. At E5.5 and E6.5 (HH28 and 30), the developing Müllerian duct could be dissected away from the mesonepehros. The entire duct, including surface epithelium, underlying duct mesenchyme and the (innermost) Müllerian epithelium, was dissected from the adjoining mesonephros as one structure. This was done for each pair of ducts. Tissues samples were collected and pooled in triplicate and comprised in total: 5 paired E4.5 (HH25) anterior urogenital system and E4.5 (HH25) posterior urogenital system negative control × 3 (i.e. left and right urogenital systems from 15 individuals), 3 paired E5.5 (HH28) Müllerian duct × 3 (i.e. left and right Müllerian duct from 9 individuals), 4 paired E6.5 (HH31) Müllerian ducts × 3 (i.e. left and right Müllerian duct from 12 individuals). Pooled tissues for each replicate were snap frozen on dry ice and stored at − 80 °C.

Total RNA was extracted from paired E4.5 (HH25) anterior urogenital system, E4.5 (HH25) posterior urogenital system, E5.5 (HH28) and E6.5 (HH30) Müllerian duct using TRIzol, as per the manufacturer’s instructions. All RNA samples were treated with DNase I using the Ambion DNA-free kit to remove contaminating genomic DNA. After RNA quantification and quality control for RNA integrity, libraries were prepared in triplicate from 300 ng of total RNA using the Illumina TruSeq Stranded mRNA kit using single indexing according to the manufacturer’s recommendation. Barcoded libraries were pooled and sequenced in a single lane of an Illumina NextSeq500 with a V2 75c sequencing kit according to the manufacturer’s instructions at Micromon - Next-Generation Sequencing & Genomics Facility in Monash University, Clayton, Melbourne.

### Bioinformatic analysis

Raw fastq files have been analysed with RNAsik pipeline (Tsyganov et al. 2018) to produce raw genes count matrix and various quality control metrics. For this analysis RNAsik pipeline (Tsyganov et al. 2018) ran with STAR aligner option [115] and reads were quantified with featureCounts [116]. Chicken reference GFF and FASTA files were downloaded from RefSeq database (https://www.ncbi.nlm.nih.gov/assembly/GCF_000002315.6). Raw counts were then analysed with Degust (Powell 2015) web tool to do differential expression analysis to produce list of differentially expressed genes and several quality plots including classical multidimensional scaling (MDS) and MA plots. In this analysis limma voom [42] was used for differential expression analysis. Degust (Powell 2015) largely followed limma voom workflow with typical counts per million (CPM) library size normalisation and trimmed mean of M values (TMM) normalisation [117] for RNA composition normalisation. Differentially Expressed Genes (DEGs) were selected by meeting cut-offs of FDR ≤ 0.05, and Log2FC ≤ 0.585 or ≥ 0.585.

### Network analysis

Protein-Protein Interaction (PPI) networks were constructed by STRING [118] and visualized by Cytoscape 3.7.1 [119]. Only interactions from experiments or databases options with a high confidence (≥ 0.7) were used. To find subnetworks, we applied clustering with Overlapping Neighborhood Expansion (ONE) algorithm using application Cluster ONE 1.0 [120] from Cytoscape. Parameters for finding subnetworks were as follows. Minimum size 5, Minimum density Auto, edge weight was STRING confidence value, and *p*-value ≤0.001. To detected co-expressed genes and their networks relating to each developmental stage, we applied Weighted Gene Co-expression Network Analysis (WGCNA) on all the samples using R programming [121]. Briefly, to remove noise from the data, a matrix of count per million reads (CPM) were filtered for any gene with average CPM of more than 5 and normalized with Log2. 

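Of the 24121 genes in the deposited table, 11776 had a mean CPM above 5 over the 11 libraries, 11444 of them protein coding. On leaving out each library in turn the number lay between 11751 and 11787. With the library sizes scaled by TMM it was 11777, and with all 12 libraries 11712. A limit of 5 CPM in every library, in place of the mean, moved it most, to 10976.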

The matrix had 11,776 genes that met the cut-offs. A signed network was constructed by a soft-power of 26. All other options remained as default. Module eigengenes highly correlated with each developmental stage were selected for further analysis. For each module, hub genes, as central members of the network, were detected as genes with high weighted degree score. The top 50 or 100 hub genes were presented for each module and visualized by Gephi 0.9.2. Gene Ontology (GO) analysis was performed only on module members with a *p*-value ≤0.05, either for gene significance or module membership scores.

#### Hierarchical clustering and correlation analysis

To perform hierarchical clustering, we applied *k*-means clustering. Appropriate *k* values were detected by Elbow method [122] and distances were calculated with either correlation or Euclidean methods. For correlation analysis we used Pearson’s correlation. All analysis was performed using R programming. As there is no published list for chicken transcription factors, we obtained a list of genes with a Gene ontology related to “DNA binding” or “transcription factor activity”. After filtering the list of genes to exclude any non-transcriptional processes such as DNA repair, helicase activity, etc., a list of 1212 unique genes was obtained. Using this list, based CPM, we clustered TFs in groups through development of the Müllerian duct, based on CPM. Additionally, coordinate plots were provided to show correlated TFs expression.

### Gene ontology

Gene Ontology (GO) analysis was performed using DAVID online tool [123]. We used the top 10, 5 or 3 biological processes with a *p*-value < 0.05 and highest number of genes involved in the process. For GO analysis of DEGs, we used network-based analysis according to similarity to find the most connected processes according to common genes among them. We applied Enrichment Map application from Cystoscope with an edge cut-off similarity ≥0.2 and *p*-value ≤0.05 [124].

### RT PCR and qRT-PCR

Total RNA samples were treated with DNase I using the Ambion DNA-free kit to remove contaminating genomic DNA. Five micrograms of total RNA were reversed transcribed into cDNA using random hexamers using AMV reverse transcriptase (Promega, Cat. # M9004). For RT-PCR, gene-specific primers were used as shown in Supplementary Table 1. RT-PCR was performed using GoTaq Flexi DNA polymerase according to the manufacturer’s instructions (Promega # M8291). PCR cycling conditions were 95 °C × 10 min, (95°c × 30 s; 5 °C × 30 s; 60 °C × 30 s; 72 °C × 30 s) × 32, 72 °C × 5 min, 4 °C hold. Quantitative RT-PCR was performed on triplicate samples using QuantiNova SYBR® Green PCR Kit, as described previously (Hirst et al. 2017). Data was normalised against *β-ACTIN* expression using the Pfaffl method [125]. Data was analyzed using one-way ANOVA followed by Tukey HSD post hoc test (GraphPad Prism). For both RT-PCR and qRT-PCR, control cDNA samples were not incubated with reverse transcriptase.

### Embryo sexing and whole-mount in situ hybridization

For genetic sexing of embryos, a small piece of limb tissue was digested in PCR compatible Proteinase-K buffer and the genomic DNA was used for rapid PCR sexing. By this method, only females show a W-linked repetitive element of the *Xho*I class [126]. For in situ hybridization, chicken urogenital systems were dissected from sexed embryos over stages of development; E4.5 (HH25), E5.5 (HH28), E6.5 (HH30) and E8.5 (HH34). At least three embryos were used for each sex and time point.

Whole mount in situ hybridization was conducted as described previously [127]. To generate RNA probes, the relevant cDNAs were firstly cloned into the pGEM-T Easy vector and confirmed by sequencing. Supplementary Table 1 lists the PCR primers used to generate cDNA’s for in situ hybridization. M13 Forward and Reverse primers were used to amplify the cDNA (= riboprobe template). For antisense and sense (negative control), digoxigenin-labeled RNA probes were generated using the relevant T7 or SP6 RNA polymerase sites present in the amplified PCR product. 300 ng of riboprobe template was used for each reaction. Following synthesis, riboprobes were precipitated in 100% ethanol at − 20 °C and resuspended in 100 μL RNase-free water prior to addition to (pre)-hybridization mix. Whole embryonic urogenital tissues were fixed overnight at 4 °C in 4% paraformaldehyde, pooled by sex and dehydrated into l00% methanol prior to further processing. Briefly, following rehydration of embryos from 100% methanol to PBTX (PBS + 0.1% Triton X-100), tissues were treated with Proteinase K in PBTX (10μg/mL) for 30–90 min, depending on their age. Tissues were briefly re-fixed in PFA and equilibrated overnight in hybridization buffer at 65 °C. RNA probes tissues were then added overnight at 65 °C. Tissues were then washed at low and high stringency washes to remove unbound, pre-blocked with in Tris buffer (pH 7.5) containing triton- 100 containing 5% sheep serum and 2% bovine serum albumin (BSA). Tissues were then incubated overnight with an anti-digoxigenin-alkaline phosphatase conjugated antibody (1:2000; Roche). Samples were then washed TBTX, equilibrated in NTMT buffer and developed in the dark with chromogen (BCIP/NBT in Tris buffer, pH 9.5). Tissues were imaged using Leica WILD MZ8 - Leica DC300 dissecting light microscope. Tissues were then washed in TBTX (10 min), NTMT (10 min) and over-stained in NTMT + BCIP/NBT at room temperature over 2–3 days. Tissues were then processed for cryo-sectioning and frozen sections were cut at 14 to18 μm and mounted onto slides for imaging.

## Supplementary information

**Additional file 1: Supplementary Figure 1.** Heatmap plot, showing expression of known genes implicated in the stages of Müllerian duct development (specification, invagination, elongation and differentiation) (Log2 cpm). Transcripts of known genes such as *PAX2, LIM1 (LHX1), WNT4, DMRT1* were all present and enriched in the datasets.

**Additional file 2: Supplementary Figure 2.** PPI network analysis and Gene ontology of the clusters (sub-networks) for static comparison of samples.

**Additional file 3: Supplementary Figure 3**. PPI network analysis and Gene ontology of the clusters (sub-networks) for dynamic comparison of samples.

**Additional file 4: Supplementary Figure 4.** Weighted Gene Co-expression Network Analysis. a) Hierarchical clustering of gene expression groups of individual samples by developmental stage. b) Clustering and merging modules with 75% similarity. c) Module heatmap. Expression 18 colour-coded modules (Red = high level expression, green = low level expression). Some modules positively correlated with duct development (e.g, magenta, highlighted), while others were negatively correlated (e.g., dark olive green). Post_4.5 = negative control tissue. d) Gene significance vs module membership plots of positively correlated modules with each stage.

**Additional file 5: Supplementary Figure 5.** Expression of a selected hub gene, *HTRA3*, in chicken Müllerian duct. The gene is expressed in the Müllerian ducts and in the anterior region of the mesonephros. Sectioned whole mount in situ’s showed expression in the mesenchymal compartment.

**Additional file 6: Supplementary Figure 6.** RT-PCR analysis. Un-cropped gel images of RT-PCR analysis shown in Fig. 5b.

**Additional file 7.**

**Additional file 8.**

## Data Availability

The raw RNA-seq data described in this paper has been deposited on the NCBI Geo portal (GEO ID - Series GSE153029). https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153029. The data show the average cpm for each gene and log2fold change.

## Abbreviations

*ADGRD1*: Adhesion G Protein-Coupled Receptor D1
*ADRA1D*: Adrenoceptor Alpha 1D
*APCCD1*: Adenomatosis Polyposis Coli Down-Regulated 1
*ASTN2*: Astrotactin 2
*BMP*: Bone Morphogenetic Protein
*CACNA1H*: Calcium Voltage-Gated Channel Subunit Alpha1 H
*CALCR*: Calcitonin Receptor
*CALD1*: Caldesmon 1
*CBLN1*: Cerebellin-precursor
*CDC42EP3*: CDC42 Effector Protein 3
*CLCN4*: Chloride Voltage-Gated Channel 4
*CLIP2*: CAP-Gly Domain Containing Linker Protein 2
*COL1A2*: Collagen Type I Alpha 2 Chain
DEGs: Differentially Expressed Genes
*DENND2A*: DENN Domain Containing 2A
*DKK1*: Dickkopf WNT Signaling Pathway Inhibitor 1
*DMRT1*: Doublesex And Mab-3 Related Transcription Factor 1
*Ecm1*: Extracellular Matrix Protein 1
*EGFLAM*: EGF Like, Fibronectin Type III And Laminin G Domains
*EGFR*: Epidermal Growth Factor Receptor
ERK: Extracellular signal-Regulated Kinases
*FHL2*: Four And A Half LIM Domains 2
*FOXE1*: Forkhead Box E1
*GALNT16*: Polypeptide N-Acetylgalactosaminyltransferase 16
GDF7: Growth Differentiation Factor 7
*GPR56*: Adhesion G-Protein Coupled Receptor G1
HFG: Hand-Foot-Genital
*HOXA13*: Homeobox A1
*HTRA3*: HtrA Serine Peptidase 3
*LAPTM4B*: Lysosomal Protein Transmembrane 4 Beta
*LIM1*: LIM Homeobox 1
*LMCD1*: LIM nd Cysteine Rich Domains 1
lncRNA: Long non-coding RNA
*LOXL2*: Lysyl Oxidase Like 2
*LRIG3*: Leucine Rich Repeats And Immunoglobulin Like Domains 3
*PRUNE2*: Prune Homolog 2 With BCH Domain
MRKH: Mayer-Rokitansky-Küster-Hauser syndrome
*NEBL*: Nebulette
*OSR1*: Odd-Skipped Related Transcription Factor 1
*Pax2*: Paired Box 2
PCA: Principle Component Analysis
*PI15*: Peptidase Inhibitor 15
*POSTN*: Periostin
PPI: Protein Protein Interaction
*PRDM6*: PR/SET Domain 6
*PRICKLE1*: Prickle Planar Cell Polarity Protein 1
RA: Retinoic Acid
*RUNX1*: Runt-Related Transcription Factor 1
*SEMA*: Semaphorin
*SLIT1*: Slit Guidance Ligand 1
*SMARCA2*: SWI/SNF Related, Matrix Associated, Actin Dependent Regulator Of Chromatin, Subfamily A, Member 2
*SPOCK1*: SPARC (Osteonectin), Cwcv And Kazal Like Domains Proteoglycan 1
*SYNOP2*: Synaptopodin 2
*TGFB1*: Transforming Growth Factor Beta 1
*TSHZ3*: Tea-shirt Zinc Finger Homeobox 3
*VEGFD*: Vascular Endothelial Growth Factor D
WGCNA: Weighted Gene Co-expression Network Analysis
*WNT*: Wingless-related integration site

# Supplementary material for: Transcriptional landscape of the embryonic chicken Müllerian duct
**Source:** BMC Genomics. 2020 Oct 2;21:688. doi: 10.1186/s12864-020-07106-8
**Supplement:** Supplementary file 6 — Additional file 6: Supplementary Figure 6. RT-PCR analysis. Un-cropped gel images of RT-PCR analysis shown in Fig. 5b.

# Suppl Fig .6

## Original gel Image for fig 5.

5.5 = Embryonic day 5.5 duct  
6.5 = embryonic day 6.5 duct  
8.5M = day 8.5 male duct  
8.5F = day 8.5 female duct  
RT- = Reverse Transcriptase  
omitted.  
WE = Whole embryo, E4.5

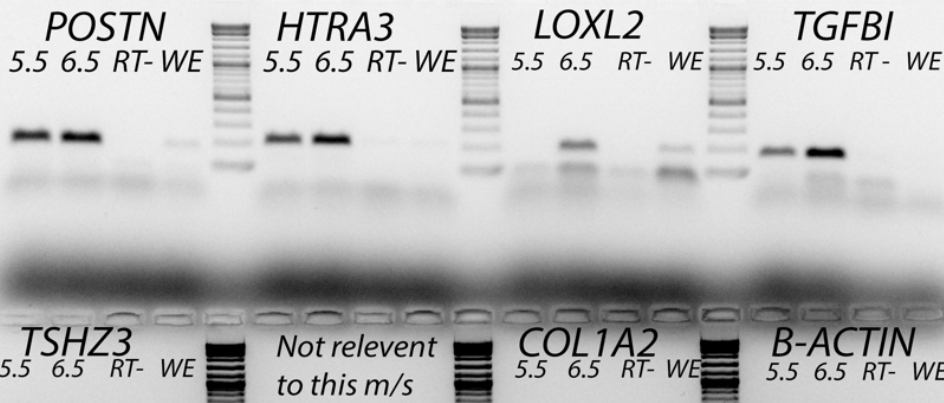not relevant

*FOXE1*  
5.5 6.5 RT- WE

*SMARCA2*  
5.5 6.5 RT- WE

*PRICKLE1*  
5.5 6.5 RT- WE

*RUNX1*  
5.5 6.5 RT- WE

*FOXE1*  
e5.5 6.5 8.5M 8.5F WE RT- 4.5A

*B-ACTIN*  
e5.5 6.5 8.5M 8.5F WE RT- 4.5A

*OSR1*

E5.5 6.5 8.5M 8.5F WE RT- 4.5A

# Supplementary material for: Transcriptional landscape of the embryonic chicken Müllerian duct
**Source:** BMC Genomics. 2020 Oct 2;21:688. doi: 10.1186/s12864-020-07106-8
**Supplement:** Supplementary file 7 — Additional file 7.

|     | A                                              | B                                  | C                                            | D                   |
|-----|------------------------------------------------|------------------------------------|----------------------------------------------|---------------------|
|     | Suppl. Table 1. PCR Primers used in this study |                                    |                                              |                     |
| 1   | Chicken <i><math>\beta</math>-Actin</i>        | Forward sequence (5'→3')           | Reverse sequence (5'→3')                     | Application         |
| 2   | Chicken <i>COL1A2</i>                          | GCTACAGCTTCACCACCACA               | TCTCTGCTCGAAATCCAGT                          | RT-PCR              |
| 3   | Chicken <i>COL1A2</i>                          | TCAGCCTTCTCTCAGACCCA               | TCCAGTAGAAACCGCTGCTC                         | RT-PCR              |
| 4   | Chicken <i>SMARCA2</i>                         | GAACGGACCTTCCTGGTA                 | CACTCATATCTGGGGTTTGGC                        | RT-PCR              |
| 5   | Chicken <i>POSTN</i>                           | GGAGCTGGAACTGAGTACACC              | TTGTGATCCCCCTTGTTGTC                         | RT-PCR              |
| 6   | Chicken <i>PRICKLE</i>                         | CGCTCTCCGCTGTCAATG                 | CAGGGGCACAAGTGTGAAGT                         | RT-PCR              |
| 7   | Chicken <i>HTRA3</i>                           | TGGCAAAGAACTTGGCTTGC               | AATGCGGTCCGACGGGAATAG                        | RT-PCR              |
| 8   | Chicken <i>TGFB1</i>                           | CCACAGGGGAACTCAACAA                | TGTCTCCTGCATGGACTTG                          | RT-PCR              |
| 9   | Chicken <i>TSHZ3</i>                           | GGATCTCTGGGGCTAAAGCAA              | TTTGAGAAGGCTCTCCATCA                         | RT-PCR              |
| 10  | Chicken <i>RUNX1</i>                           | AACCCAGAAACACGAGGCAA               | CCGTCAAGTCAGAAGCACCT                         | RT-PCR              |
| 11  | Chicken <i>FOXE1</i>                           | CGGTCAGCCAGGAGTAAGAC               | GAGGACAGTCAAGTTGCCCA                         | RT-PCR/q-RT PCR     |
| 12  | Chicken <i>LOXL2</i>                           | AGCACAACTTACCCTAACCC               | CAGCACGATGAACAGTGGT                          | RT-PCR              |
| 13  | Chicken <i>OSR1</i>                            | CAGGCACTTCACCAAGTCGT               | GGATATATCTGTGGTCTCTCAGGT                     | RT-PCR              |
| 14  | Chicken <i>COL1A2</i>                          | TGGAGCAGCGGTTTCTACTG               | GGCCAATGTGCAAAACCGAAT                        | Riboprobe synthesis |
| 15  | Chicken <i>SMARCA2</i>                         | GTTTGGGAAGCGGAGGGAAT               | CTGTACAGGGCTGAAAGGGG                         | Riboprobe synthesis |
| 16  | Chicken <i>POSTN</i>                           | TTGGAAGTGGCTTTGAGCCT               | GGTGCTTCTTCCAAACGGAC                         | Riboprobe synthesis |
| 17  | Chicken <i>PRICKLE</i>                         | CGCTCTCCGCTGTCAATG                 | AAACTGCAACTTCACCCGCC                         | Riboprobe synthesis |
| 18  | Chicken <i>HTRA3</i>                           | ATCGGGTCACCTACAGTCCA               | TTCGGATGCCAATGAAACGC                         | Riboprobe synthesis |
| 19  | Chicken <i>TGFB1</i>                           | GAACTTGAACAGGCCGGGTA               | CACTCTGGGAGCCTGGTTTT                         | Riboprobe synthesis |
| 20  | Chicken <i>RUNX1</i>                           | GGCAGAGGGTTGTAACCATGA              | CCGTCAAGTCAGAAGCACCT                         | Riboprobe synthesis |
| 21  | Chicken <i>FOXE1</i>                           | TCTGCTGTTCTGTGACTTTGC              | GCAGATCTCTGTCCCAAACC                         | Riboprobe synthesis |
| 22  | Chicken <i>OSR1</i>                            | ATGTCATCCAGCCCCAAGCAA              | TCTCGGGGAGATTTCGCTCT                         | Riboprobe synthesis |
| 23  | LOC107052410                                   | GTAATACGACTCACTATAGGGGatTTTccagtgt | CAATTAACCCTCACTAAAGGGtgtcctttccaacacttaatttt | Riboprobe synthesis |
| 24  |                                                |                                    |                                              |                     |
| 25  |                                                |                                    |                                              |                     |
| 26  |                                                |                                    |                                              |                     |
| 27  |                                                |                                    |                                              |                     |
| 28  |                                                |                                    |                                              |                     |
| 29  |                                                |                                    |                                              |                     |
| 30  |                                                |                                    |                                              |                     |
| 31  |                                                |                                    |                                              |                     |
| 32  |                                                |                                    |                                              |                     |
| 33  |                                                |                                    |                                              |                     |
| 34  |                                                |                                    |                                              |                     |
| 35  |                                                |                                    |                                              |                     |
| 36  |                                                |                                    |                                              |                     |
| 37  |                                                |                                    |                                              |                     |
| 38  |                                                |                                    |                                              |                     |
| 39  |                                                |                                    |                                              |                     |
| 40  |                                                |                                    |                                              |                     |
| 41  |                                                |                                    |                                              |                     |
| 42  |                                                |                                    |                                              |                     |
| ... |                                                |                                    |                                              |                     |

# Supplementary material for: Transcriptional landscape of the embryonic chicken Müllerian duct
**Source:** BMC Genomics. 2020 Oct 2;21:688. doi: 10.1186/s12864-020-07106-8
**Supplement:** Supplementary file 8 — Additional file 8.

Supplementary Table 2. GO result for detected modules with WGCNA through development of Mullerian duct.

How the deposited data were processed for this re-analysis (not part of the article)

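RNA was measured in 4 tissues of the chicken embryo, with 3 libraries each. They were the anterior and the posterior urogenital tissue at E4.5 (HH25) and the Müllerian duct at E5.5 (HH28) and E6.5 (HH30). The authors prepared the libraries with a stranded mRNA kit and sequenced them in a single lane, aligned the reads with STAR through the RNAsik pipeline and counted them with featureCounts 1.6.2. The count of reads on each gene was deposited by the authors as whole numbers, without normalization. The deposited tables give the counting command, which counts reads over whole genes, introns included, on the strand of the gene, and gives no option for reads that map to several places or to overlapping genes. Reads marked as duplicates were not left out by that command. There were 3 tables, one with gene names, one without them and one of protein coding genes, and all 24121 genes of the first and all 17485 of the third had the same counts in the tables that shared them. The genes comprise 17485 protein coding genes, 5147 lncRNAs and 95 rRNA genes, and 76 symbols occur more than once. Coordinates are those of GRCg6a as the files give them. The files give sequence accessions, so chromosome names were found by matching gene symbols with a RefSeq table of GRCg7b. Of the 24121 genes, 18401 had a symbol found once in both, and 22662 lie on a sequence that was named in this way. No coordinate of GRCg7b was used, and which genes neighbour each other was taken from the GRCg6a coordinates.

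The number of counts on genes per library was between 24235353 and 31373783, with a median of 28507029. Between 15309 and 16066 genes had at least 10 counts in a library. Counting error of a gene is therefore small for abundant genes, while genes with 3 counts or fewer in every library of a tissue were taken as at the floor and their fold changes given as lower bounds. Intervals of shares are Wilson intervals of 95% and cover counting error only. The columns of the tables name the tissue and number its libraries from 1 to 3, and these numbers are used here. Anterior and posterior tissue came from the same 15 embryos, but neither the columns nor the paper say that equal numbers mark the same embryos. Of the 3 samples titled as E5.5 duct, 1 has a cell type entry that names posterior kidney tissue. It was taken as E5.5 duct, as its title and tissue entry give it and as the 3 pools per tissue require, and the columns do not say which library it is.

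Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and tables and figures were made in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Libraries were grouped by tissue. Each of the 5 comparisons was tested in edgeR with a quasi-likelihood model of all 4 tissues, TMM normalization and filterByExpr by tissue. Adjusted p-values follow Benjamini and Hochberg over all tested genes. DEG had an edgeR FDR of at most 0.05 and an absolute log2FC of at least 0.585, and lncRNAs were counted at an edgeR FDR of at most 0.1 with the same fold limit. The standard error of a log2FC is its size divided by the square root of the F statistic. The fits used the 11 libraries that match the paper's plotted values, and every comparison was also made with all 12. On simulated counts with the means and totals of these libraries and 200 genes changed by known fold changes, the test recovered 92% of the changed genes for E4.5-Ant against E4.5-Post and 93.5% for E6.5 duct against E4.5-Post, and 99% of those changed 4-fold, with 2 false calls each (1.08% and 1.06% of the calls, over 16388 and 16405 genes).

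Principal components were computed from log2(CPM + 1) of the tested genes, centred and not scaled, with an exact permutation test over assignments of libraries to tissues. Gene families chosen by symbol and lists of marker genes were tested with camera on voom values, with a preset correlation of 0.01, and adjusted over the families or lists and the 5 comparisons. The lists were neuronal and neural crest, mesonephric nephron, red blood cells, endothelium, germ cells, skeletal muscle, smooth muscle, gonad, W-linked and Wolffian duct genes. The W-linked list also took the tested genes on chromosome W. Only the Wolffian duct list was written after the counts of WNT9B had been seen. After filtering, the lists held between 5 (germ cells) and 41 (W-linked) tested genes. Transcription factors were chosen by gene family, since the paper's text does not list its own. Overlaps between comparisons were set against 20 simulated data sets without differences, and random lists of matched length were drawn 10000 times.

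The alternatives, set before the data were examined, were voom with limma, the DESeq2 Wald test, library size only, DESeq2 size factors, no filter on low counts, at least 10 counts in every library, protein coding genes only, 2 tissues per fit, a test against the fold limit itself, all 12 libraries, leaving out each library in turn and 1 surrogate variable. For distances they were scaled genes, pseudocounts of 0.1 and 5 and the 500 most variable genes, for transcription factors Euclidean distance and a pseudocount of 0.1, for genes above an average CPM of 5 the TMM library size and a minimum in every library, for lncRNAs other limits of detection, edgeR FDR and fold, and for families fry and an estimated correlation. In a fit with 1 library in a tissue, no comparison with that tissue was tested. Added after the data had been seen were a fit with the library number as a replicate block and fry for the marker lists.

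The genes named in the text were chosen by a rule, set at the same time. They are every gene that the paper names in its results, discussion or figures and that the files hold under that symbol or one the paper pairs with it. For each comparison, the 3 genes that rose and the 3 that fell most were added, among DEG with a mean CPM of at least 5 in the higher tissue and no overlap between libraries. The results of 2 genes that this rule takes in are not reported here. Genes singled out for other reasons are said to have been picked after their values were seen.

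The library omitted by the paper was left out of the tests that are called 11-library tests, because the paper left it out. Gene ontology terms and co-expression modules were not analysed here, and neither were in situ hybridization, RT-PCR and quantitative PCR, which have no counts in the tables.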

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

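The tests of depth, rRNA and gene length in the omitted library, and those of smooth muscle, age and blood, were chosen only after the result was seen, while the test of RNA without poly(A) tails was set before.

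The E4.5-Ant library that the paper left out, and did not report on, carried 42.12% of its counts on rRNA genes, against at most 1.95% in each of the other 11 libraries. With rRNA genes left out it still differed from the other E4.5-Ant libraries, with a chi-square per degree of freedom of 71.28 or more, against 4.492 between those 2, which argues against rRNA alone. Its log2 ratio to the others rose with gene length, by 0.516 and 0.525 per 10-fold length over 11324 protein coding genes, against -0.00846 between the others. Unspliced RNA or genomic DNA is therefore a candidate explanation. Lower depth as the whole cause is argued against by the same slope of 0.516, since it would move genes of all lengths alike. Earlier tests of depth, among them a count of genes with at least 10 counts at equal depth (15303 in it, 15141 and 15264 in the others), decided nothing and were replaced after their outcome was seen. The 34 histone genes summed to 168.1 CPM without rRNA in it, against 119 and 123.8 in the others, so RNA without poly(A) tails may be a further source. No biological explanation was tested.

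Some genes moved in opposite directions in E4.5-Ant and in the E6.5 duct, both against E4.5-Post. There were 74 genes higher in E4.5-Ant and lower in the E6.5 duct, and 76 genes lower in E4.5-Ant and higher in the E6.5 duct, and all of them were also DEG between the E6.5 duct and E4.5-Ant. Of the DEG of the E6.5 duct against E4.5-Post, 3101 (73.9%) were not DEG in E4.5-Ant. Whether these follow the tissue or the 2 days of age cannot be told apart, because no other tissue was taken at E6.5. Both stay open as untested.

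Smooth muscle genes differed between the tissues in opposite directions. Their median log2FC was 0.961 in E4.5-Ant against E4.5-Post (camera FDR 4.52e-07, 8 of 12 genes higher and 0 lower) and -0.946 from E4.5-Ant to the E5.5 duct (camera FDR 1.86e-05, 7 of 12 lower and 2 higher), or 1.15 and -1.1 with 12 libraries. ACTA2 was at 540 CPM in E4.5-Ant, 159 in E4.5-Post and 208 at E5.5, with 328 in the omitted library, and ACTG2 at 104, 6.52 and 10.4, with 85.8. The paper names SYNPO2 and transgelin (TAGLN) of the 12, and DES is also in the skeletal muscle list. Endothelium genes had medians of 0.362 (camera FDR 0.00389) and -0.578 (camera FDR 2.51e-06) in the same comparisons. With an estimated correlation 0 of the 50 list tests passed and 4 had an unadjusted p under 0.05. Smooth muscle or vessel wall cells in the anterior tissue are a candidate explanation. A difference of the tissues or of their age stays open as untested.

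HBBA, a hemoglobin gene that the paper does not report, reached 263.9 CPM in the E6.5 duct. Its log2FC against E4.5-Post was 6.44, and that of HBE1 4.47, while HBZ (-4.5), HBBR (-2.77) and HBE (-2.53) were lower. All hemoglobin genes together came to 2845 to 3682 CPM in E4.5-Post, 795.4 to 1319 at E5.5 and 1005 to 1145 at E6.5. The share of HBBA among them was 0.0875% to 0.142% in the libraries of E4.5 and 22% to 25.6% at E6.5. A different amount of blood alone is argued against, since it would move these genes in 1 direction. The median of the 11 red blood cell genes was -1.26 (camera FDR 0.0143) at E5.5 against E4.5-Post and -1.11 (camera FDR 0.00198) from E4.5-Ant to E5.5. At E6.5 it did not pass, with -0.79 (camera FDR 0.148) against E4.5-Post and 0.617 (camera FDR 0.243) against E5.5. Of these genes, HBBA and HBE1 were picked from these libraries by the rule for named genes. A change with age or tissue stays open as untested.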

How the results depend on the processing

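The tests of the Wolffian duct list were chosen only after the counts of WNT9B had been seen, and the fit with a replicate block and fry for the marker lists were chosen only after the data had been seen. Counts are given in the order E4.5-Ant against E4.5-Post, E5.5 duct against E4.5-Post, E6.5 duct against E4.5-Post, E5.5 duct against E4.5-Ant and E6.5 against E5.5 duct. The numbers of DEG were 1785, 3420, 4197, 2161 and 1256. With voom and limma they were 1750, 3357, 4181, 2098 and 1232, with the DESeq2 Wald test 1628, 3159, 3961, 1941 and 1081, with library size only 1807, 3413, 4214, 2176 and 1260 and with 1 surrogate variable 1413, 3398, 4193, 1595 and 1230. Across the fits that each left out 1 library they lay from 1565 to 1803, 3121 to 3583, 4028 to 4244, 1923 to 2280 and 911 to 1327, and the numbers of lncRNA DEG from 281 to 358, 694 to 795, 749 to 860, 387 to 474 and 206 to 288. The genes shared by the 3 comparisons with E4.5-Post lay from 781 to 895, and those shared by the 3 successive comparisons from 147 to 181.

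The counts that moved most did so under stricter tests. Testing against the fold limit itself left 615, 1675, 2426, 949 and 220 DEG, 286 and 23 shared genes and 93, 337, 437, 164 and 34 lncRNA DEG. This follows from the construction of that test, which asks for a fold change above the limit and not only for a change. Asking for at least 10 counts in every library left 219, 448, 458, 270 and 151 lncRNA DEG, since it tested 1305 lncRNAs in place of 2151. For E6.5 duct against E4.5-Post, an absolute log2FC of at least 1 left 512 lncRNAs and one of at least 2 left 154, again by construction, and an edgeR FDR of at most 0.05 left 722. The number of lncRNAs detected fell from 4301 to 3376 with 10 counts summed over libraries, to 2151 with filterByExpr and to 1335 with a CPM of at least 1 in at least 2 libraries, which are higher limits by construction.

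The mean distance between libraries of different tissues was 2.444 times that within tissues. It was 1.629 with genes scaled to unit variance, 2.06 and 2.7 with pseudocounts of 0.1 and 5, 4.272 with the 500 most variable genes, 1.842 with 12 libraries and from 2.332 to 2.575 with 1 library left out, so it was above 1 in each of these. The number of genes with an average CPM above 5 was 11776, and 11777 on the TMM library size, 11444 among protein coding genes, 10976 with a CPM of at least 5 in every library, 11712 with 12 libraries and 11751 to 11787 with 1 library left out. For transcription factors, the distance of a library to the other tissue of its pair (both E4.5 tissues, or both ducts), divided by its distance to the other pair, moved from 0.4764 to 0.6984 with Euclidean distance, and the cause was not tested. It was 0.4752 with a pseudocount of 0.1, 0.5141 with 12 libraries and from 0.4362 to 0.5219 with 1 library left out.

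Of the 40 tests of gene families, 23 had a camera FDR of at most 0.05. With fry it was 27, with 12 libraries 22, with at least 10 counts in every library 21 and with 1 library left out from 22 to 23. With a correlation estimated from the libraries, 0 passed and 8 had an unadjusted p under 0.05, and the cause was not tested. Of the 50 tests of marker lists, 10 passed, and with fry 25, a difference whose cause was not tested. With 12 libraries it was 10, 9 with at least 10 counts in every library and from 9 to 12 with 1 library left out. No family or list whose median log2FC changed sign had passed with camera, and the cause of these changes was not tested. With 12 libraries the median of receptor tyrosine kinase and ERK signaling from E4.5-Ant to E5.5 went from 0.0801 to -0.072, and with at least 10 counts in every library that of cell adhesion at E6.5 against E4.5-Post went from -0.00877 to 0.00166. With 1 library left out, the median of receptor tyrosine kinase and ERK signaling in E4.5-Ant against E4.5-Post lay from -0.0237 to 0.0256, that of cell adhesion from -0.0729 to 0.0465 between E4.5-Ant and E5.5 and from -0.0424 to 0.0148 between E4.5-Post and E6.5, and that of axon guidance from -0.0078 to 0.095 between E4.5-Ant and E5.5. Between the ducts that of axon guidance lay from -0.0457 to 0.0609, that of WNT signaling from -0.0213 to 0.0566 and that of TGF-beta and BMP signaling from -0.011 to 0.037.

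Among the marker lists, asking for at least 10 counts in every library moved the median of germ cell genes from 0.397 to -0.176 at E5.5 and from 0.0821 to -0.00293 at E6.5, both against E4.5-Post, and from 0.293 to -0.0114 between the ducts. That of gonad genes went from -0.118 to 0.15 at E6.5 against E4.5-Post and from -0.122 to 0.247 between the ducts. All 12 libraries moved the median of germ cell genes in E4.5-Ant against E4.5-Post from -0.0417 to 0.0894, those of nephron and W-linked genes from E4.5-Ant to E5.5 from -0.176 to 0.0105 and from 0.0357 to -0.14, and that of Wolffian duct genes between the ducts from 0.00428 to -0.00504. With 1 library left out, medians against E4.5-Post lay from -0.164 to 0.0399 for red blood cells in E4.5-Ant, from -0.213 to 0.23 for skeletal muscle and from -0.0275 to 0.208 for neuronal genes at E5.5, and from -0.252 to 0.0405 for gonad and from -0.184 to 0.262 for W-linked genes at E6.5. From E4.5-Ant to E5.5 the median of W-linked genes lay from -0.108 to 0.0936, and between the ducts that of Wolffian duct genes lay from -0.0345 to 0.0302 and that of endothelium from -0.00441 to 0.109. The cause was not tested.

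For the genes named in the text there were 326 values of log2FC, of which 231 passed both limits. Under the alternatives that kept the 11 libraries or used all 12, 273 kept their direction and their side of the limits and 53 did not. The test against the fold limit took 35 below it, by construction. The DESeq2 Wald test took 7 below, among them HOXA10 (1.92 and 2.01) and HOXD10 (1.21 and 1.26) at E5.5 and E6.5 against E4.5-Post. No gene that changed direction passed both limits before or after. With 12 libraries the log2FC in E4.5-Ant against E4.5-Post went from 0.014 to -0.10 for BMP3, from -0.036 to 0.24 for TSHZ3, from -0.041 to 0.012 for LOC107052410, from 0.08 to -0.0044 for TGFB1 and from 0.067 to -0.057 for APCDD1, and from E4.5-Ant to E5.5 from 0.38 to -0.023 for EGFR and from 0.53 to -0.55 for CACNA1H. With voom and limma that of BMP3 in E4.5-Ant was -0.0049. With 1 library left out, the log2FC in E4.5-Ant against E4.5-Post lay from -0.20 to 0.22 for BMP3, from -0.0014 to 0.10 for HGF, from -0.0093 to 0.11 for APCDD1, from -0.13 to 0.056 for TSHZ3 and from -0.14 to 0.11 for LOC107052410. At E5.5 against E4.5-Post it lay from -0.036 to 0.13 for TAGLN and from -0.053 to 0.10 for TGFBR2, and between the ducts from -0.042 to 0.23 for HOXD10. The cause of these changes of direction was not tested. In E4.5-Ant against E4.5-Post, HOXA10 also changed direction without E4.5-Ant library 1. Without library 3 its log2FC was -5.73, with no test in either fit.

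Depth limits the genes near the floor. Where every library of a tissue had 3 counts or fewer, only a lower bound of the fold change can be given. Fits that leave out an E4.5-Ant library have 1 library in that tissue, so their comparisons with that tissue carry no test.

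The libraries of each tissue are numbered from 1 to 3, and with that number as a replicate block there were 1680, 3381, 4195, 2095 and 1207 DEG, 329, 773, 814, 441 and 276 lncRNA DEG and 854 and 164 shared genes, with 23 families and 11 marker lists past the limit. Anterior and posterior tissue came from the same embryos, but the correlation of the deviations from the tissue means between E4.5-Ant and E4.5-Post libraries of the same number was 0.054 and 0.0757, and with 12 libraries 0.116, -0.142 and -0.167. Over all 15 pairs of the 11 libraries with the same number it lay from -0.205 to 0.129, so the libraries share a number only and are not treated as paired.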

Differences from the paper's values

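No test given in this part was chosen only after the result was seen. The paper gives 132 lncRNAs that changed at an FDR of 0.1, without naming the comparison. Here 824 changed in the E6.5 duct against E4.5-Post. Of the alternatives set before the data were examined, an absolute log2FC of at least 2 closed the gap (154), and none of the others did for this comparison, with 437 to 970 lncRNAs. In other comparisons, at least 10 counts in every library (151 from E5.5 to E6.5) and the test against the fold limit (164 from E4.5-Ant to E5.5) came as close. For ACTB the mean at E5.5 was 3600 CPM here, against the paper's about 2300 in Fig. 5b, read by eye, and no alternative was set for it. The number of lncRNAs detected was 4301 here, and the paper, which gives its number in words, found fewer. A CPM of at least 1 in at least 2 libraries left 1335 and came closest.

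According to the paper, LHX1, PAX2 and the BMPs were enriched in its data. It shows known duct genes in a heatmap of log2 CPM and names no contrast with E4.5-Post, so a fall against that tissue does not by itself contradict it. Here LHX1 was lower than in E4.5-Post in all 3 tissues (log2FC -1.08 in E4.5-Ant, -0.69 at E5.5 and -0.83 at E6.5). PAX2 was lower in E4.5-Ant (-0.77), and in the ducts it was under the fold limit (-0.56 and -0.18). BMP3 was higher in both ducts, as the paper has it, at 25.6 CPM at E5.5 and 19.6 at E6.5 against 4.87 in E4.5-Post. BMP6 was lower in both ducts (-0.90 and -0.96) and BMP5 at E6.5 (-1.27). Without E4.5-Post library 1, BMP5 was also lower at E5.5 (-0.59), while with all 12 libraries it was higher in E4.5-Ant (0.69). BMP7 was higher at E6.5 (0.87), and at E5.5 only without E4.5-Post library 3 (0.59). BMP4 was higher only in E4.5-Ant, but also at E6.5 with at least 10 counts in every library (0.59), with protein coding genes only (0.60) and without E4.5-Post library 2 (0.64), E6.5 duct library 2 (0.60) or E6.5 duct library 3 (0.59).

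The paper places the rise of HOXA10 and HOXD10 at E6.5. Here they were already higher at E5.5 than in E4.5-Post (1.92 and 1.21), with little change from E5.5 to E6.5 (0.094 and 0.058). The paper describes the WNTs as rising over development. In the ducts against E4.5-Post, WNT4 passed only at E6.5 (0.55 at E5.5), and at E5.5 also without E4.5-Post library 3 (0.62) or E5.5 duct library 2 (0.61). WNT2 was not DEG at E5.5 (0.55), except without E4.5-Post library 2 (0.66), E5.5 duct library 2 (0.63) or E5.5 duct library 3 (0.61). Of the Dickkopf genes, DKK1 and DKK3 were DEG only at E6.5. DKK1 at E5.5 (0.86) passed with the DESeq2 Wald test, with no filter on low counts and without E4.5-Post library 2, E5.5 duct library 1 or E6.5 duct library 1, and DKK3 at E5.5 passed without E4.5-Post library 3 (0.60). In E4.5-Ant DKK3 (0.57) passed with library size only (0.60), with 2 tissues per fit (0.59) and without E4.5-Post library 3 (0.63) or E5.5 duct library 1 (0.59).

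The paper lists EFNB2 and SEMA3G among transcripts enriched in the duct, and SEMA3G elsewhere as specific to E4.5-Ant. Here EFNB2 was lower at E6.5 (-0.62, a call lost with 12 libraries, in the test against the fold limit and without E4.5-Post library 2 or E6.5 duct library 2) and SEMA3G in both ducts (-1.10 and -1.03), and both were higher only in E4.5-Ant. The paper counts TGFB1, TGFB3 and the receptors among genes that rose. TGFB1 was not DEG against E4.5-Post (0.51 at E6.5), except at E6.5 without E6.5 duct library 1 (0.59), and TGFB3 was higher only in E4.5-Ant (1.17). Between the ducts, the E6.5 libraries of TGFB1 (19.8 to 25.2 CPM) lay above those of E5.5 (13.5 to 15.6). TGFBR1, TGFBR2 and TGFBR3 had log2FC of 0.13, -0.18 and -0.55 at E6.5, and none was higher in any setting. Of the genes the paper finds in its data from a mouse study of regression, EDNRB was lower in both ducts (-1.45 and -1.85), COL9A3 at E6.5 (-1.89), and TAGLN was higher only in E4.5-Ant (3.16).

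The paper lists ADGRD2 as changed in E4.5-Ant, where it was not DEG here (0.11) under any setting. It describes THBS2 as specific to E4.5-Ant, while here it was also higher in the E5.5 (1.17) and E6.5 duct (0.60), although at E6.5 not with 12 libraries (0.57), in the test against the fold limit, or without E4.5-Post library 1 (0.54), E4.5-Post library 2 (0.49) or E6.5 duct library 1 (0.58). The paper chose genes by a minimum log2FC at E6.5. LOXL2 (1.22), TSHZ3 (1.21), OSR1 (1.74), TGFBI (1.83) and PRICKLE1 (1.66) were under 2 here. It describes these genes as low or absent in E4.5-Post, where SMARCA2 was at 258 CPM and COL1A2 at 384. It describes FOXE1 as not detected at E4.5 by in situ hybridization, and here it was at 8.4 CPM in E4.5-Ant and 10.7 in E4.5-Post. The panel of Fig. 5a titled TFGB1 shows the levels that TGFBI has here (136 CPM in E4.5-Ant) and not those of TGFB1 (16.9).

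The paper states that most lncRNAs rise during duct development. Of the changed lncRNAs, 79.0% were higher at E5.5 and 68.3% at E6.5 than in E4.5-Post, and 71.2% at E5.5 than in E4.5-Ant. From E5.5 to E6.5, only 38.4% of the 271 changed lncRNAs were higher. The paper found none specific to the earliest stage, while 52 were higher in E4.5-Ant here than in each other tissue, or 60 with 12 libraries. HOXA10-AS did not differ between the ducts and E4.5-Post (0.43 and 0.28). The paper finds cell adhesion enriched at all stages, by counting ontology terms among its DEG. Camera and fry instead test for a shift of the whole family in 1 direction. By that unlike measure the family passed at E4.5-Ant (camera FDR 0.0188), at E5.5 only with fry (FDR 0.0282) and at E6.5 in no setting (camera FDR 0.721). Of its 99 genes, 28 were DEG and higher and 16 DEG and lower at E6.5, so the result does not contradict the paper's count of terms.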

Other observations

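The tests of Z-linked genes, skeletal muscle, the imbalance of lncRNAs, LOC107052410, HOX mixing and the run of genes on chromosome Z, the use of the median for Wolffian duct genes and of an unadjusted p for simulated shared genes, and fry for the lists were chosen only after the result was seen, and the other tests given here were set before.

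Other splits of the libraries into groups of 3 and 3 were compared with the real one in fits of 2 tissues. Only the real split, 1 of the 10 splits of the 6 libraries, gave as many DEG for the E5.5 duct against E4.5-Post (3264), the E6.5 duct against E4.5-Post (4089) and E6.5 against E5.5 duct (1158), and the same held for lncRNA DEG (679, 733 and 242). The other splits gave 0 of either, with 69 to 289, 52 to 180 and 84 to 674 genes at an unadjusted p under 0.05, and 13 to 57, 15 to 34 and 27 to 71 lncRNAs. The real ones gave 9394, 10237 and 5881 genes and 845, 896 and 438 lncRNAs at that limit, above all the others. For gene families, 6, 2 and 8 of the 10 splits of the 6 libraries gave as many past the camera FDR as the real ones (6, 6 and 1). For marker lists it was 5, 10 and 5 of the 10 splits of the 6 libraries, where the real ones gave 2, 0 and 2. The smallest share that 10 splits can give is 0.1, so the number of splits by itself decides nothing.

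Different shares of male and female embryos in the pools were tested as a source of differences in Z-linked genes. The largest difference between the medians of Z-linked and autosomal log2FC in the 5 comparisons was 0.0793, and the pooled SD of that difference within tissues was 0.0776 over 759 Z-linked genes. Sex shares that differ between pools would widen both, so sex and tissue cannot be told apart here, because the sex of the embryos in a pool is not known. W-linked genes summed to between 1056 and 2004 CPM per library, and the W-linked list had a median log2FC of 0.313 in E4.5-Ant against E4.5-Post (camera FDR 0.0117) and -0.232 from E5.5 to E6.5 (camera FDR 0.0117), but neither passed with fry (FDR 0.331 and 0.365). In these comparisons the Z-linked differences were -0.0531 and -0.0382. Libraries with much of one had little of the other in several tissues, as in E4.5-Ant library 1 (2004 CPM of W-linked genes, Z-linked median -0.099) and E6.5 duct library 1 (1846 CPM, -0.0861).

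Neurons or neural crest cells in the ducts were tested for the axon guidance genes. Of 7 neuronal genes chosen from the list, which were not its 7 most abundant, 2 were higher and 2 lower in the E6.5 duct than in E4.5-Post. TUBB3 had a log2FC of 1.5 and SNAP25 of -1.607. Left out of the 7 was, among others, RBFOX3, at 13.6 CPM in E4.5-Post and 34.3 at E6.5. Of all 22 genes, 6 were higher and 3 lower there. With genes that move both ways, the 7 cannot decide whether such cells were a source. SNAP25 was at 9.19 CPM in E4.5-Ant, 11.2 in E4.5-Post, 6.36 at E5.5 and 3.65 at E6.5. The list of 22 genes had a median of 0.0948 at E5.5 and 0.167 at E6.5 against E4.5-Post, with a camera FDR of 0.754 in both and a fry FDR of 0.046 and 0.00565, so a contribution of such cells stays open. Gene length is argued against, since the median of the axon guidance genes lay at percentile 99.98 (E5.5) and 100 (E6.5) of 10000 lists of matched length.

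Loss of kidney cells was tested for the genes lower in the ducts. Of 17 nephron genes, 4 were higher and 8 lower in the E6.5 duct than in E4.5-Post, with SLC5A12 at 2.21 (1.36 to 6.25 CPM). Because the genes moved both ways, the list cannot decide whether loss of these cells was the cause. Nephron transcripts were still present in the duct libraries. CUBN was at 337 CPM in E4.5-Post, 376 at E5.5 and 287 at E6.5, while PODXL fell from 635 to 289 and 213. The nephron list had a median of -0.589 at E6.5 against E4.5-Post (camera FDR 0.158, fry FDR 0.012). Wolffian duct cells in the ducts were tested for WNT9B. The list of 7 genes had a median of 0.376 at E5.5 against E4.5-Post (camera FDR 0.0742, fry FDR 0.000151) and 0.429 from E4.5-Ant to E5.5 (camera FDR 0.0143). At E5.5 against E4.5-Post, CALB1 (log2FC 2.44), RET (1.41) and GATA2 (1.14) were higher and SIM1 (-1.29) was lower. With its genes moving apart, Wolffian duct cells and a change in the duct itself cannot be told apart. Germ cell and gonad lists, of 5 and 10 tested genes, passed in no comparison with camera, while with fry the germ cell list passed in E4.5-Ant against E4.5-Post (FDR 0.00955, lower) and from E4.5-Ant to E5.5 (FDR 0.00955, higher). Their medians in E4.5-Ant against E4.5-Post were -0.0417 (camera FDR 0.662) and 0.146 (camera FDR 0.983).

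Skeletal muscle genes were tested for body wall muscle in the tissue. In E4.5-Ant against E4.5-Post their median was -1.08 (camera FDR 0.261), while the abundant TNNT3 was higher by 0.5913 (edgeR FDR 0.0353; 22.5 against 14.6 CPM) and 5 genes were lower. Whether such cells were in E4.5-Post cannot be told apart from other sources, since the genes went both ways and the list did not pass. Without E4.5-Post library 1 or 2 TNNT3 was no longer DEG, with log2FC from 0.41 to 0.83 across the fits that each left out 1 library. From E5.5 to E6.5 the median was -1.97, or -1.58 with genes at the floor set to their bound (camera FDR 0.00198, 9 of 12 lower), so such cells in the E5.5 libraries are a candidate explanation. A difference of age stays open as untested.

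Normalization was tested for the excess of higher genes in the ducts. With the other scalings at least 64.14% of the DEG were higher. All scalings left the median log2FC of all genes between 0.00422 and 0.0144 in the ducts against E4.5-Post, so a shift of most genes and an excess of higher genes cannot be told apart, because no scaling that differs much was at hand. Among lncRNAs the share of higher genes exceeded that of protein coding genes by 12.4 percentage points at E5.5 (11.7 to 13.4 over the alternatives), which argues against an imbalance common to all genes. At E6.5 it exceeded it by 4.13 points (4.13 to 6.09), and there the 2 cannot be told apart because the difference is small. Read-through from a neighbouring gene was tested for the changed lncRNAs. Of those with no protein coding gene near on the same strand, 42.1% were DEG at E6.5 against 29.7% of the others, and 38.7% against 30.1% at E5.5, which argues against it.

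Read-through from SVEP1 was tested for LOC107052410. Its counts relative to SVEP1 were as low as 0.0369 in a library of the E5.5 duct, no higher than in the libraries of E4.5-Post (0.038 to 0.0475) but above all 3 of E4.5-Ant (0.0201 to 0.0232), where SVEP1 had more counts than in E4.5-Post. This argues against read-through of a fixed share as the whole cause there, and a share that differs between tissues was not tested. The test at E5.5 was first made against E4.5-Post alone, and E4.5-Ant was added after its outcome was seen. At E6.5 the lowest ratio was 0.0915, above all libraries of both E4.5 tissues, which argues against it in the same way. Chance errors of libraries that comparisons share were tested for the shared genes. In 20 simulated data sets without differences, at most 66 genes had an unadjusted p under 0.05 in all 3 comparisons with E4.5-Post and at most 31 in the 3 successive ones, against 4446 and 1674 in the data, which argues against it. Of the 172 genes shared by the successive comparisons, 66.3% turned between E4.5-Ant and E5.5. Simulated tissue effects unrelated to each other gave more, from 83.3% to 90%, and also more shared genes (291 to 353) and more DEG in the first comparison (3057 to 3148, where the data gave 1785). For the 3 comparisons with E4.5-Post it gave 1084 to 1130 shared genes, where the data gave 889. Because this simulation matched none of these counts, related and unrelated effects cannot be told apart by it. It was first read as fitting the data, and that reading was changed after its outcome was seen.

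All 13 tested HOX genes of paralog groups 9 to 13 were higher in E4.5-Ant library 3 than in library 1, with a median log2 ratio of 3, against 0.177 for the 19 of groups 1 to 8. RNA of the E5.5 duct mixed into library 3 is argued against, because 41 other genes near 0 in library 1 reached a median of 4.72% of their E5.5 level in library 3, against 30.2% for 5 of these HOX genes. The limit for near 0 was moved from 5% to 20% of the E5.5 level after a first run, with the same verdict. Whether a more posterior level of dissection is the source cannot be told apart from spread, since other genes shifted toward E4.5-Post by a median of 5.99%, against 6.38% between E4.5-Post libraries.

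From DMRT1 to VLDLR, 8 neighbouring tested genes on chromosome Z (25949702 to 26572231) were higher in both ducts than in E4.5-Post. In 0 of 1000 shuffled gene orders, that is 0%, was there a run as long, which argues against chance order. Read-through along the strand is argued against for SMARCA2, whose 2288 CPM at E6.5 exceeded all genes upstream of it in the run. For the other genes of the run it was not tested. The flanking genes KANK1 (log2FC -0.204 at E5.5 and -0.199 at E6.5) and PUM3 (-0.453 and -0.501) were lower. A shared regulation of these genes is a hypothesis that was not tested.

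E5.5 duct library 2 had 6.563% of its counts on mitochondrial genes and 1.949% on rRNA genes.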
